# Transcriptional profiling of liver during the critical embryo-to-hatchling transition period in the chicken (*Gallus gallus*)

**DOI:** 10.1186/s12864-018-5080-4

**Published:** 2018-09-21

**Authors:** Larry A. Cogburn, Nares Trakooljul, Chuming Chen, Hongzhan Huang, Cathy H. Wu, Wilfrid Carré, Xiaofei Wang, Harold B. White

**Keywords:** Metabolic switch, Lipolysis, Lipogenesis, Opposing up-stream regulators, THRSPA, SERTAD2, Kruppel-like factors, Hepatic FKER, Coagulation system, Homeorhetric regulation of metabolism, Transcriptional activation/inactivation

## Abstract

**Background:**

Although hatching is perhaps the most abrupt and profound metabolic challenge that a chicken must undergo; there have been no attempts to functionally map the metabolic pathways induced in liver during the embryo-to-hatchling transition. Furthermore, we know very little about the metabolic and regulatory factors that regulate lipid metabolism in late embryos or newly-hatched chicks. In the present study, we examined hepatic transcriptomes of 12 embryos and 12 hatchling chicks during the peri-hatch period—or the metabolic switch from chorioallantoic to pulmonary respiration.

**Results:**

Initial hierarchical clustering revealed two distinct, albeit opposing, patterns of hepatic gene expression. Cluster A genes are largely lipolytic and highly expressed in embryos. While, Cluster B genes are lipogenic/thermogenic and mainly controlled by the lipogenic transcription factor *THRSPA*. Using pairwise comparisons of embryo and hatchling ages, we found 1272 genes that were differentially expressed between embryos and hatchling chicks, including 24 transcription factors and 284 genes that regulate lipid metabolism. The three most differentially-expressed transcripts found in liver of embryos were *MOGAT1, DIO3* and *PDK4*, whereas *THRSPA, FASN* and *DIO2* were highest in hatchlings. An unusual finding was the “ectopic” and extremely high differentially expression of seven feather keratin transcripts in liver of 16 day embryos, which coincides with engorgement of liver with yolk lipids. Gene interaction networks show several transcription factors, transcriptional co-activators/co-inhibitors and their downstream genes that exert a ‘ying-yang’ action on lipid metabolism during the embryo-to-hatching transition. These upstream regulators include ligand-activated transcription factors, sirtuins and Kruppel-like factors.

**Conclusions:**

Our genome-wide transcriptional analysis has greatly expanded the hepatic repertoire of regulatory and metabolic genes involved in the embryo-to-hatchling transition. New knowledge was gained on interactive transcriptional networks and metabolic pathways that enable the abrupt switch from *ectothermy* (embryo) to *endothermy* (hatchling) in the chicken. Several transcription factors and their coactivators/co-inhibitors appear to exert opposing actions on lipid metabolism, leading to the predominance of lipolysis in embryos and lipogenesis in hatchlings. Our analysis of hepatic transcriptomes has enabled discovery of opposing, interconnected and interdependent transcriptional regulators that provide precise *ying-yang* or *homeorhetic* regulation of lipid metabolism during the critical embryo-to-hatchling transition.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5080-4) contains supplementary material, which is available to authorized users.

## Background

The developing mammalian embryo is completely dependent upon its mother and her placenta to supply nutrients, exchange respiratory gases, and to remove nitrogenous waste products. Quite the opposite is true among amniotes (i.e., birds and reptiles), which must undergo independent embryonic development in a pre-formed and completely enclosed system—the cleidoic egg. In chickens, the principal source of energy for late embryonic growth is derived from yolk lipids stored in the egg by the hen. The embryo exhibits exponential growth between days 13 to 18 of embryonic development (E13 to E18), when the total energy required for growth comes from β-oxidation of fatty acids derived from yolk lipids [1, 2]. The final phase of embryonic development is marked by a dramatic accumulation of cholesterol esters in the liver (> 30% of its dry mass) [3]. Just prior to hatching, the yolk sac and its remaining lipids are retracted into the embryo’s visceral cavity to fuel the ensuing metabolic switch to endothermy in hatchling chicks. Yolk lipids are utilized by the newly hatched chicken from direct transfer into circulation via transport from the yolk stalk into the small intestine [4]. Although fatty acids are readily absorbed from the lipid drenched intestine, the absorption of carbohydrates and amino acids from ingested high-energy feed is delayed until expression of intestinal enzymes and cotransporters (glucose/sodium/amino acid) reach adequate levels [4–7]. A recent transcriptional analysis, using serial analysis of gene expression (SAGE), of the chick embryo yolk sac between E13 and E21 [8] provides the first view of genome-wide transcriptional changes that occur during transport of lipid from the yolk sac into the liver prior to hatching. The high abundance of yolk lipids and their transporters (i.e., lipoproteins) appear to interfere with absorption and utilization of nutrients from the intestine of the immediate post-hatch chick [4–6]. Thus, the newly hatched chick must undergo a dramatic metabolic shift from ectothermy, with an exclusive dependence on yolk lipids, to endothermy which depends on utilization of ingested feed—mainly carbohydrates and protein [5]. Early hepatic expression of several lipogenic enzymes [9–11] provides the chick with the ability to convert dietary carbohydrate into fat stores [2]. This sudden switch from a dependence on fat stored in yolk (embryos) to utilization of nutrients in feed (hatchling) requires major shifts in nutrient transport and metabolism that are controlled by yet uncharted genetic pathways. Although newly hatched chicks can survive for several days on residual yolk, delayed feeding prevents full recovery and normal growth, despite a brief compensatory growth spurt [12]. Prolonged starvation during the immediate post-hatch period retards body and muscle growth, which is irreversible due to cellular changes in skeletal muscle [13]. Although hatching is perhaps the most abrupt and profound metabolic challenge that a chicken must experience, there have been no attempts to functionally map the metabolic pathways induced by nutrients in the chick’s first meal. Furthermore, we know very little about transcriptional control of multiple metabolic and regulatory factors that control metabolism during the critical immediate post-hatch period.

The chicken embryo develops as an aquatic ectotherm with respiratory gas exchange via the chorioallantoic membrane. On the last day of embryonation (E21), the fully-developed embryo must suddenly convert to pulmonary respiration after pipping through the eggshell. During the peri-hatch period, the precocious chick becomes an endotherm with a very high and self-sustaining metabolic rate maintained by a fully-functional thermoregulatory system. The thyroid axis plays a major role in regulating metabolism and energy expenditure. Hence, the activity and importance of the thyroid axis has been extensively studied during the peri-hatch period of the chicken [14–18]. The thyroid axis prepares the embryo for this metabolic jump with decreased activity of the inactivating deiodinase (*DIO3*) at E20, whereas the activity of the activating deiodinases (*DIO1* and *DIO2*) increases in E20 embryos during hatching and afterwards in the hatchling. The pro-thyroid hormone (T_4_) is readily deactivated to reverse rT_3_ by *DIO3* in liver of E16 and E18 embryos; then with onset of pulmonary respiration, the activity of (DIO1) and (DIO2) increases in liver to meet the ensuing energy demands of hatching and endothermy. The embryo must switch from chorio-allantoic to pulmonary respiration and instantly meet the high metabolic demands of an endotherm—the hatchling chick. Therefore, it is essential to understand the transcriptional networks that integrate and control function of the endocrine system to meet the *dynamic* metabolic demands of growth imposed upon the liver.

Our first glimpse of the liver transcriptome during the chicken’s peri-hatch period came from an earlier low-resolution transcriptional scan using the original chicken liver (3.2 K) microarray [19]. This initial transcriptional study using our prototype microarray was completed with 24 liver samples taken during the peri-hatch period [embryonic day 16 (E16) to post-hatch day 9 (D9)]. Self-organizing maps (SOMs) clustering of the 3.2 K microarray data identified two distinct gene expression profiles in liver. Cluster A contained differentially-expressed genes (DEGs) with very high expression in hatching liver, while Cluster B DEGs showed higher expression in embryo liver (*see* Fig. 2 in [19]). Hepatic expression of several lipolytic genes was higher in embryos and then abruptly decreased after hatching. In contrast, many up-regulated genes in liver of hatchling chicks control lipogenesis and energy metabolism (*THRSPΑ*, *SCD*, *FASN*, *ME1*, *HMGCS*, and *EVOL6*)*.*

The present high-resolution genome-wide transcriptional analysis of the liver during the peri-hatch period has greatly expanded our hepatic repertoire of regulatory and metabolic genes involved in the embryo-to-hatchling transition. Several transcription factors were identified that appear to exert opposing actions, which lead to the predominance of lipolysis in embryos or lipogenesis in hatchlings. Furthermore, we have gained new knowledge on interactive transcriptional networks and metabolic pathways that enable the abrupt switch from *ectothermy* (embryo) to *endothermy* (hatchling) in the chicken.

## Methods

### Animal care and use

Fertile eggs from Ross x Ross broiler (meat-type) chickens were purchased from a commercial hatchery (Moyer’s, Quakertown, PA). The eggs were incubated in an automated incubator (Jamesway Incubator Co., Ontario CAN) at 39 °C and 95% relative humidity. At E20, eggs containing viable embryos were transferred to hatching trays to determine the approximate time of hatch (i.e., wetness of down). Chicks hatched within a 4 h period on the 21st day of incubation were wing-banded and held in the incubator for an additional 4 h. The remaining one day-old (D1) chicks were vaccinated against Marek’s disease virus and transferred to a heated battery brooder (Petersime Incubator Co., Gettysburg OH) maintained at 33 °C. The chicks received a commercial starter ration (22% crude protein and 3100 kcal ME/kg) and water ad libitum throughout the experiment. After continuous light for the first two days, the birds were maintained on a 20 h light: 4 h dark (20 L:4D) photoperiod. All protocols used in this study were in accordance with the United States Department of Agriculture guidelines on the use of agricultural animals in research and approved by the University of Delaware Animal Care and Use Committee.

### Experimental design of hepatic transcriptional profiling study

The experimental design used for the present transcriptional profiling with Affymetrix Chicken Genome arrays was similar to the design utilized in our original 3.2 K microarray analysis of liver in peri-hatch chickens [19]. Four male embryos were killed for collection of liver samples on embryonic day 16 (E16), E18 and E20 and four male hatchlings taken at 1, 3 and 9 day (D) of age. The D1 liver samples were taken from hatched chicks held in the hatching incubator (38 °C) for 4 h. After visual verification of male sex (presence of testes), each liver was quickly removed, placed into a 15 ml Nalgene cryogenic vial and snap frozen in liquid nitrogen. The remaining chicks were provide with feed and water ad libitum and housed in a heated battery brooder maintained at under a 20 L:4D photoperiod. The frozen liver samples were transferred to an ultra-low freezer (− 85 °C) and stored until isolation of total RNA.

### Extraction and purification of total RNA

Total RNA was purified from each liver sample using an RNeasy Mini kit with on column DNase I treatment, as recommended by the manufacturer’s (Qiagen, Valencia, CA). Quantitation of total RNA was done using a NanoDrop spectrophotometer (NanoDrop, Wilmington DE) and the RNA was diluted to a standard concentration (250 ng/μL). RNA quality was assessed using an Agilent 2100 Bioanalyzer and an Agilent RNA 6000 Nano Kit (Agilent Genomics, Santa Clara, CA). Liver RNA samples (1 μL each) were analyzed on a RNA 6000 Nano Chip. The ribosomal RNA ratio (28S/18S) was assessed for RNA integrity, where with a RNA Integrity Number (RIN) of 9 to 10 indicates RNA of high quality for use in amplification of RNA for the microarray analysis and for verification by qRT-PCR analysis. Each liver RNA sample was divided into two identical aliquots and stored frozen at − 85 °C until use in the transcriptional analyses below.

### RNA amplification, biotin labeling and hybridization of chicken genome arrays

Microarray-based transcriptome profiling was carried out using 24 Affymetrix GeneChip™ Chicken Genome Arrays and one-cycle target labeling protocol according to the manufacturer’s (Affymetrix) protocols. The experimental design for hybridization of the 24 chicken genome arrays was based on four replicate hybridization days, where all six ages were represented by one of four biological replicates (individual embryo or hatchling) per age group (Additional file 1). 

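Values from 24 Chicken Genome Arrays were used, one array per liver, with 4 embryos at E16, E18 and E20 and 4 hatchlings at D1 (unfed), D3 and D9 (both fed). The replicate number of a liver is its hybridization day, so each of the 4 days held 1 liver of every age. The deposited values are log2 intensities after the authors' robust multi-array average (RMA), which corrects the background, sets the quantiles of all arrays equal and gives 1 value per probe set. Array medians lay between 5.43 and 5.55, and single values between 3.05 and 15.24. The 38439 probe sets that are not Affymetrix controls entered a linear model in limma with 1 mean per age and no term for the hybridization day, and ratios are given as the log2 level at the first age minus that at the second. A probe set is called at an adjusted p (Benjamini and Hochberg) of 0.05 or less and an absolute log2 ratio of 0.75 or more, the limits that the paper states. The array annotation gave 1 gene symbol to 27168 probe sets, several to 177 and none to 11094, for 13009 named genes. A gene with several probe sets is shown by the one with the highest mean over the 24 arrays. Probe sets of a gene are said to disagree where some are called and others are not or go the other way, with the range of their log2 ratios in parentheses. Levels are means ± SD over 4 livers. Signals under 4.43, the 25th percentile of the mean levels of all probe sets, are near background, and a ratio against a level there is a lower bound of its size. Lists of genes for liver pathways, other cell types and neighbouring tissues were fixed before the data were examined and compared with all other genes by camera, once with a preset correlation among genes of 0.01 and once with an estimated correlation. The sample labels name 24 h, and the paper 4 h, as the time that D1 chicks were held after hatch. The developmental stage in the sample labels reads E16 for the 8 livers of E18 and E20 too, against their titles and the paper, whose ages are used here. The W-linked gene HINTW was at 12.17 on E18 replicate 2 and at most 6.05 on any other array, and the heart hormone gene NPPA was at 8.11 on D9 replicate 1 and at most 5.23 on any other. The number of arrays, rather than any depth of counting, limits the precision of these values.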

Briefly, 5 μg of total RNA was reverse-transcribed into first-strand cDNA using a T7-oligo(dT) promoter primers, followed by RNase H-mediated second-strand cDNA synthesis. and subsequently in vitro transcribed (IVT) into biotinylated complementary RNA (cRNA) in the present of T7 RNA Polymerase and biotinylated nucleotide analog/ribonucleotide mix using the Affymetrix IVT Labeling Kit (Affymetrix, Santa Clara, CA). The biotin-labeled cRNAs were cleaned up, fragmented and quality checked on an Agilent 2100 Bioanalyzer and hybridized to Chicken GeneChip™ Arrays for 16 h. The probe arrays were washed and stained on the Affymetrix GeneChip™ Fluidics Station and scanned for raw intensity data on the Agilent GeneChip™ Scanner using GeneChip™ Operating Software (GCOS) on the Affymetrix GeneChip™ Workstation. The raw cel files were then used for pre-processing and normalization as describe below.

### Processing, normalization and statistical analysis of genome array data

An initial visual analysis (including hierarchical and K-mean clustering) of the microarray data was completed using GeneSpring GX software (Agilent, Santa Clara, CA). Raw cell files from the Affymetrix GeneChip Chicken Genome Arrays were imported into GeneSpring software and unfiltered differentially-expressed genes (DEGs; FDR ≤ 0.01) identified for a preliminary hierarchical and k-means cluster analysis (Fig. 1 only).

**Fig. 1:**
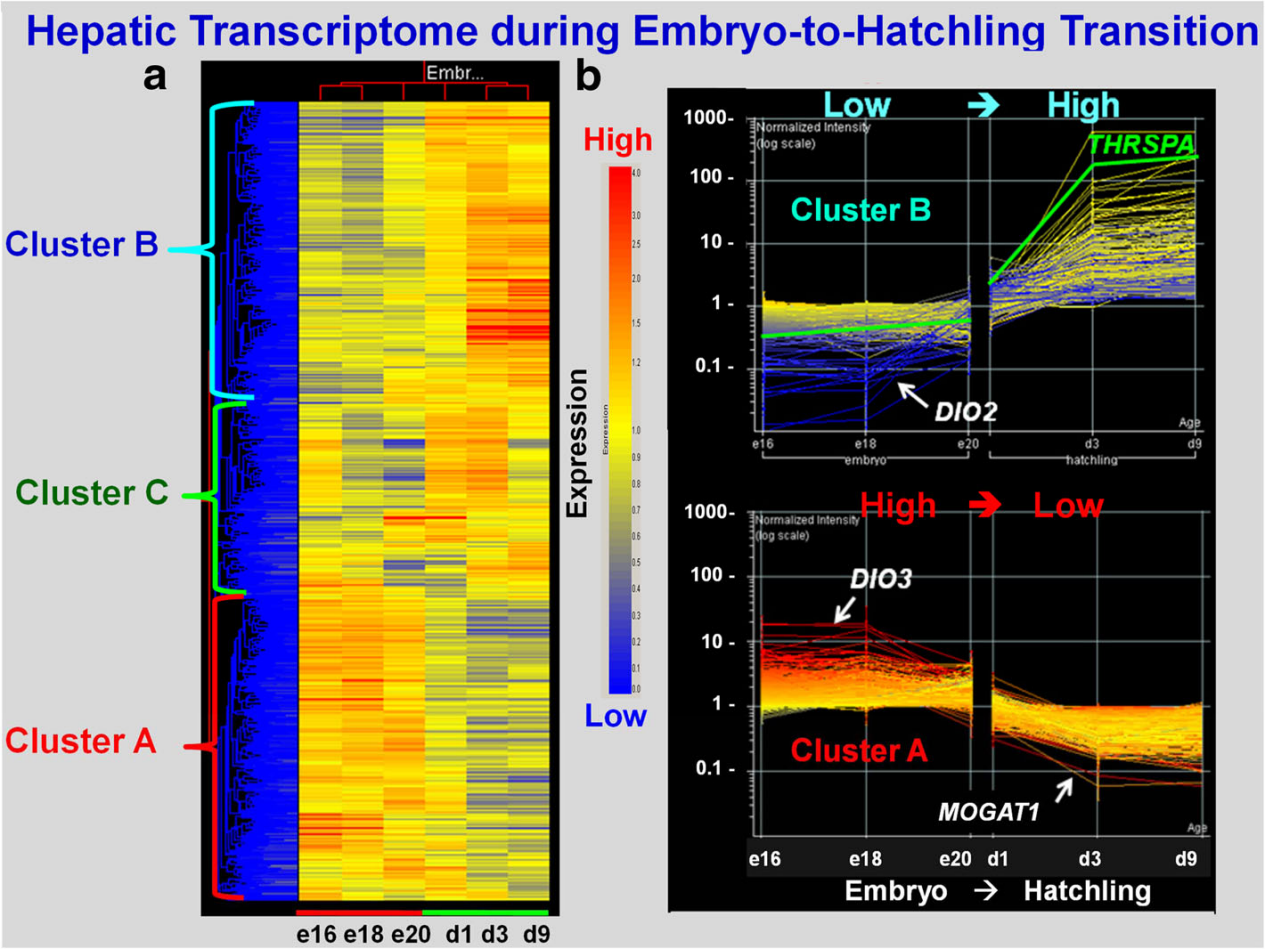
This figure provides an initial visual analysis of gene expression patterns found in liver of 12 embryos (E16, E18 and E20) and 12 hatchlings (D1, D3 and D9) during the critical embryo-to-hatchling transition. GeneSpring GX 7 software was only used for the preliminary analysis of differentially-expressed (FDR ≤ 0.01) genes (DEGs) and visualization of expression patterns from hierarchical (**a**) and k-means cluster (**b**) analyses. The heat map in Panel **a** clearly shows three distinct expression patterns of DEGs: Cluster A (high in embryos, low in hatchlings), Cluster B (low in embryos, high in hatchlings) and Cluster C (mixed pattern). K-means clustering (Panel **b)** provides higher resolution of DEGs found in Cluster A, including two examples: deiodinase 3 (*DIO3*) and monoacylclycerol O-acyltransferase 1 (MOGAT1), both have higher expression in embryos and lower abundance in hatchlings. In contrast, Cluster B contains DEGs with lower expression in embryos [i.e., deiodinase 2 (*DIO2*)] and much greater (log-scale) abundance in liver of hatchlings [i.e., thyroid hormone-responsive Spot 14 protein alpha (*THRSPA*)], especially in fully-fed D3 and D9 chicks

Next, open-source R (version 3.3.3) [20] software packages, available from Bioconducter [21], were used for data processing and statistical analysis of the single-channel microarray data (raw cell files) obtained in this study. The software package affylmGUI (version 1.48.0) was used to perform normalization and to determine differential expression [22]. The robust multi-array average (RMA) method [23] was applied for background correction, quantile normalization and output of gene expression values on the log2 scale. Internally, affylmGUI uses the Linear Model Fit of LIMMA package (version 3.30.13) to assess differential expression of genes [24]. Statistical significance was adjusted for multiple testing by controlling the Benjamini and Hochberg’s false discovery rate [25], which was set at FDR ≤ 0.05. The Affymetrix chicken annotation data package [26] was then used to annotate the differentially-expressed genes (DEGs). LIMMA was used to make pairwise comparisons (contrasts) across embryo and hatchling ages and to filter DEGs by the FDR adjusted *p*-value (*P* ≤ 0.05) and a log2 ratio ± 0.75 cutoff. This gene expression level threshold of log2 ratio ± 0.75 (or a 1.68-fold difference) has proven useful for statistical analysis of microarray data in model plants [27].

### Ingenuity pathways analyses

An annotated list of DEGs for each pairwise contrast was then used as the input file for Ingenuity® Pathway Analysis (IPA), which provides functional annotation, mapping to canonical pathways and biological processes, and identification of gene interaction networks [28]. The DEGs accepted by IPA are considered as “Analysis Ready” (AR)-DEGs, if the gene is curated and annotated in the Ingenuity® Knowledge Base. However, the Ingenuity Knowledge Base is mainly based on mammalian biomedical literature and rather void of avian-specific genes. We used a combination of Human Genome Organisation (HUGO) gene symbol as the primary gene ID and the RefSeq Protein ID as the secondary gene ID to maximize the number of chicken DEGs accepted by IPA. The AR-DEGs were mapped onto canonical pathways, biological processes and gene interaction networks. IPA uses the Fisher’s Exact Test to indicate significance (*P* ≤ 0.05) of over-representation of AR-DE genes in canonical pathways and biological processes. The Ingenuity® Upstream Regulator Analysis was used to identify major transcription factors, their interaction with other upstream regulators, and their interactions with direct target genes to predict either activation or inhibition of upstream regulators. Lists of annotated AR-DEGs were generated by IPA and provided in Additional files.

### Verification of differential gene expression by quantitative RT-PCR analysis

A second aliquot of each total RNA sample from the 24 livers (above) was used for quantitative real-time PCR (qRT-PCR) analysis. The expression of 15 DEGs identified by microarray analysis was verified by qRT-PCR analysis (see Additional file 2). Selection of these candidate genes was based on their known function in pathways of interest or involvement in lipid metabolism. In additional, a panel of three invariant genes (*COX7A2L, PCF11* and *PRL14*) was included in the qRT-PCR analysis for normalization of qRT-PCR expression levels. First-strand cDNA was synthesized using 1 μg of total RNA, oligo-dT, random hexamer primers and SuperScript III reverse transcriptase kit (Invitrogen Life Technologies, Carlsbad CA). Primers used for qPCR were designed using Primer Express (Applied Biosystems, Foster City, CA). The qRT-PCR assay was performed for each sample in duplicate wells using Power SYBR green PCR master mix (Applied Biosystems, Foster City, CA) and a gene-specific primer-pair (Sigma-Genosys, Woodlands, TX) on an ABI Prism Sequence Detection System 7900HT. Biogazelle qbase+ software [29] was used for pre-processing raw cycle threshold (Ct) data and the geNorm procedure for normalization of relative gene expression levels. The expression stability of candidate genes and a panel of invariant “housekeeping” genes was based on the geNorm (M) and coefficient of variation (CV) values across duplicate measurements of the 24 liver RNA samples. Ribosomal protein L14 (*RPL14*) and cytochrome c oxidase subunit VIIa polypeptide 2-like (*COX7A2L*) were selected as optimal co-reference genes with a mean of M = 0.251 and CV = 0.087. The PROC GLM in Statistical Analysis System (SAS, v.9.4; Cary NC) was used to analyze all pairwise differences among ontogenic stages and control for multiple comparisons using the option ADJUST = TUKEY. The Pearson’s correlation procedure in Excel was used to compare the average relative expression levels of each candidate DEG obtained from microarray analysis with that obtained by qRT-PCR analysis. Relative expression levels obtain by these two independent methods was verified by a significant (*P* ≤ 0.01) Pearson’s correlation coefficient (r).

## Results

### Initial visualization of gene expression patterns using GeneSpring® analysis

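In a comparison of all 12 embryos with all 12 hatchlings, taken as a pair of groups with no limit on the ratio, 6880 probe sets for 3956 named genes passed an adjusted p of 0.01 from limma. Of these, 3629 were higher in embryos and 3251 were higher in hatchlings. Without adjustment, 14194 of the 38439 probe sets had a p under 0.05. The called probe sets include the pyruvate dehydrogenase kinase PDK4, at 13.29 ± 0.11 (SD, n = 4) in E18 embryos and 7.94 ± 0.15 in D3 hatchlings, and the sterol enzyme NSDHL, at 5.70 ± 0.37 and 11.93 ± 0.11 at the same ages. The paper's text gives the software and the false discovery rate of this step and not the test, so a fit in limma was used.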

The preliminary GeneSpring analysis of the 24 Affymetrix arrays identified 4566 differentially-expressed genes (DEGs; FDR ≤ 0.01) in the contrast of 12 embryos vs.12 hatchling chicks. The unsupervised hierarchical clustering of these unfiltered DEGs by GeneSpring provided a visual image (heat map) of the most dramatic changes in hepatic gene expression during the peri-hatch period (Fig. 1a). This heat map shows three distinct patterns of hepatic gene expression during the embryo-to-hatchling transition. 

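The 6880 probe sets were parted into 3 groups by k-means clustering of their 6 age means, each probe set centred and scaled. The largest group held 3629 probe sets for 1868 genes with high levels in embryos, at scaled means of 0.82 at E16, 0.93 at E18, 0.63 at E20, -0.52 at D1 and -0.85 at D9. Among the genes with the largest embryo to hatchling ratios whose 12 embryo arrays all lay above the 12 hatchling arrays were PPM1K, a phosphatase that activates the breakdown of branched-chain amino acids, with a log2 ratio of 4.16 (standard error 0.17, adjusted p = 2.0e-14), and SLC13A3, a carrier of dicarboxylates, with 3.82. DNAJC12, a chaperone of the aromatic amino acid hydroxylases, was 2.80 higher on the log2 scale, and the semaphorin receptor PLXNA4 was 2.77 higher. The E3 ligase RNF144A had a ratio of 2.85. Probe sets of PPM1K (0.30 to 4.65) and PLXNA4 (0.06 to 2.77) disagree in E vs. H.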

“Cluster A” DEGs are expressed at higher levels in embryos (E16, E18 and E20) and at lower levels after hatching, especially in fully-fed D3 and D9 hatchings. In contrast, the DEGs in “Cluster B” have a low abundance in embryos and sharply elevated expression in hatchlings, while “Cluster C” DEGs exhibit a mixed pattern of gene expression. 

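The other k-means groups held 1574 and 1677 probe sets with low levels in embryos. In the first of them the scaled mean reached 0.97 at D3 and 1.25 at D9, and in the second it was highest at D3 (1.12) and lower at D9 (0.36). The genes with the lowest embryo to hatchling ratios, with no overlap between the arrays of embryos and hatchlings, serve several liver functions. SLCO1A2, a carrier of organic anions and bile acids, had a log2 ratio of -5.82 (standard error 0.28, adjusted p = 3.5e-13). CDO1, which oxidizes cysteine on the way to taurine, had -5.23, and AFMID, an enzyme of tryptophan breakdown, had -4.44. CYP7A1, the first enzyme of bile acid synthesis, had -4.73 and SLC51A, a part of the basolateral bile acid exporter, had -4.16. NSDHL, an enzyme of cholesterol synthesis, had -4.74, and the avian beta-defensin AvBD8 had -5.09.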

The second panel (Fig. 1b), derived from k-means clustering, provides a higher resolution of gene expression patterns in Cluster A (1166 DEGs) and Cluster B (801 DEGs), with examples of two predominant genes per cluster. Deiodinase 3 (*DIO3*) and monoacylglycerol O-acyltransferase 1 (*MOGAT1*) are highly expressed in liver of late embryos, whereas thyroid hormone-responsive Spot 14 protein alpha (*THRSPA*) and deiodinase 2 (*DIO2*) were the most abundant DEGs found in liver of hatchling chicks. 

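DIO3, which inactivates thyroid hormone, was at 11.79 ± 0.69 (SD, n = 4) at E16 and 11.94 ± 0.36 at E18, then at 8.14 ± 1.21 at E20, 7.13 ± 1.12 at D1, 5.32 ± 0.60 at D3 and 4.40 ± 0.13 at D9. MOGAT1, an acyltransferase that makes diacylglycerol, was at 12.55 ± 0.08 at E18 and 5.65 ± 0.42 at D9. Over all embryos against all hatchlings, their log2 ratios were 5.01 (standard error 0.29, adjusted p = 8.1e-12) and 5.44 (standard error 0.21, adjusted p = 5.2e-15). THRSP (the paper's THRSPA), a nuclear protein that raises the expression of lipogenic enzymes, was at 5.22 ± 0.25 at E16 and reached 14.71 ± 0.06 at D9, a log2 ratio of -7.15 (standard error 0.21, adjusted p = 2.9e-17). DIO2, which makes the active hormone T3, was at 3.89 ± 0.22 at E16, 5.47 ± 1.78 at E18, 11.09 ± 1.39 at E20 and 12.11 ± 0.67 at D3, and its ratio was -4.84. Of 17 measured genes of the thyroid hormone axis, 1 was higher in embryos, 4 were higher in hatchlings and 12 were not called (1 and 4 when adjusted over the list alone), and the list as a whole was not called (adjusted p = 0.462 by camera). The second probe set of DIO2 lay far lower from E20 on, at 4.24 at E16 and 6.70 at D9, and was not called in E16 vs. D1 (adjusted p = 0.14), where the shown one was. Probe sets of MOGAT1 (0.25 to 5.44) disagree in E vs. H.

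**Figure D1:**
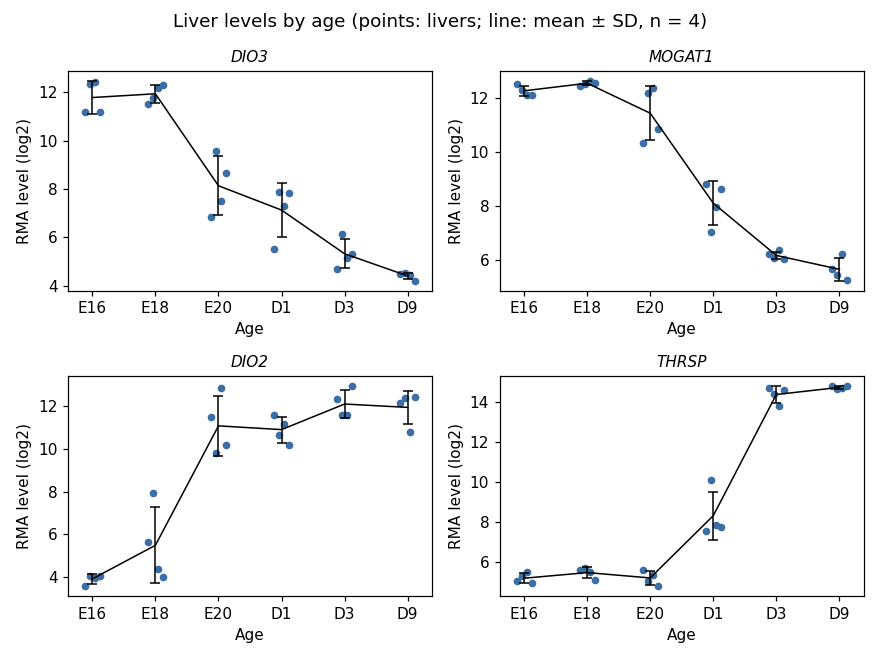
Log2 RMA levels of DIO3, MOGAT1, DIO2 and THRSP on each of the 24 arrays by age, with lines through the age means and bars for the SD (n = 4). DIO3 and MOGAT1 are lower on every D3 and D9 array than on every E16 and E18 array, and the mean of DIO2 is 3.89 at E16 and 11.09 at E20.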

K-means clustering provides identification of individual genes and a high-resolution view of opposing expression patterns of the deiodinases (*DIO2, DIO3*), which clearly shows the pivotal role that thyroid hormone metabolism plays in the metabolic jump from ectotherm (embryos) to endotherm (hatchlings) during the peri-hatch period.

### Ingenuity pathway analysis (IPA): Identification of analysis ready DEGS

The DEGs within each contrast were considered as “Analysis Ready” (AR-DEGs) if accrued and curated in the Ingenuity® Knowledge Base. The numbers of up-regulated and down-regulated AR-DEGs are presented for the14 pairwise contrasts in a split-bar graph (Fig. 2). 

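Counts of called probe sets in the 14 contrasts ran from 327 in E16 vs. E18 to 4065 in E18 vs. D3. Counted as named genes, the contrasts that called the most genes were E18 vs. D3 (2537), E20 vs. D3 (1941) and E16 vs. D3 (1928). Between neighbouring ages the counts were 245 genes in E16 vs. E18, 651 in E18 vs. E20, 880 in E20 vs. D1, 681 in D1 vs. D3 and 421 in D3 vs. D9. In a fit of only the E16 and E18 arrays, 194 probe sets and 157 genes were called. The share of called probe sets that was higher at the first age was largest in E16 vs. E18 (80.1%) and smallest in E18 vs. D3 (39.6%). Cell cycle genes such as the DNA replication factor CDC45 and CKS2, a subunit of cyclin-dependent kinases, are among the genes with the largest ratios in E16 vs. E18 (1.82 and 1.69). Metabolic genes such as THRSP and FASN are among those of E18 vs. D3 (-8.86 and -5.98).

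**Figure D2:**
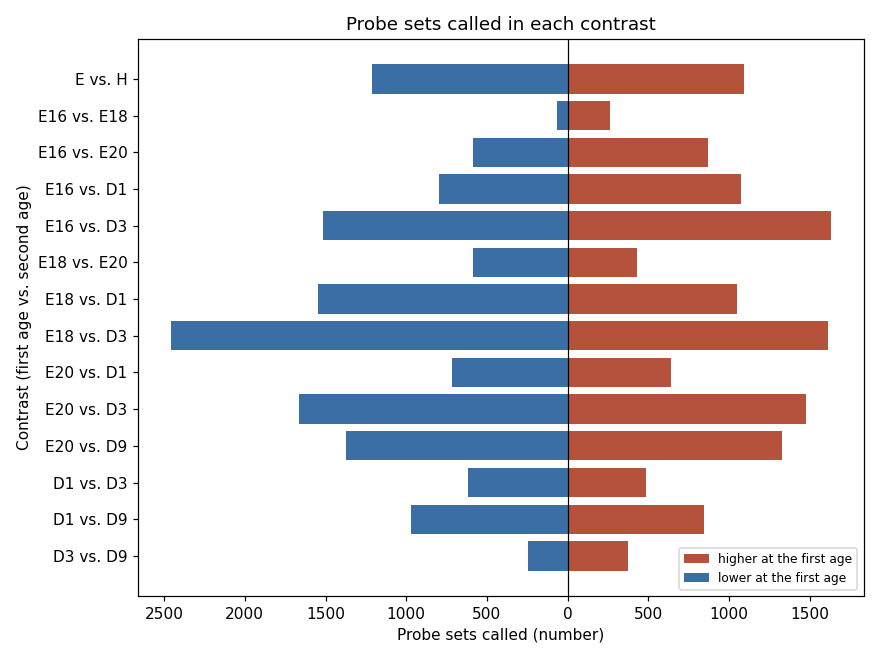
Number of probe sets called in each of the 14 contrasts, as bars to the right for probe sets higher at the first age and to the left for probe sets lower at the first age. The longest bar is that of probe sets lower in E18 than in D3 (2455) and the shortest that of probe sets lower in E16 than in E18 (65).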

An annotated list of AR-DEGs in each pairwise contrast is provided in Additional file 3. 

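Embryos and hatchlings differed in 2306 probe sets, 1095 higher in embryos and 1211 higher in hatchlings, for 1420 named genes. Of 38 genes of the cell cycle and DNA replication, none was higher in embryos and 27 were higher in hatchlings (27 when adjusted over the list alone), among them RRM2, a subunit of ribonucleotide reductase (-2.52), and thymidine kinase TK1 (-2.22). The list was called by camera (adjusted p = 3.3e-14), a call lost with an estimated one (adjusted p = 0.0913 with an estimated correlation). Its mean deviation was 0.18 to 0.59 on E16 arrays and -0.45 to 0.11 on D9 arrays, so the direction does not hold for every pair of ages. 5 of 14 genes of purine and uric acid synthesis were higher in hatchlings and none was higher in embryos (5 and 0 when adjusted over the list alone), including xanthine dehydrogenase XDH (-3.44), which forms uric acid, and PPAT (-1.75), which opens the pathway (adjusted p = 0.104 by camera, not called). Markers of granulocytes were higher in embryos for 7 of 11 genes (7 when adjusted over the list alone), with CATH1 at 2.17 and AvBD1 at 1.86, both peptides of granules that kill bacteria, and LECT2, a protein that attracts neutrophils, at 2.00. This list was called with the preset correlation (adjusted p = 0.00632) and not with an estimated one (adjusted p = 0.41 with an estimated correlation). Within an age these markers varied between livers, with mean deviations of 0.74, 0.75, -0.35 and -0.44 in E16 replicates 1 to 4. Probe sets of XDH (-3.44 to -0.04) and AvBD1 (0.10 to 1.86) disagree in E vs. H.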

A primary contrast was made between all embryos (E) vs. all hatchlings (H), which identified 1272 AR-DEGs. 

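In E18 vs. D3, 4065 probe sets were called, 1610 higher at E18 and 2455 higher at D3, for 2537 named genes. The 10 genes with the largest ratios on the E18 side, with no overlap between arrays, include PPM1K (4.81), SLC13A3 (4.05), the receptor tyrosine kinase RET (4.59) and UNC93A (3.95). On the D3 side, SLCO1A2 (-6.79), CDO1 (-6.64), the circadian repressor BHLHE41 (-6.18) and CYP7A1 (-5.65) were among the lowest ratios. 7 of 16 heat shock and chaperone genes were higher at D3 and 1 was higher at E18 (7 and 1 when adjusted over the list alone). That list was called with the preset correlation (adjusted p = 0.0084) and gave adjusted p = 0.157 with an estimated correlation. Across the 38 lists, 11 were called with the preset correlation and 3 with an estimated one. Probe sets of PPM1K (0.34 to 5.32), RET (0.47 to 4.59) and UNC93A (0.49 to 4.14) disagree in E18 vs. D3.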

The greatest number of AR-DEGs (2440 hepatic genes) was found in the E18 vs. D3 contrast, where 846 AR-DEGS were higher in E18 embryos (lipid-laden-ectotherms) and twice that number (1594 AR-DEGs) was found in liver of fully-fed D3 hatchlings. When E16 embryos were compared against either E18 (231AR-DEGs) or E20 (814 AR-DEGs) embryos, there were fewer genes compared to E16 embryos versus D1 (1084 AR-DEGs) or D3 (1784 AR-DEGs) hatchlings. The lowest number of AR-DEGs was found at ends of the ontogenic spectrum (Fig. 2), namely E16 vs. E18 (231 AR-DEGs) and D3 vs. D9 hatchlings (403 AR-DEGs).

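E16 embryos differed from E18 in 327 probe sets, from E20 in 1455, from D1 in 1867 and from D3 in 3142, and D3 differed from D9 in 615. In D3 vs. D9, 29 of 38 cell cycle genes were higher at D3 and 1 was higher at D9 (29 and 1 when adjusted over the list alone). The mitotic kinase AURKB (2.09), the spindle protein NUSAP1 (2.02), the cohesin protector SGO1 (2.06) and the kinesin KIF2C (2.12) had the larger ratios, and the list held with both correlations (adjusted p = 7.0e-38, and adjusted p = 0.0126 with an estimated correlation). Genes higher at D9 include PCK1, which makes phosphoenolpyruvate for gluconeogenesis (-3.45), the kinase inhibitor CDKN2B (-3.24) and the growth factor IGF1 (-1.91). The 43 genes of cytosolic ribosomal proteins were higher at D3 as a group (median log2 ratio 0.18; adjusted p = 2.8e-14 by camera, and adjusted p = 0.0126 with an estimated correlation) although none was called singly (0 higher and 0 lower when adjusted over the list alone). 3 of 19 lymphocyte markers were higher at D9 and none at D3 (3 and 0 when adjusted over the list alone), the T cell receptor parts CD3D (-1.08), CD3E (-0.86) and CD247 (-0.81), a call (adjusted p = 7.6e-04 by camera) that was lost with an estimated one (adjusted p = 0.159 with an estimated correlation). Probe sets of KIF2C (0.51 to 2.21) disagree in D3 vs. D9.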

**Fig. 2:**
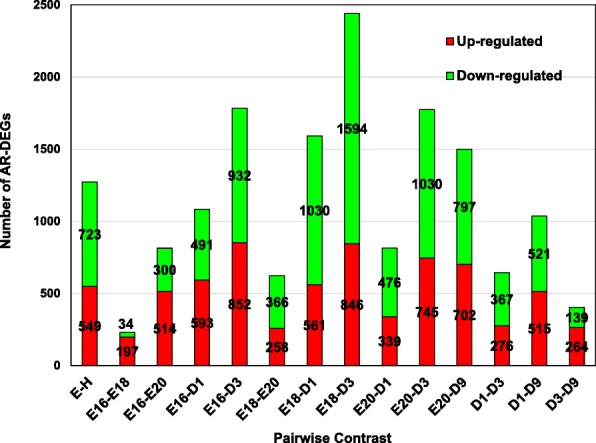
This stacked-bar graph provides the number of up-regulated (red portion of bar) and down-regulated (green portion of bar) AR-DEGs found by IPA in 14 pairwise contrasts of liver transcriptomes from embryos (E) and hatchlings (H). The list of annotated DEGs (FDR ≤ 0.05) for each developmental age was used to make 14 meaningful pairwise contrasts across embryos and hatchlings ages. An Excel file was generated for each contrast, and subsequently used as the input file for Ingenuity® Pathway Analysis (IPA). “Analysis Ready” (AR) genes are DEGs (AR-DEGs) that map to the Ingenuity® Knowledge Base. An annotated list of AR-DEGs for each of the 14 contrasts is provided in Additional file 3

Venn diagrams provide unique and commonly-shared sets of hepatic AR-DEGs among meaningful contrasts of embryo and hatchling ages (Fig. 3). The Venn diagram in Fig. 3a compared three contrasts: E vs. H, E16 vs. E20 embryos and D1 vs. D9 hatchlings. 

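Of the 1420 genes called between embryos and hatchlings, 222 were also called in E16 vs. E20 in the same direction and 203 in the opposite direction, and 427 and 131 were called so in D1 vs. D9. Called in none of the other contrasts of Fig. 3a were 658 genes, and 220 genes were called in all 3 contrasts, 59 of them in 1 direction throughout. The contrasts share arrays. Independent lists of these sizes would share 48.3 and 61.4 genes in the same direction, simulated groups without any change shared 0 and 0, and with the shared livers split between the contrasts the shared genes numbered 110 to 186 and 311 to 366. The simulated groups show only what noise in shared livers gives. E16 vs. E20 and D1 vs. D9 share no array, and 217 genes were called in the same direction and 126 in the opposite direction in both, where independent lists would share 39.2 in the same direction. No such number was computed for the opposite direction, so the excess is not shown to be particular to the same direction. The reference also counts all named genes, those near background included, which lowers it. Among genes called in the same direction in E vs. H and D1 vs. D9 are the coactivator PPARGC1A (2.80 in D1 vs. D9) and the lipid synthesis genes PNPLA3 (-5.14) and LSS (-4.65).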

A group of 604 AR-DEGs were unique to the E vs. H contrast, which shared 173 AR-DEGs with the E16 vs. E20 contrast and 313 AR-DEGs with the D1 vs. D9 contrast. The Venn diagram in Fig. 3b shows larger numbers of AR-DEGs in contrasts made between each embryonic age (E16, E18 and E20) vs. fully-fed D3 hatchlings. Also, this Venn diagram contains the largest number of commonly-shared AR-DEGs (1004 genes) among contrasts between E16, E18 and E29 embryos compared with the D3 hatchlings. 

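In the 3 contrasts with D3 hatchlings, 1078 genes were called in all 3, and 1069 of them in the same direction, 474 higher in the embryos and 595 higher at D3. MOGAT1, with 6.10 in E16 vs. D3, 6.38 in E18 vs. D3 and 5.27 in E20 vs. D3, is 1 of the former, and the carrier SLCO1A2 (-7.12 in E16 vs. D3) is 1 of the latter. Pairs of these contrasts shared 1606, 1131 and 1470 genes in the same direction, against 190.5, 144.9 and 197.7 for independent lists and 2.9, 2.3 and 2.8 for simulated unchanged groups that share the D3 livers. In the opposite direction they shared 6, 25 and 21. With the 4 D3 livers split so that each contrast used 2 of them, the pairs shared 1348 to 1475, 963 to 1002 and 1284 to 1356 genes. The log2 ratio in E16 vs. D3 is the sum of those in E16 vs. E18 and E18 vs. D3, and the other pairs are tied likewise. Splitting the livers does not remove this tie, for which independent lists and unchanged groups are no reference. Probe sets of MOGAT1 (0.18 to 6.10) disagree in E16 vs. D3. Probe sets of MOGAT1 (0.45 to 6.38) disagree in E18 vs. D3. Probe sets of MOGAT1 (0.25 to 5.27) disagree in E20 vs. D3.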

In Fig. 3c, E18 embryos were compared against E20 embryos, D1 or D3 hatchlings. Comparisons of E18 vs. E20, D1 or D3 (Fig. 3c) revealed 372 common genes and a large group of 1096 AR-DEGs that are unique to the E18 vs. D3 contrast and an additional 914 AR-DEGs that are shared with the E18 vs. D1 contrast. 

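E18 embryos differed from E20, D1 and D3 livers in 380 genes common to the 3 contrasts, 324 of them in the same direction, with 1157 genes called in E18 vs. D3 alone. FABP1, the fatty acid binding protein of hepatocytes, was lower at E18 than at each later age, with ratios of -3.93 to E20, -4.63 to D1 and -4.82 to D3, as was the heme carrier HPX (-3.38, -4.13 and -4.52). E18 vs. D1 and E18 vs. D3 shared 1307 genes in the same direction, and E18 vs. E20 shared 401 with the former and 363 with the latter, where independent lists would share 172.1, 42.8 and 66.9. In the opposite direction these pairs shared 10, 55 and 85 genes. Simulated unchanged groups against the same E18 livers shared 2.2, 1 and 1 genes. Splitting the E18 livers between the contrasts left 1110 to 1205, 279 to 370 and 265 to 352 shared genes. The log2 ratio in E18 vs. D3 is the sum of those in E18 vs. D1 and D1 vs. D3, and the other pairs are tied likewise. Independent lists and unchanged groups leave out this tie, and splitting the livers keeps it, so none of them is a reference for it.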

The fourth Venn diagram (Fig. 3d) represents exclusive contrasts of hatchlings. The D1 vs. D3 contrast (643 AR-DEGs) was made between newly-hatched, fasted chicks (D1) and fed D3 hatchlings. The D1 vs. D9 hatchling contrast yielded 1036 AR-DEGs, 416 genes were shared with the D1 vs. D3 contrast, and 228 AR-DEGs shared with the D3 vs. D9 contrast of 403 AR-DEGs. 

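Among hatchlings, D1 vs. D3 called 681 genes, D1 vs. D9 1123 and D3 vs. D9 421, and 50 genes were called in all 3. Of these, 47 changed in the same direction, 4 falling with age and 43 rising. CDKN2B, an inhibitor of cyclin-dependent kinases, rose throughout, with log2 ratios of -5.22 in D1 vs. D3 and -8.46 in D1 vs. D9, as did the squalene epoxidase SQLE (-4.76, -6.18 and -1.42 in D3 vs. D9). D1 vs. D3 shared 493 genes in the same direction with D1 vs. D9, and D3 vs. D9 shared 282 with D1 vs. D9 and 47 with D1 vs. D3, where independent lists would share 29.4, 18.1 and 10.6. Genes shared in the opposite direction numbered 1, 3 and 28. Simulated unchanged groups shared 1.4, 0.8 and 0 genes, and splits of the common livers gave 375 to 383, 213 to 224 and 31 to 60. The log2 ratio in D1 vs. D9 is the sum of those in D1 vs. D3 and D3 vs. D9. A gene that changes in either step thus tends to be called in D1 vs. D9 too. Neither independent lists nor unchanged groups are a reference for contrasts tied in this way.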

And as expected, this Venn diagram of hatchling contrasts had the lowest number (42 genes) of commonly-shared AR-DEGs.

**Fig. 3:**
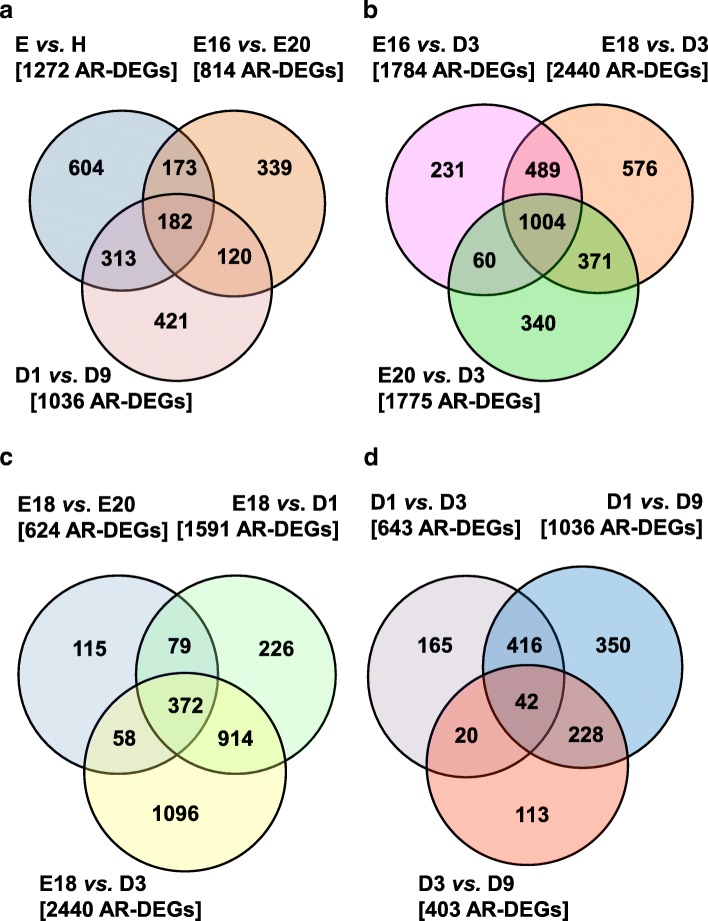
These Venn diagrams represent comparisons made from 12 meaning pairwise contrasts of hepatic transcriptomes across embryo and hatchling ages. The Venn diagrams show the number of unique genes and the number of commonly shared genes found in pairwise contrasts of hepatic transcriptomes. The Venn diagram in Panel **a** compares all embryos (E) vs. all hatchlings (H), E16 vs. E20 embryos, and D1 vs. D9 hatchlings. Panel **b** shows a Venn diagram comparing E16, E18 or E20 embryos vs. D3 hatchlings. Panel **c** shows the comparison of E18 embryos vs. E20, D1 or D3. Panel **d** illustrates shared and common genes among hatchling ages (D1 vs. D3, D1 vs. D9, and D3 vs. D9). The number of AR-DEGs found in each contrast is shown in brackets. The number within arcs represents genes commonly-shared between and among contrasts

### Ingenuity pathway analysis (IPA): Functional analysis of each pairwise contrast

#### Embryo (E) vs. hatchling (H) contrast

A description of the IPA of each pairwise contrast follows the same order in which the pair-wise contrasts are presented in Fig. 2 and Additional file 3. A brief summary of the IPA “Core Analysis” of 1272 AR-DEGs identified in the primary contrast of all embryos (E) vs. all hatchlings (H) is provided in Table 1. The top five canonical pathways over-represented by AR-DEGs from the E vs. H contrast were related to cholesterol biosynthesis, triacylglycerol biosynthesis, or activation of the ligand-activated nuclear receptor, retinoid X receptor (RXR) and its heterodimer partners [liver activated receptor (LXR) and farnesoid activated receptor (FXR)]. The top upstream regulator found in liver of embryos was peroxisome proliferator-activated receptor-alpha (*PPARA*), which is considered as the master regulator of lipid catabolism, namely lipolysis of yolk lipids. It should be noted that IPA estimates the top up-stream regulators according to the number of target AR-DEGs in the data set rather than whether or not the transcription factor (TF) itself was differentially expressed. PPARA was an AR-DEG that had 94 direct targets among the 1272 AR-DEGs. 

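PPARA, a nuclear receptor that raises fatty acid oxidation, was at 9.56 ± 0.25 (SD, n = 4) at E16, 10.21 ± 0.36 at E18 and 8.88 ± 0.16 at E20, and at 8.53 ± 0.34 at D1, 8.25 ± 0.31 at D3 and 9.14 ± 0.11 at D9. Its log2 ratio between embryos and hatchlings was 0.91 (standard error 0.10, adjusted p = 3.4e-07). Of 26 measured nuclear receptors, 3 were higher in embryos, 1 was higher in hatchlings and 22 were not called (3 and 1 when adjusted over the list alone), and the list was not called (adjusted p = 0.331 by camera). Beside PPARA, the bile acid receptor NR1H4 (1.54) and the retinoid-related receptor RORA (0.92) were higher in embryos, and PPARG was higher in hatchlings. The paper states that PPARA was itself among the called genes and had the targets counted there among them. Probe sets of NR1H4 (0.21 to 1.54) disagree in E vs. H.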

Sterol-response element binding factors 1 and 2 [SREBF1 (51 AR-DEG targets) and SREBF2 (28 AR-DEG targets) are ligand-activated transcription factors, which regulate sterol biosynthesis. Although not an AR-DEG itself, the tumor protein p53 (TP53) had the highest number of direct gene targets observed in the E vs. H contrast. Similarly, fork-head box O1 (*FOXO1*), a member of the fork-head family of transcription factors was not an AR-DEG in the E vs. H contrast, although IPA considered FOXO1 a top up-stream regulator due to its large number of direct target genes in this contrast. 

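FOXO1, which raises gluconeogenic genes in fasting, had a log2 ratio of 0.37 (standard error 0.09, adjusted p = 0.00164) between embryos and hatchlings and was not called. SREBF1, a regulator of fatty acid synthesis, was not called either, at -0.31, while SREBF2, a regulator of cholesterol synthesis, had -1.75 (standard error 0.16, adjusted p = 8.2e-09). SREBF2 lay at 7.17 ± 0.43 (SD, n = 4) at E16 and 7.53 ± 0.67 at D1, and at 9.75 ± 0.35 at D3 and 10.02 ± 0.26 at D9.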

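Among regulators of transcription, 4 of 12 measured Kruppel-like factors were higher in hatchlings, none was higher in embryos and 8 were not called (4 and 0 when adjusted over the list alone; adjusted p = 0.474 by camera, not called). They were KLF9 (-2.26), a target of thyroid hormone and glucocorticoids, KLF11 (-0.86), KLF10 (-0.79) and KLF13 (-0.78). The coactivator PPARGC1A, which drives oxidation and gluconeogenesis, was higher in embryos at 1.88 (standard error 0.13, adjusted p = 1.0e-10). BHLHE41, a repressor in the circadian clock, was higher in hatchlings at -4.35, the largest ratio among 16 clock genes, of which 1 was higher in embryos and 1 in hatchlings (1 and 1 when adjusted over the list alone; adjusted p = 0.72 by camera, not called). Probe sets of KLF11 (-0.86 to -0.33) and KLF13 (-0.78 to -0.40) disagree in E vs. H. KLF11 (-0.59) and KLF13 (-0.60) were not called in E vs. H with the mean of their probe sets. The call of KLF10 in E vs. H was lost without E16 replicate 4 (-0.75) or E20 replicate 4 (-0.74), or after cyclic loess normalization (-0.74). The call of KLF13 in E vs. H was lost without E16 replicate 1 (-0.72), E18 replicate 4 (-0.72), D1 replicate 2 (-0.75, adjusted p = 0.00244), D1 replicate 3 (-0.72), D3 replicate 4 (-0.74) or D9 replicate 4 (-0.74), or after cyclic loess normalization (-0.73).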

Actually, 23 transcription factors (TFs) were AR-DEGs in the E vs. H contrast, where 11 TFs were expressed higher in liver of embryos and 12 TFs were expressed higher in hatchlings (see Additional file 4). 

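SERTAD2, a regulator of transcription, is measured by 2 probe sets, and they disagree. The probe set with the higher mean over all arrays lay between 7.81 at E16 and 7.19 at D9, and gave a log2 ratio of 0.42 between embryos and hatchlings (adjusted p = 0.000519 from limma), which is under the limit of 0.75, and 0.36 in E16 vs. D1 (adjusted p = 0.132). The other probe set was at 8.22 at E16, 7.39 at E18, 7.36 at E20, 6.47 at D1, 6.87 at D3 and 6.86 at D9. It was called between embryos and hatchlings (0.92, adjusted p = 0.000365), in E16 vs. D1 (1.75, adjusted p = 0.000524), in E16 vs. D3 (1.35, adjusted p = 0.00328) and in E18 vs. D1 (0.92, adjusted p = 0.0481).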

Of particular interest, a recently discovered gene SERTA domain containing 2 (*SERTAD2* or TRIP-Br2) was up-regulated in liver of embryos. *SERTAD2* is a transcription co-regulator of lipolysis, thermogenesis and oxidative metabolism in mammals.

**Table 1:** Ingenuity Pathway Analysis (IPA) of the liver transcriptome in the E vs. H contrast

Top Canonical Pathways	*p*-value	Overlap	Ratio
Super-pathway of Cholesterol Biosynthesis	1.00E-12	73.9%	17/23
Cholesterol Biosynthesis I-III	1.29E-08	90.0%	9/10
LXR/RXR Activation	1.24E-07	33.3%	24/72
FXR/RXR Activation	1.14E-07	31.6%	25/79
Triacylglycerol Biosynthesis	1.29E-06	43.8%	14/32
Top Upstream Regulators	*p*-value of overlap		# Target genes
PPARA	1.00E-26		94
SREBF1	5.15E-17		51
TP53	8.71E-16		186
SREBF2	2.88E-14		28
FOXO1	4.25E-12		74
Top Molecular and Cellular Functions	*p*-value		# Genes
Amino Acid Metabolism	1.97E-03 - 6.58E-14		72
Small Molecule Biochemistry	1.97E-03 - 6.58E-14		358
Lipid Metabolism	1.97E-03 - 2.36E-13		284
Molecular Transport	1.82E-03 - 2.36E-13		231
Vitamin and Mineral Metabolism	1.13E-03 - 3.43E-12		88
Physiological System Development and Function	*p*-value		# Genes
Tissue Morphology	1.50E-03 - 1.28E-06		186
Organismal Development	1.87E-03 - 1.63E-06		373
Organ Morphology	1.16E-03 - 4.30E-06		123
Renal and Urological System Development and Function	1.13E-03 - 4.30E-06		66
Embryonic Development	1.87E-03 - 1.19E-05		195
Toxicity Functions	*p*-value	# Genes	Ratio
LXR/RXR Activation	1.67E-07	32.9%	24/73
FXR/RXR Activation	2.14E-07	31.6%	25/79
Cholesterol Biosynthesis	2.69E-07	66.7%	10/15
LPS/IL-1 Mediated Inhibition of RXR Function	2.95E-05	22.1%	32/145
Liver Necrosis/Cell Death	5.92E-05	19.3%	42/218
Top Up-regulated genes	log2 Ratio (E/H)	Top Down-regulated genes	log2 Ratio (E/H)
MOGAT1	5.44	THRSPA	−7.15
DIO3	5.01	SLCO1A2	−5.82
PPM1K	4.65	ELOVL5	−5.60
PDK4	3.95	CDO1	−5.23
SLC13A3	3.82	FASN	−5.08
ITGBL1	3.66	SQLE	−4.92
TTLL2	3.64	DIO2	−4.84
ALKAL2	3.18	NSDHL	− 4.74
RET	3.16	CYP7A1	−4.73
ASCL1	3.11	AFMID	−4.44

Ingenuity Pathway Analysis (IPA) provided a functional analysis of 1272 “Analysis Ready” (AR) and differentially expressed genes (AR-DEGs) in the embryo vs. hatchling contrast. The *P*-values were derived by IPA from Fisher’s Exact Test, which indicates the likelihood of over-representation of AR-DEGs in particular canonical pathways and biological processes. The top 10 up-regulated genes in embryo (E) liver have positive E/H ratios, whereas the 10 down-regulated genes possess negative log2 ratios (E/H) which indicates higher expression in hatchling (H) liver

The top “Molecular and Cellular Functions”, found in the E vs. H contrast (Table 1), were “Small Molecule Biochemistry” (358 AR-DEGs), “Lipid Metabolism” (284 AR-DEGs), and “Molecular Transport” (231 AR-DEGs). 

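Genes of amino acid breakdown went both ways. Of 33 measured, 9 were higher in embryos, 5 were higher in hatchlings and 19 were not called (9 and 5 when adjusted over the list alone), and the list was not called (adjusted p = 0.329 by camera). Higher in embryos were AASS, which starts lysine breakdown (1.54), and BCKDHB, a subunit of the branched-chain ketoacid dehydrogenase (1.19). GLDC, the glycine decarboxylase, was higher in hatchlings at -3.03 (standard error 0.21, adjusted p = 1.3e-10). Of the 50 genes that the paper lists under amino acid metabolism, 46 have a named probe set here, 22 were called higher in embryos, 16 higher in hatchlings and 8 not called. The paper chose that list on these arrays, so its count is not independent evidence. Probe sets of AASS (0.08 to 1.54) disagree in E vs. H.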

Fifty AR-DEGs were functionally annotated by IPA as involved in “Amino Acid Metabolism”, where 28 genes were overexpressed in liver of embryos compared to 22 genes in this category expressed higher in hatchlings (Additional file 4). 

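CPT1A, which passes fatty acids into mitochondria, was at 10.43 ± 0.33 (SD, n = 4) at E20 and 6.16 ± 0.30 at D3, and its log2 ratio between embryos and hatchlings was 2.03 (standard error 0.15, adjusted p = 5.6e-10). PDK4, which spares glucose by blocking pyruvate dehydrogenase, had 3.95 (standard error 0.13, adjusted p = 2.3e-16), and the electron carrier enzyme ETFDH had 1.10. In all, 7 of 24 genes of fatty acid oxidation were higher in embryos, none was higher in hatchlings and 17 were not called (7 and 0 when adjusted over the list alone). The list was called with the preset correlation (adjusted p = 4.0e-05) and not with an estimated one (adjusted p = 0.0913 with an estimated correlation). Of the 40 genes on the paper's sheet for oxidation of lipid, which were picked on these arrays and are not independent evidence, 17 were called higher in embryos and 19 higher in hatchlings.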

“Oxidation of Lipid” was another IPA “Biofunction” category that was over-represented by 40 metabolic AR-DEGs in the E (19 genes) vs. H (21 genes) contrast. “LPS/IL1 Mediated Inhibition of RXR Function” was another canonical pathway occupied by AR-DEGs from the embryo vs. hatchling contrast; 13 genes were more abundant in embryos and 19 genes were higher in liver of hatchlings. 

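Of 19 cytochrome P450 and conjugation genes, 2 were higher in embryos, 7 were higher in hatchlings and 10 were not called (2 and 7 when adjusted over the list alone; adjusted p = 0.113 by camera, not called). CYP1A2, which oxidizes foreign compounds and estrogens, was higher in hatchlings (-2.25), as was CYP2C18 (-1.81), while the sulfotransferase SULT1B1 was higher in embryos (1.95). On the paper's sheet of 32 genes for inhibition of RXR function, 12 were called higher in embryos and 17 higher in hatchlings, on that of 25 genes for FXR-RXR activation 9 and 12 of the 24 measured, and on that of 24 genes for LXR-RXR activation 8 and 9 of the 22 measured. These sheets list genes that the study called on the same arrays, and their counts are not independent evidence. Probe sets of CYP1A2 (-2.25 to -0.03) disagree in E vs. H.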

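Of 19 measured genes of cholesterol biosynthesis, none was higher in embryos, 15 were higher in hatchlings and 4 were not called (0 and 15 when adjusted over the list alone). Camera called it with both correlations (adjusted p = 2.0e-18, and adjusted p = 8.1e-04 with an estimated correlation). SQLE, which makes the epoxide of squalene, had a log2 ratio of -3.76 (standard error 0.11, adjusted p = 3.4e-17), with 5.12 ± 0.16 (SD, n = 4) at E18 and 11.34 ± 0.21 at D9. HMGCS1, which forms the precursor of mevalonate, had -3.43 and the sterol carrier STARD4 had -3.42. HADHB, a subunit of the enzyme that ends beta-oxidation, was higher in embryos at 0.80. Of the 17 genes that the paper lists, 14 have a named probe set, with 1 called higher in embryos and 11 in hatchlings; the list was chosen on these arrays and is not independent evidence.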

Hepatic genes involved in “Cholesterol Biosynthesis” are more numerous in liver of hatchlings (16/17 AR-DEGs), where only *HADHB* was expressed greater in embryos. 

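Triacylglycerol synthesis held genes of both directions: of 19 measured, 4 were higher in embryos, 5 were higher in hatchlings and 10 were not called (4 and 5 when adjusted over the list alone; adjusted p = 0.858 by camera, not called). Beside MOGAT1, the acyltransferase AGPAT3 (1.27) and the phosphatidate phosphatase LPIN2 (1.04) were higher in embryos. AGPAT2, which acylates lysophosphatidate (-2.87), the lipid droplet protein PLIN2 (-2.12) and GPAM, the first acyltransferase of the pathway (-2.04), were higher in hatchlings. Of the 14 genes on the paper's sheet, which is not independent evidence since it was drawn from these arrays, 5 were called higher in embryos, 8 higher in hatchlings and 1 not called. Probe sets of AGPAT3 (0.57 to 1.27) and LPIN2 (0.08 to 1.04) disagree in E vs. H. LPIN2 (0.51) was not called in E vs. H with the mean of its probe sets.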

“Triacylglycerol Synthesis” was also over- represented with 14 AR-DEGs, 6 genes (mainly acyltransferases) were higher in liver of embryos and 8 genes (3 acyltransferases and 3 fatty acid elongases) were expressed a greater levels in hatchlings. 

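Of 26 measured genes of coagulation and fibrinolysis, 7 were higher in embryos, none was higher in hatchlings and 19 were not called (7 and 0 when adjusted over the list alone). The list was called with both correlations (adjusted p = 9.6e-08, and adjusted p = 0.0438 with an estimated correlation). TFPI, an inhibitor of the tissue factor pathway, had the largest log2 ratio, 2.73 (standard error 0.44, adjusted p = 3.6e-05). PROZ, a cofactor in the inhibition of factor X (1.29), and plasma kallikrein KLKB1 (1.13), which activates factor XII, followed. These levels are those of liver RNA and give no level of the plasma proteins. Probe sets of TFPI (0.49 to 2.73) and KLKB1 (0.12 to 1.13) disagree in E vs. H. KLKB1 (0.63) was not called in E vs. H with the mean of its probe sets.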

Four additional over-represent canonical pathways populated by AR-DEGs from the E vs. hatchling contrast included farnesoid X-activated receptor (“FXR)-RXR Activation” (25 AR-DEGs), liver activated receptor (“LXR-RXR Activation” (24 AR-DEGs), thyroid hormone receptor (“TR-RXR Activation” (16 genes), and the “Coagulation System” (5 genes expressed higher in embryos and one gene higher in hatchlings).

The importance of hepatic lipid metabolism during the embryo-to-hatchling transition becomes clear by examining the subcellular distribution of 149 AR-DEGS that control “Lipid Synthesis” (Fig. 4.). This graphic overview shows higher expression of 54 AR-DEGs (red symbols) in the liver of embryos, while twice that number (95 AR-DEGs) were expressed higher in hatchlings (green symbols). 

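FASN, which builds palmitate, was at 7.74 ± 0.34 (SD, n = 4) at E18, 10.94 ± 0.29 at D1 and 13.72 ± 0.26 at D3, a log2 ratio of -4.75 (standard error 0.10, adjusted p = 1.8e-19) between embryos and hatchlings. Of 20 measured genes of fatty acid synthesis, 1 was higher in embryos, 14 were higher in hatchlings and 5 were not called (1 and 14 when adjusted over the list alone). The list was called with both correlations (adjusted p = 7.5e-17, and adjusted p = 3.5e-05 with an estimated correlation). Of the 149 genes of the paper's lipid synthesis sheet, 143 have a named probe set and 142 of these had the sign that the sheet gives. At the limits used here 43 of them were called higher in embryos and 84 higher in hatchlings. The sheet was drawn from these arrays, so its count is not independent evidence.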

In the nucleus, seven TFs were expressed higher in liver of embryos *PROX1*, *SIRT1*, *PPARGC1A*, *TFC2L1*, *RGN*, *PPARA* and *NR1H4*). Likewise, seven TFs were expressed higher in liver of hatchlings (*PPARG, SREBF2*, *BRCA1*, *KLF11*, *THRSPA*, *LPIN1* and *CASP8*). Thus, Ingenuity® Up-stream Regulator Analysis predicts that lipid synthesis was inhibited in liver of hatchlings when compared to the embryos (red symbols) as indicated by blue-dashed lines. However, the over-abundance of genes with green symbols (62 AR-DEGs) found in the cytoplasm are metabolic enzymes, transporters, kinases and phosphatases, which are actually expressed at higher levels in liver of hatchlings than in embryos (only 22 up-regulated genes). 

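The regulators named for embryos were all called higher there: PROX1, a homeobox factor of liver development (0.81), the deacetylase SIRT1 (1.16), TFCP2L1 (0.94) and regucalcin RGN (0.85), beside PPARA, PPARGC1A and NR1H4. Those named for hatchlings were called higher there: PPARG, which promotes fat storage (-0.92), the DNA repair gene BRCA1 (-1.13), the phosphatidate phosphatase LPIN1 (-1.44) and caspase CASP8 (-0.83), beside SREBF2, KLF11 and THRSP. PPARG lay near the lower end of the scale in embryos, at 4.00 ± 0.05 (SD, n = 4) at E16, and at 5.28 ± 0.51 at D9. Probe sets of SIRT1 (0.04 to 1.16), TFCP2L1 (-0.01 to 0.94), RGN (0.09 to 0.85), PPARG (-0.92 to -0.50) and BRCA1 (-1.42 to -0.05) disagree in E vs. H. SIRT1 (0.52), TFCP2L1 (0.47), RGN (0.47), PPARG (-0.69) and BRCA1 (-0.72) were not called in E vs. H with the mean of their probe sets. The call of PROX1 in E vs. H was lost without D3 replicate 3 (0.74).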

Among the most abundant cytosolic genes found in the embryo were several lipolytic AR-DEGs: *MOGAT1, PDK4*), *FDXR*, *LPL*, *HMOX2*, *PTGDS* and *DAB1*. 

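PTGDS, a prostaglandin synthase that also carries lipids, was at 13.08 ± 0.25 (SD, n = 4) at E16 and 8.32 ± 0.21 at D9, with a log2 ratio of 2.81 (standard error 0.16, adjusted p = 4.4e-12). FDXR, which feeds electrons to mitochondrial P450 enzymes (1.73), lipoprotein lipase LPL (1.30), the heme oxygenase HMOX2 (1.37) and the adaptor DAB1 (2.27) were also called higher in embryos. LPL was highest at E20, at 10.39 ± 0.16, and lowest at D9, at 7.23 ± 0.26. Probe sets of HMOX2 (0.13 to 1.56) disagree in E vs. H.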

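The desaturase SCD, which makes oleate, was between 4.87 and 5.09 from E16 to D1 and at 10.67 ± 0.34 (SD, n = 4) at D3 and 11.20 ± 0.19 at D9, and its log2 ratio between embryos and hatchlings was -4.03 (standard error 0.09, adjusted p = 3.7e-19). The elongase ELOVL5 had -4.69 (standard error 0.17, adjusted p = 1.5e-15) and its paralog ELOVL6 had -3.21. ACACA, which makes malonyl-CoA (-3.36), the malic enzyme ME1, a source of NADPH (-2.87), and the lanosterol synthase LSS (-3.41) were also higher in hatchlings. ELOVL5 and ACACA were already higher at D1 than at E20, by log2 ratios of -3.13 and -1.56 in E20 vs. D1, before the chicks were fed, while SCD at D1 was at the embryonic level. Probe sets of ACACA (-3.36 to -0.17) disagree in E vs. H. Probe sets of ACACA (-1.56 to -0.13) disagree in E20 vs. D1. ACACA (-0.66) was not called in E20 vs. D1 with the mean of its probe sets.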

Notable and highly-expressed lipogenic DEGs were found in the liver of hatchlings, including *SCD, FASN, ME1, AGPAT2, LSS, ACACA, ELOVL5* and *ELOVL6*. In the plasma membrane, 17 DEGs were expressed at high levels in hatchlings (i.e., *FADS1, FADS2, DDP4, PLIN2, ENPP2* and *LDLR*), while the *GHR*, *TNFRSF1B*, *ENDRA* and *EGFR* were upregulated in embryos. Extracellular space was occupied by 12 gene products expressed higher in the embryo (i.e., *APOB, ADIPOQ, IGFBP2, TNFSF10, IPC, F2, HGF, LCAT, CETP, CXCL12* and *BMP5*) when compared to only 5 hepatic gene products that were higher in extracellular space of the hatchlings (*APOA4, EREG, NPC2, ANG* and *FGF23*). This subcellular distribution of 149 AR-DEGs from the E vs. H contrast provides a comprehensive view of how 14 differentially-expressed TFs control lipid synthesis, while revealing major lipolytic genes in embryos and an even larger number of lipogenic genes in liver of hatchlings.

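Among membrane proteins, the desaturases FADS1 (-2.71) and FADS2 (-3.92), which make long polyunsaturated fatty acids, the peptidase DPP4 (-2.24) and ENPP2 (-1.43), which makes lysophosphatidate, were higher in hatchlings, and the growth hormone receptor GHR (0.94) and the endothelin receptor EDNRA (0.90) were higher in embryos. TNFRSF1B (0.60) and EGFR (0.39) were not called. Among secreted proteins, IGFBP2, which binds insulin-like growth factors, was higher in embryos at 2.02 (standard error 0.13, adjusted p = 2.7e-11), as were the death ligand TNFSF10 (2.11), hepatic lipase LIPC (2.12), LCAT (1.09), which esterifies cholesterol, CETP (0.89), prothrombin F2 (0.99), HGF (0.81), BMP5 (1.09) and ADIPOQ (0.88). APOB (0.18) and CXCL12 (0.65) were not called. APOA4 (-1.77), which is carried on triglyceride-rich particles, the growth factors EREG (-2.23) and FGF23 (-0.90) and the cholesterol carrier NPC2 (-0.75) were higher in hatchlings. Probe sets of FADS2 (-3.92 to 0.04), DPP4 (-2.24 to 0.04), GHR (0.23 to 0.94), TNFRSF1B (0.46 to 1.04), EGFR (0.22 to 1.50), TNFSF10 (-0.09 to 2.20), CETP (0.06 to 1.17), BMP5 (0.14 to 1.09), APOB (0.18 to 1.16) and CXCL12 (0.41 to 1.39) disagree in E vs. H. DPP4 (-0.75), GHR (0.59), CETP (0.71) and BMP5 (0.51) were not called in E vs. H with the mean of their probe sets. TNFRSF1B (1.04), EGFR (1.50), APOB (1.10) and CXCL12 (1.39) were called in E vs. H with their probe sets of largest variance. APOB (0.76) and CXCL12 (0.80) were called in E vs. H with the mean of their probe sets. The call of HGF in E vs. H was lost without E20 replicate 3 (0.74). The call of NPC2 in E vs. H was lost without E16 replicate 3 (-0.75), E16 replicate 4 (-0.73), E18 replicate 4 (-0.72), E20 replicate 3 (-0.73), D1 replicate 1 (-0.74), D1 replicate 2 (-0.68), D3 replicate 3 (-0.73) or D9 replicate 2 (-0.73), or after cyclic loess normalization (-0.69).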

**Fig. 4:**
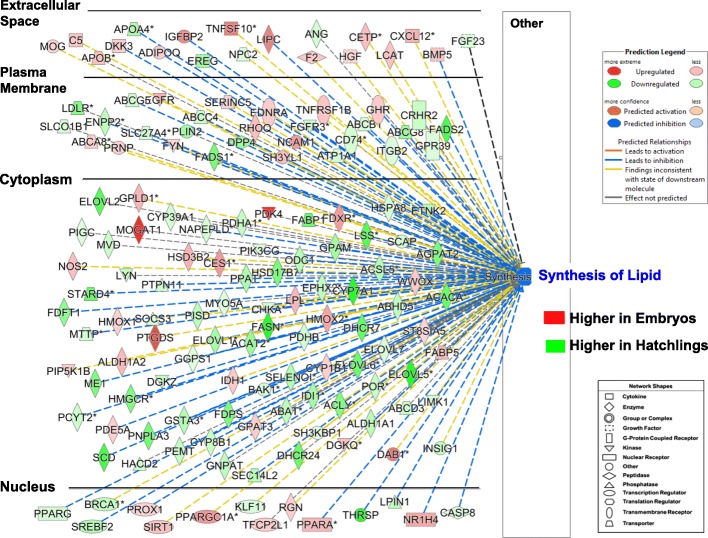
This figure provides the subcellular distribution of 149 hepatic AR-DEGs that regulate “Synthesis Lipid” from the contrast of all embryos vs. all hatchlings. Higher gene expression in embryos is indicated by red symbols and AR-DEGs with higher expression in liver of hatchlings have green symbols. However, the Ingenuity Upstream Regulator Analysis predicts that lipid synthesis would be inhibited in embryos as indicated by the blue label and blue dashed lines. This IPA prediction is based on actual E/H expression ratios and the observation that the number of AR-DEGs with higher expression in hatchlings (denominator) is 2-times greater than that of embryos (numerator). A small group of 14 transcription factors controls a much larger group of downstream metabolic genes. The largest number of AR-DEGs was found in “Cytoplasm”; these genes encode metabolic enzymes, kinases, phosphatases and transporters. The “Plasma Membrane” is mainly composed of genes encoding transmembrane and G-protein coupled receptors, transporters, enzymes, kinases and phosphatases. The extracellular AR-DEGs are a mixture of growth factors, adipokines, cytokines and transporters

Another interaction network the E vs. H contrast was functionally annotated by IPA as “Lipid Metabolism, Molecular Transport” (Fig. 5). This network shows interactions among three lipogenic TFs (*THRSPA, PPARG* and *SREBF2*) and their direct target genes. The ligand-activated nuclear hormone receptor *PPARG* has a direct action on five target genes that were highly expressed in embryos (*IDH1*, *FABP5*, *MANBA*, *PDK4* and *CPT1A*). In addition, *PPARG* interacts with several genes that are more abundant in liver of hatchling chicks (*SCD, THRSPA, EVOLV6*, *HMGCR*, *FABP7*, *GARNl3*, *ADIPOR2*, *VNN1*, *LPIN1* and *FDPS*). 

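Of the genes tied to PPARG here, isocitrate dehydrogenase IDH1 (0.98), the fatty acid binding protein FABP5 (1.27) and the mannosidase MANBA (1.01) were called higher in embryos, beside PDK4 and CPT1A. FABP7, another fatty acid binding protein, had -2.30 (standard error 0.18, adjusted p = 1.3e-09), and the adiponectin receptor ADIPOR2 had -1.05, both higher in hatchlings. The farnesyl diphosphate synthase FDPS was higher in hatchlings at -2.86, and GARNL3 was not called (0.10). Probe sets of FABP5 (0.11 to 1.27) and GARNL3 (-0.98 to 0.10) disagree in E vs. H. FABP5 (0.69) was not called in E vs. H with the mean of its probe sets. GARNL3 (-0.98) had the other sign in E vs. H with its probe set of largest variance. GARNL3 (-0.20) had the other sign in E vs. H with the mean of its probe sets.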

LPIN1 interacts with LPIN2, *PLPP3* and *FDPS,* which has a direct action on *FNTB* and *GGPS1*. Six genes in this network have direct interactions with both *PPARG* and *SREBF*2 (*FDPS, SCD, THRSPA, ELOVL6, HMGCR* and *IDH1*). Numerous additional direct targets of *SREBF2* from the E vs. H contrast were identified by the Ingenuity® Upstream Regulator Analysis (Fig. 5b), which predicts that the majority of these 28 target genes would be inhibited (or down-regulated, as indicated by blue arrows) by *SREBF2*. Ingenuity only predicts that the LDL receptor related protein 1 (*LRP1*), which was up-regulated in embryos, would be inhibited by SREBP2 as indicated by the blunt orange line. However, two additional genes that were also highly abundant in the embryo, *IDH1* and *FABP5,* appeared to be inconsistent with IPA’s anticipated state. Interestingly, *SREBF2* and its direct target genes are involved in cholesterol metabolism and lipogenesis in particular, which are both enhanced in liver of hatchling chicks. 

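LRP1, an endocytic receptor for remnant lipoproteins, was at 7.25 ± 0.27 (SD, n = 4) at E18 and 5.54 ± 0.17 at D9, a log2 ratio of 1.23 (standard error 0.15, adjusted p = 7.8e-07) between embryos and hatchlings. Sterol genes under SREBF2 went the other way: DHCR7, which makes cholesterol from its last precursor (-3.39), and MSMO1, a sterol demethylase (-3.07), were higher in hatchlings. FNTB, a farnesyltransferase subunit, was also higher there (-0.87). Probe sets of DHCR7 (-3.39 to -0.12) disagree in E vs. H.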

As direct targets of SREBF2, only *LRP1, IDH1* and *FABP5* were up-regulated in liver of embryos. Furthermore, 26 of the most abundant AR-DEGs found in liver of hatchling chicks (Additional file 4) are involved in either cholesterol biosynthesis (i.e., *MSMO1*, *MVD*, *CYP8B1* and *DHCR7*) or lipogenesis (i.e., *FADS2, FASN, HMGCS1, LPIN2* and *ACACA*)*.*

**Fig. 5:**
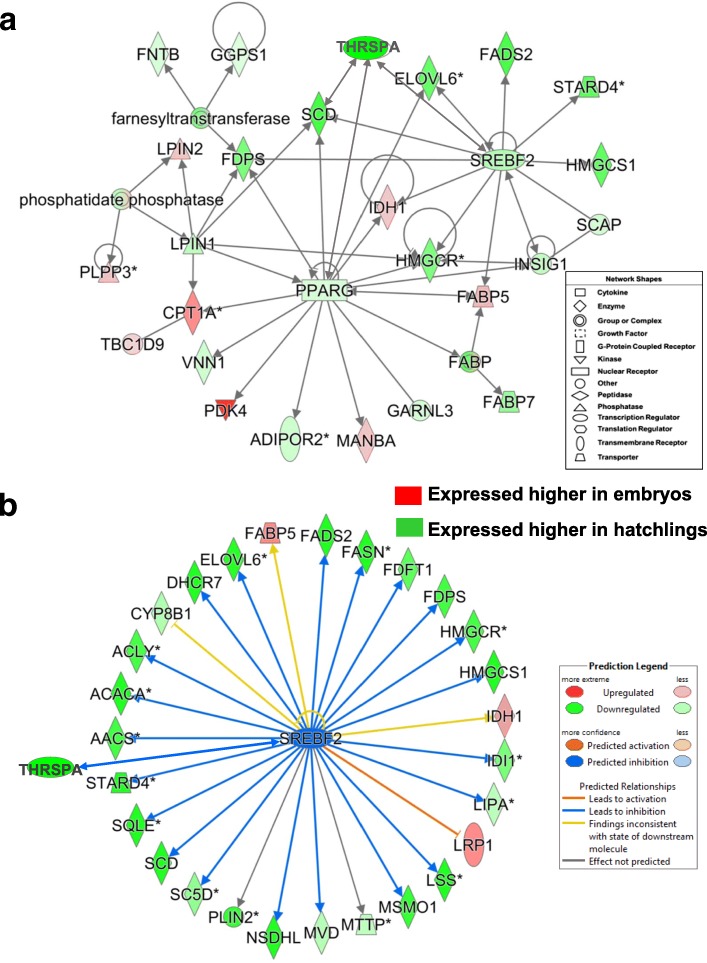
A gene network (Panel **a**) identified by IPA from the contrast of embryos (E) vs. hatchlings (H) that shows interaction of three lipogenic transcription factors (*THRSPA*, *PPARG, SREBF2*) with several direct target genes. This gene network was functionally annotated by IPA as involved in “Lipid Metabolism”. The legend provides a gene’s type while its relative expression (log2 ratio of E/H) indicates either higher expression in the embryo (red symbols) or a greater abundance in liver of hatchlings (green symbols). Panel **b**, Ingenuity® Upstream Regulator Analysis identified 28 direct targets of sterol response element binding factor 2 (*SREBF2*); most of which were expressed at higher levels in hatchlings. Ingenuity Upstream Regulator Analysis predicts inhibition of *SREBF2,* since 22 known direct targets of SREBF2 were downregulated (green symbols) in the E vs. H contrast. Actually, genes with green symbols are more abundant in liver of the hatchlings, since they have negative log2 E/H ratios

The gene interaction network in Fig. 6a, found in the E vs. H contrast, was functionally annotated by IPA as “Hematological System Development and Function”. This network was centered on interaction of several blood clotting factors (*TFPI*, *F2*, *F11*, *PROC* and *PROZ*) with two lipolytic TFs (*PPARGC1A* and *SIRT1*) and with components of the glutathione transferase pathway (*GSTA1, GSTA2, GSTO1, GSTZ1, MGST3, GPX3* and *GPX8*). 

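Of 29 measured genes of glutathione and oxidative stress, 1 was higher in embryos, 6 were higher in hatchlings and 22 were not called (1 and 6 when adjusted over the list alone). The list was called with the preset correlation (adjusted p = 0.0328) and not with an estimated one (adjusted p = 0.387 with an estimated correlation). GSTA2, a glutathione transferase, was at 11.18 ± 0.30 (SD, n = 4) at E16, 8.59 ± 0.34 at E20 and 12.49 ± 0.23 at D3, and its log2 ratio between embryos and hatchlings was -1.88 (standard error 0.11, adjusted p = 5.9e-12). The transferases GSTA4 (-2.70) and MGST3 (-1.98), the peroxidase GPX3 (-1.63) and GCLC, which sets the rate of glutathione synthesis (-2.32), were higher in hatchlings, and GPX8 was higher in embryos (0.76). Protein C, the clotting inhibitor PROC, was higher in embryos at 0.87. The list's call was also lost after cyclic loess normalization (adjusted p = 0.0858) and without E20 replicate 4 (adjusted p = 0.055). Probe sets of GCLC (-2.32 to -0.01) and PROC (0.57 to 0.87) disagree in E vs. H. PROC (0.72) was not called in E vs. H with the mean of its probe sets. The call of GPX8 in E vs. H was lost without E16 replicate 2 (0.75), E16 replicate 4 (0.68), E18 replicate 3 (0.69), E20 replicate 3 (0.73), E20 replicate 4 (0.72), D1 replicate 3 (0.73), D3 replicate 1 (0.72) or D9 replicate 3 (0.71), or after cyclic loess normalization (0.73).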

Ingenuity® Up-stream Regulator Analysis also identified 24 target genes of SIRT1 (Fig. 6b), which would either activate several genes in embryos (*CPT1A, HGF*, *NR1H4*, *PDK4, PPARGC1A, TFP1, ADIPOQ* and *CDH2*) or inhibit other genes in (*CDKN2B*, *FASN, H2AFZ* and *HMGCR*). These genes are highly expressed in liver of embryos and directed at lipolysis and gluconeogenesis, while the AR-DEGs with green symbols are mainly lipogenic genes.

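Of 14 genes of gluconeogenesis, 3 were higher in embryos, none was higher in hatchlings and 11 were not called (3 and 0 when adjusted over the list alone). Beside PPARGC1A they were the phosphatases G6PC2 (1.69) and FBP2 (0.83), which take the last steps to glucose and to fructose 6-phosphate. The list was called with the preset correlation (adjusted p = 0.0184) and not with an estimated one (adjusted p = 0.0778 with an estimated correlation). The cell cycle inhibitor CDKN2B was at 3.84 ± 0.13 (SD, n = 4) at D1 and 12.30 ± 0.11 at D9, with a log2 ratio of -4.39 between embryos and hatchlings, and cadherin CDH2 was higher in embryos (1.01). Of the SIRT1 target genes, the paper states that those higher in embryos are directed at lipolysis and gluconeogenesis and those higher in hatchlings are mainly lipogenic. Probe sets of CDH2 (0.25 to 1.01) disagree in E vs. H. CDH2 (0.63) was not called in E vs. H with the mean of its probe sets.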

**Fig. 6:**
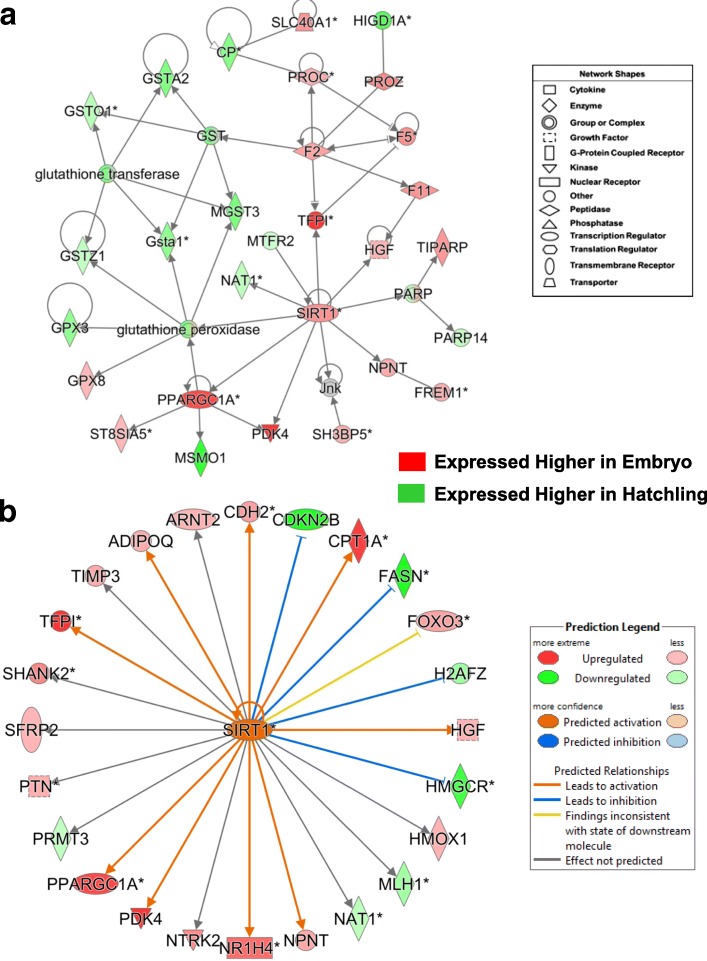
A gene interaction network identified by IPA from the E vs. H contrast and functionally annotated as “Hematological System Development and Function”. This gene network (Panel **a**) is centered on direct interactions of two transcription regulators [PPARG coactivator 1 alpha (*PPARGC1A*) and sirtuin 1 (*SIRT1*)] with several blood clotting factors [tissue factor pathway inhibitor (*TFPI*); coagulation factor II, thrombin (*F2*); coagulation factor XI (*F11*); protein C, in-activator of coagulation factors Va and VIIIa (*PROC*); and protein Z, vitamin K-dependent plasma glycoprotein (*PROZ*)] and with components of the glutathione transferase pathway (*GSTA1, GSTA2, GSTO1, GSTZ1, MGST3, GPX3* and *GPX8*). Panel **b** shows 24 direct targets of SIRT1 that were identified by Ingenuity® Up-stream Regulator Analysis, which predicts activation of *SIRT1* since 17 of its known direct targets are upregulated in embryos. Orange arrows show genes that are up-regulated by *SIRT1*, while blunt blue edges indicate inhibition of known target genes, as predicted by Ingenuity software. Blue blunt lines predicts that activated *SIRT1* would lead to inhibition of four known targets [cadherin 2 (*CDH2*) or inhibition [cyclin dependent kinase inhibitor 2B (*CDKN2B*); fatty acid synthase (*FASN*)*;* H2A histone family member Z (*H2AFZ*); and 3-hydroxy-3-methylglutaryl-CoA reductase (*HMGCR*)]. Dark grey arrows identify several *SIRT1* target genes, where an effect could not be predicted by IPA

#### E16 vs. E18 contrast

The E16 vs E18 contrast yielded the smallest number (231) of AR-DEGs (Fig. 2; Additional file 3), which prevented generation of highly-populated gene interaction networks by IPA. 

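Liver of E16 embryos was higher than that of E18 embryos in 27 of 38 genes of the cell cycle and DNA replication, and lower in none (27 and 0 when adjusted over the list alone). RRM2, which supplies deoxynucleotides (1.51), and TYMS, which makes thymidylate (1.38), were among them. Both correlations gave a call for the list (adjusted p = 2.6e-29, and adjusted p = 0.0442 with an estimated correlation). Of 24 genes of acute phase and plasma proteins, 2 were lower at E16 and none was higher (4 and 0 when adjusted over the list alone), and ITIH3, an inhibitor subunit that binds hyaluronan, had the lowest log2 ratio of all genes whose arrays did not overlap (-2.56). By camera the group was called with either correlation (adjusted p = 2.6e-05, and adjusted p = 0.0495 with an estimated correlation). Erythroid markers were higher at E16 in 3 of 17 genes and lower in 0 (5 and 0 when adjusted over the list alone), with adjusted p = 8.6e-05 by camera and adjusted p = 0.0846 with an estimated correlation. CYP1A2 was higher at E16 (2.28) and the matrix protein MGP, an inhibitor of calcification, was lower (-1.83). Probe sets of CYP1A2 (-0.06 to 2.28) disagree in E16 vs. E18. The call of CYP1A2 in E16 vs. E18 was lost without E16 replicate 1 (2.09, adjusted p = 0.0563), E16 replicate 2 (2.13, adjusted p = 0.0604) or E18 replicate 1 (1.78, adjusted p = 0.0834), or in a fit of only the ages compared (2.28, adjusted p = 0.0854).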

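The 7 probe sets of feather keratin, a structural protein of feathers, had a mean log2 level of 8.19 ± 1.52 (SD, n = 4) in E16 livers and 5.35 ± 0.18 in E18 livers. The difference was 2.83, on probe sets that the study chose on these same arrays, so it is not independent evidence of their direction. The E16 livers were unequal, at 6.06, 8.78, 8.30 and 9.61 for replicates 1 to 4, while the other 20 arrays lay between 5.15 and 5.61. All 7 probe sets were called, with log2 ratios from 1.89 to 3.91.

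**Figure D3:**
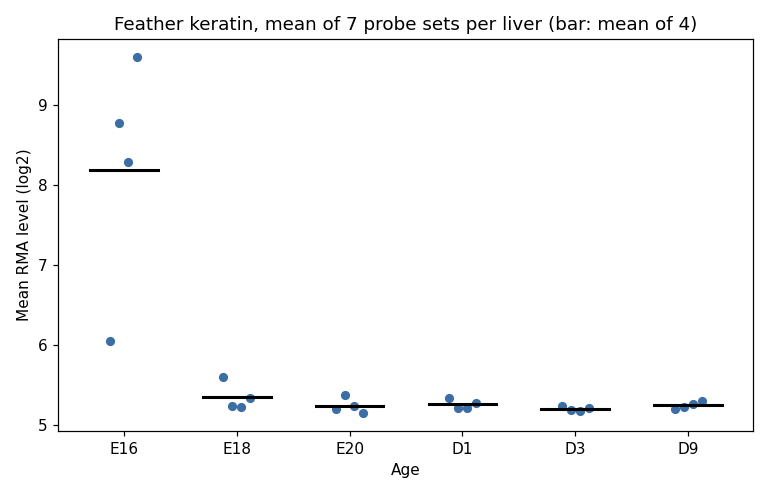
Mean log2 RMA level of the 7 feather keratin probe sets on each of the 24 arrays by age, with a bar for the mean of each age (n = 4). The 4 E16 arrays lie between 6.06 and 9.61, above the other 20.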

Interestingly, the most abundant DEGs expressed in the liver of E16 embryos when compared to E18 embryos were seven transcripts that correspond to feather keratin (*FKER*). Unfortunately, these avian-specific transcripts were rejected by Ingenuity software and not included in the IPA functional analysis of the E16 vs. E18 contrast.

#### E16 vs. E20 contrast

The contrast of E16 vs. E20 embryos identified 814 AR-DEGs, which included 514 genes up-regulated in E16 liver (Additional file 3). 

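Between E16 and E20, 1455 probe sets were called, 866 higher at E16 and 589 higher at E20, for 910 named genes. Genes higher at E16 include the matrix protein POSTN, made by mesenchymal cells (1.75, standard error 0.33, adjusted p = 8.2e-04), and INSIG1, which holds sterol regulators in the endoplasmic reticulum (2.37). At E20, CPT1A (-1.74), IGFBP2 (-1.80) and CETP, which exchanges lipids between lipoproteins (-1.38), were higher. The complement protein C6, a part of the membrane attack complex, was at 6.03 ± 0.20 (SD, n = 4) at E16 and 10.23 ± 0.51 at E20, a log2 ratio of -4.20 (standard error 0.29, adjusted p = 2.9e-09). Probe sets of CPT1A (-1.81 to -1.34), CETP (-1.54 to -0.01) and C6 (-4.20 to 0.04) disagree in E16 vs. E20.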

A summary of the IPA of the liver transcriptome of E16 vs. E20 embryos is presented in Table 2. The top five canonical pathways over-populated by 814 AR-DEGs in this contrast were “LPS/IL-1 Mediated Inhibition of RXR Function, Mitotic Roles of Polo-Like Kinase, Complement System, Tyrosine Degradation I, and Cell Cycle Control of Chromosomal Replication”. The top upstream regulators identified by IPA from this contrast were *E2F4*, *TCF3*, *PPARA*, *E2F1* and *TCF4*. 

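The mean level of 38 genes of the cell cycle and DNA replication was lowest at E20. AURKB, a kinase of chromosome segregation, was at 9.38 ± 0.29 (SD, n = 4) at E16, 8.08 ± 0.15 at E18, 6.46 ± 0.63 at E20, 9.81 ± 0.20 at D1, 10.14 ± 0.22 at D3 and 8.05 ± 0.47 at D9, and its log2 ratio in E16 vs. E20 was 2.92 (standard error 0.24, adjusted p = 2.6e-08). CKS2 (3.02) and CDC45 (2.97) had ratios of the same order. MKI67, a marker of dividing cells, was 2.37 higher at E16 than at E20 on the log2 scale.

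**Figure D4:**
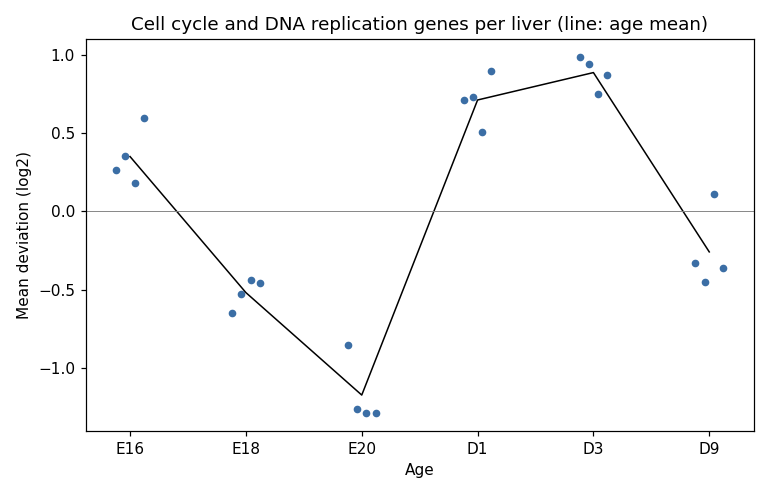
Mean deviation of 38 genes of the cell cycle and DNA replication from their own means, in log2 units, on each of the 24 arrays by age, with a line through the age means. The 4 E20 arrays lie below all others, and the age means are highest at D1 and D3.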

The top “Molecular and Cellular Functions” recognized in the E16 vs. E20 contrast were “Cell Cycle”, “Cellular Assembly and Organization”, “DNA Replication, Recombination, and Repair”, “Cell Death and Survival”, and “Cell Morphology”. The top “Physiological Function” category included the “Reproductive” and “Digestive” systems, “Organ Morphology”, “Organismal Development” and “Behavior”. Under “Toxicity Functions”, IPA assigned several AR-DEGs to “Inhibition of RXR Function”, fatty acid metabolism, renal failure, and transmembrane potentials. 

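The deiodinases moved in opposite directions between E16 and E20: DIO3 had a log2 ratio of 3.65 (standard error 0.51, adjusted p = 3.1e-05) and DIO2 one of -7.19 (standard error 0.67, adjusted p = 1.4e-07). As DIO2 was near background at E16 (3.89 ± 0.22, under 4.43), the size of its ratio is a lower bound. KLF9, a transcription factor that responds to thyroid hormone, was at 5.15 ± 0.39 (SD, n = 4) at E16, 5.26 ± 0.30 at E18 and 8.79 ± 0.51 at E20.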

Interestingly, the hepatic deiodinases were the top 10 opposing DEGs discovered in the liver of E16 (*DIO3*; + 3.6 log2 ratio) vs. E20 (*DIO2*; − 7.2 log2 ratio) embryos. Another gene highly expressed in liver of E16 embryos was angiopoietin-like protein 3 (*ANGPTL3*), a regulator of lipoprotein lipase. 

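HPX, which binds free heme in plasma, was at 7.87 ± 0.72 (SD, n = 4) at E16 and 12.48 ± 0.22 at E20, a log2 ratio of -4.61 (standard error 0.44, adjusted p = 1.7e-07). FABP1 was at 9.20 ± 0.78 and 13.27 ± 0.52 at these ages (-4.07), and KLF9 had a ratio of -3.64. HMGCS1 was also higher at E20 (-3.45).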

Serpin family A member 3 (*SERPINA3*), *HPX*, *FABP1* and *KLF9* were DEGs that were up-regulated in liver of E20 embryos. 

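Of 12 measured Kruppel-like factors, 3 were higher at E20 than at E18, none was lower and 9 were not called (3 and 0 when adjusted over the list alone). They were KLF9 (-3.52, standard error 0.25, adjusted p = 1.4e-08), KLF13 (-2.31, standard error 0.30, adjusted p = 3.1e-05) and KLF11 (-0.85, standard error 0.21, adjusted p = 0.0141). Camera called the group with the preset correlation alone (adjusted p = 0.00922, and adjusted p = 0.0997 with an estimated correlation). Probe sets of KLF11 (-0.85 to -0.31) disagree in E18 vs. E20. KLF11 (-0.58) was not called in E18 vs. E20 with the mean of its probe sets. The call of KLF11 in E18 vs. E20 was lost without E18 replicate 1 (-0.71) or E20 replicate 4 (-0.75).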

Of particular interest, the E18 vs. E20 contrast revealed higher expression of three Kruppel-like factors (*KLF9*, log2–3.52; *KLF11*, log2–0.85; *KLF13*, log2–2.31) in liver of E20 embryos (Additional file 3).

**Table 2:** IPA summary of the liver transcriptome in the E16 vs. E20 contrast

Top Canonical Pathways	*p*-value	Overlap	Ratio
LPS/IL-1 Mediated Inhibition of RXR Function	4.21E-06	17.9%	24/134
Mitotic Roles of Polo-Like Kinase	8.94E-06	26.5%	13/49
Complement System	9.91E-06	37.5%	9/24
Tyrosine Degradation I	8.12E-05	80.0%	4/5
Cell Cycle Control of Chromosomal Replication	1.23E-04	23.9%	11/46
Top Upstream Regulators	*p*-value of overlap		# Target genes
E2F4	2.52E-23		52
TCF3	1.14E-19		56
PPARA	1.54E-15		57
E2F1	1.98E-15		62
TCF4	6.52E-14		36
Top Molecular and Cellular Functions	*p*-value		# Genes
Cell Cycle	1.35E-03 - 7.51E-18		212
Cellular Assembly and Organization	1.02E-03 - 7.51E-18		118
DNA Replication, Recombination, and Repair	1.02E-03 - 7.51E-18		150
Cell Death and Survival	1.33E-03 - 1.54E-11		350
Cell Morphology	2.22E-04 - 1.71E-11		74
Physiological System Development and Function	*p*-value		# Genes
Reproductive System Development and Function	5.11E-04 - 2.03E-06		23
Digestive System Development and Function	4.37E-04 - 7.57E-05		18
Organ Morphology	4.37E-04 - 7.57E-05		21
Organismal Development	4.37E-04 - 7.57E-05		142
Behavior	1.52E-04 - 1.52E-04		18
Top Toxicity Functions	*p*-value	# Genes	Ratio
LPS/IL-1 Mediated Inhibition of RXR Function	1.70E-05	16.6%	24/145
Fatty Acid Metabolism	6.31E-05	21.2%	14/66
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	2.09E-04	24.4%	10/41
Genes Upregulated in Response to Chronic Renal Failure	1.02E-03	75.0%	3/4
Transmembrane Potential of Mitochondria and Membrane	1.50E-03	16.5%	13/79
Top Up-regulated Genes	log2 Ratio	Top Down-regulated Genes	log2 Ratio
DIO3	3.65	DIO2	−7.19
ACMSD	3.65	SERPINA3	−5.55
ANGPTL3	3.62	HPX	−4.61
HDAC9	3.35	FKBP5	−4.37
GAS2	3.19	CA4	−4.20
CHODL	3.11	FABP1	−4.07
CKS2	3.02	KLF9	−3.64
CKAP2	2.97	IP6K2	− 3.61
AURKA	2.93	SLCO1A2	−3.60
KPNA2	2.90	ITIH3	−3.49

Ingenuity Pathway Analysis (IPA) analysis of 814 “Analysis Ready” (AR) and differentially expressed (DE) genes (AR-DEGs) from the E16 vs. E20 contrast. The top 10 up-regulated genes in E16 liver have positive log2 ratios (E16/E20), whereas the 10 down-regulated genes possess negative log2 ratios (E16/E20), which indicates higher expression in liver of E20 embryos

#### E16 vs. D1 contrast

The contrast of E16 embryos vs. D1 hatchlings recognized 1084 AR-DEGs, where 593 AR-DEGs were more abundant in liver of the E16 embryos (Fig. 2; Additional file 3). The highest DEGs found in embryo liver from the E16 vs. D1 contrast included *DIO3* and *MOGAT1*, while *DIO2* and *FABP1* were among the highest AR-DEGs found in fasted D1 hatchlings.

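In E16 vs. D1, DIO3 (4.66, standard error 0.51, adjusted p = 1.3e-06) and MOGAT1 (4.16, standard error 0.36, adjusted p = 4.5e-08) were higher at E16, and DIO2 (-7.02, standard error 0.67, adjusted p = 2.1e-07) and FABP1 (-4.77, standard error 0.31, adjusted p = 1.0e-09) at D1. HPX (-5.35), C6 (-4.20) and HMGCS1 (-4.12) were also higher at D1, as were ELOVL5 (-3.93) and FASN (-2.76), which build fatty acids. POSTN was higher at E16 (2.03). Probe sets of MOGAT1 (0.11 to 4.16), DIO2 (-7.02 to -1.44) and C6 (-4.20 to 0.03) disagree in E16 vs. D1.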

#### E16 vs. D3 contrast

The E16 vs. D3 contrast identified 1784 AR-DEGs with 852 transcripts up-regulated in liver of E16 embryos compared with 932 AR-DEGs in D3 hatchlings. 

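DIO3 fell from 11.79 at E16 to 5.32 at D3, a log2 ratio of 6.47 (standard error 0.51, adjusted p = 3.2e-09). THRSP had -9.14 (standard error 0.36, adjusted p = 1.9e-14) and DIO2 -8.22 (standard error 0.67, adjusted p = 6.3e-09) in this contrast, both higher at D3. PDK4 (4.83) and PTGDS (3.09) were higher at E16, and SCD (-5.62), FADS2 (-5.46) and CDKN2B (-5.10) at D3. Probe sets of FADS2 (-5.46 to -0.03) disagree in E16 vs. D3.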

*DIO3* and *MOGAT1* were also among the highest DEGs in E16 embryos from the E16 vs. D3 contrast whereas *DIO2* and *THRSPA* were overexpressed DEGs found in liver of D3 hatchlings.

#### E18 vs. E20 contrast

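From E18 to E20, 9 of 21 genes of the unfolded protein response rose and none fell (9 and 0 when adjusted over the list alone), among them XBP1 (-1.39) and ERN1 (-1.28), which form its central signal, and CHAC1 (-1.87). With the preset correlation the group was called (adjusted p = 2.5e-09), and this was lost at adjusted p = 0.0875 with an estimated correlation. 4 of 20 complement genes rose and none fell (4 and 0 when adjusted over the list alone), with C6 at -3.42 and the protease C1S at -1.97. Camera called the group with the preset correlation alone (adjusted p = 5.2e-05, and adjusted p = 0.132 with an estimated correlation). 16 of 38 cell cycle genes fell and none rose (16 and 0 when adjusted over the list alone), such as the spindle checkpoint kinases BUB1 (1.65) and BUB1B (1.65). With the preset correlation the group was called (adjusted p = 1.1e-10), and this was lost at adjusted p = 0.174 with an estimated correlation. Of 17 erythroid genes, 5 fell over the same step and 1 rose (6 and 1 when adjusted over the list alone), with mean deviations of 0.041 to 0.14 at E18 and -0.59 to -0.23 at E20 (adjusted p = 9.5e-05 by camera, and adjusted p = 0.0875 with an estimated correlation), so a change in the share of cells is open. In all, 1015 probe sets were called, 429 higher at E18 and 586 higher at E20. Probe sets of ERN1 (-1.28 to -0.03), C6 (-3.44 to 0.07), BUB1 (-0.02 to 1.94) and BUB1B (0.11 to 1.65) disagree in E18 vs. E20. ERN1 (-0.70) was not called in E18 vs. E20 with the mean of its probe sets.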

A total of 624 AR-DEGs were identified by the E18 vs. E20 contrast, where 258 AR-DEGs were expressed at higher levels in E18 embryos compared to 366 AR-DEGs overexpressed in the E20 embryos (Table 3). The major canonical pathways highly populated by AR-DEGs from this contrast were “LPS/IL-1 Mediated Inhibition of RXR Function, Mitotic Roles of Polo-Like Kinase, Protein Ubiquitination Pathway, Unfolded Protein Response”, and “Tyrosine Degradation I”. The top five upstream regulators found in the E18 vs. E20 contrast included *PPARA*, *TCF3*, *ATF6*, *FOXO3* and *RARA*. “Small Molecule Biochemistry” and “Cell Cycle” were the highly represented molecular and cellular functions according to IPA. Likewise, “Organ Morphology” and “Organismal Development” were highly populated physiological functions identified by IPA. Among the top toxicology categories were “Fatty Acid Metabolism”, inhibition/activation of RXR and “Cell Cycle”. Similar to the E16 vs. E18 contrast, the thyroid hormone deiodinases were the most abundant DEGs in E18 (*DIO3*; log2 + 3.8) vs. E20 (*DIO2*; log2–5.6) contrast. 

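HMGCS1 was at 6.92 ± 0.41 (SD, n = 4) at E18 and 10.70 ± 1.27 at E20, a log2 ratio of -3.78 (standard error 0.42, adjusted p = 5.3e-06), and FABP1 had -3.93 (standard error 0.31, adjusted p = 4.8e-08). The glucose and fructose carrier SLC2A5 (2.99) and RET (2.83) were higher at E18. Deiodinase DIO3 had 3.81 (standard error 0.51, adjusted p = 4.2e-05) and DIO2 -5.61 (standard error 0.67, adjusted p = 1.3e-05). Probe sets of SLC2A5 (0.07 to 2.99) and RET (0.39 to 2.83) disagree in E18 vs. E20.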

Several additional genes, highly expressed in the E20 liver, are involved in lipid metabolism (*SERPINA3, HMGCS1* and *KLF9*) or fatty acid transport (*FABP1*). Lists of functionally-annotated hepatic AR-DEGs belonging to these canonical pathways and biological functions are provided in worksheets of Additional file 5. “Lipid Synthesis” was a subcategory under “Lipid Metabolism” that was over-populated by 60 AR-DEGs; 18 DEGs were up-regulated in E18 embryos, whereas 42 hepatic genes were expressed at higher levels in liver of E20 embryos. 

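Of the 60 genes on the paper's sheet for lipid synthesis, 58 have a named probe set, 14 were called higher at E18, 34 higher at E20 and 10 not called. The sheet was drawn from these arrays and is not independent evidence. Among lipid genes, CPT1A (-2.12), LPL (-0.89) and ELOVL5 (-1.07) were higher at E20, and INSIG1 (2.06) at E18, while FASN (-0.72) and SCD (0.09) were not called. The list of fatty acid synthesis fixed beforehand held 0 genes called higher at E18 and 1 called higher at E20 of 20 (0 and 1 when adjusted over the list alone; adjusted p = 0.265 by camera, not called). Probe sets of ELOVL5 (-1.13 to -1.07) disagree in E18 vs. E20. ELOVL5 (-1.13, adjusted p = 0.057) was not called in E18 vs. E20 with its probe set of largest variance. The call of LPL in E18 vs. E20 was lost without E18 replicate 1 (-0.74), or without both E18 replicate 2 and D9 replicate 1 (-0.79, adjusted p = 0.0558). The call of ELOVL5 in E18 vs. E20 was lost without E18 replicate 1 (-0.91, adjusted p = 0.102), E18 replicate 2 (adjusted p = 0.067), E20 replicate 1 (-0.60) or E20 replicate 4 (-1.10, adjusted p = 0.0532), in a fit of only the ages compared (-1.07, adjusted p = 0.234), or without both E18 replicate 2 and D9 replicate 1 (adjusted p = 0.0793). FASN was called in E18 vs. E20 without E18 replicate 3 (-0.76), E18 replicate 4 (-0.86), E20 replicate 2 (-0.84) or E20 replicate 3 (-0.77). The ratio of SCD in E18 vs. E20 changed sign without E18 replicate 1 (-0.03).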

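Of 33 genes of amino acid breakdown, 9 were higher at E18, 1 was higher at E20 and 23 were not called (10 and 1 when adjusted over the list alone). Camera called the group with the preset correlation alone (adjusted p = 0.00415, and adjusted p = 0.369 with an estimated correlation). AMT, a part of the glycine cleavage system (1.38), CTH, which makes cysteine (1.33), and ACMSD of the tryptophan pathway (1.16) were higher at E18, and UROC1 of histidine breakdown at E20 (-1.67). Of 33 genes on the paper's sheet, 29 have a named probe set, with 16 called higher at E18 and 8 at E20; that sheet comes from these arrays and is not independent evidence. Probe sets of CTH (0.18 to 1.33) disagree in E18 vs. E20. The call of ACMSD in E18 vs. E20 was lost without E18 replicate 3 (0.95, adjusted p = 0.0855), E18 replicate 4 (0.98, adjusted p = 0.0838), E20 replicate 2 (1.10, adjusted p = 0.0528) or E20 replicate 4 (1.05, adjusted p = 0.0876), or in a fit of only the ages compared (1.16, adjusted p = 0.0715).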

Under “Amino Acid Metabolism”, 21 AR-DEGs were more abundant in E18 embryos, while 12 genes were expressed higher in E20 embryos. Under the “Insulin Resistance” category, IPA identified 12 AR-DEGs that were more abundant in E18 embryo liver, while 16 genes were more abundant in E20 than in E18 embryos. Nineteen AR-DEGs were assigned by IPA to the “Sirtuin Signaling” pathway, where 14 AR-DEGs were higher in E20 embryos. The “FXR-RXR Activation” pathway was occupied by 11 AR-DEGs, where 7 genes were more abundant in E20 embryos.

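Of the paper's sheets for this contrast, that of insulin resistance had 12 genes called higher at E18 and 12 at E20 of 26 measured, that of sirtuin signaling 4 and 10 of 19, and that of FXR-RXR activation 3 and 5 of 11. All 3 were drawn from these arrays, so the counts are not independent evidence. Of 18 genes of bile acid synthesis and transport, 2 were higher at E18 and 4 at E20 (2 and 4 when adjusted over the list alone), and the bile acid carrier SLCO1A2 was higher at E20 at -3.26 (standard error 0.49, adjusted p = 1.7e-04). As a group it was not called (adjusted p = 0.735 by camera).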

**Table 3:** IPA summary of the liver transcriptome in the E18 vs. E20 contrast

Top Canonical Pathways	*p*-value	Overlap	Ratio
LPS/IL-1 Mediated Inhibition of RXR Function	1.11E-04	13.4%	18/134
Mitotic Roles of Polo-Like Kinase	1.22E-04	20.4%	10/49
Protein Ubiquitination Pathway	4.53E-04	10.9%	22/202
Unfolded protein response	9.41E-04	19.0%	8/42
Tyrosine Degradation I	1.14E-03	60.0%	3/5
Top Upstream Regulators	*p*-value of overlap		# Target genes
PPARA	6.04E-14		47
TCF3	1.11E-11		38
ATF6	1.56E-08		13
FOXO3	5.68E-08		32
RARA	6.84E-08		30
Top Molecular and Cellular Functions	*p*-value		# Genes
Amino Acid Metabolism	2.43E-03 - 1.01E-12		42
Small Molecule Biochemistry	3.58E-03 - 1.01E-12		161
Cell Cycle	3.01E-03 - 5.43E-10		82
Cell Morphology	2.92E-03 - 1.29E-09		39
Cellular Assembly and Organization	2.92E-03 - 1.29E-09		43
Physiological System Development and Function	*p*-value		# Genes
Hematological System Development and Function	2.85E-03 - 2.16E-05		23
Lymphoid Tissue Structure and Development	2.43E-03 - 2.16E-05		17
Organ Morphology	2.43E-03 - 2.16E-05		55
Tissue Morphology	2.43E-03 - 2.16E-05		25
Organismal Development	3.07E-03 - 2.64E-05		68
Top Toxicity Functions	*p*-value	Overlap	Ratio
Fatty Acid Metabolism	7.84E-05	18.2%	12/66
LPS/IL-1 Mediated Inhibition of RXR Function	2.72E-04	12.4%	18/145
FXR/RXR Activation	1.62E-03	13.9%	11/79
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	3.55E-03	17.1%	7/41
PXR/RXR Activation	3.55E-03	17.1%	7/41
Top Up-regulated Genes	log2 Ratio	Top Down-regulated Genes	log2 Ratio
DIO3	3.81	DIO2	−5.61
ANGPTL3	3.14	SERPINA3	−4.54
SLC2A5	2.99	FABP1	−3.93
RET	2.83	HIGD1A	−3.81
GAS2	2.70	HMGCS1	−3.78
HDAC9	2.69	KLF9	−3.52
NAV2	2.47	C6	−3.44
CHODL	2.46	HPX	−3.38
SLC13A3	2.45	FKBP5	−3.28
SOX9	2.36	SLCO1A2	−3.26

Ingenuity Pathway Analysis (IPA) was used for functional analysis of 624 AR-DEGs identified in the E18 vs. E20 contrast (E18/E20 ratio). AR-DEGs with positive log2 ratios are expressed higher in liver of E18 embryos, while negative log 2 ratios indicate higher expression in E20 embryos

This gene interaction network (Fig. 7) from the E18 vs. E20 contrast was functionally annotated by IPA as “Lipid Metabolism”. In liver of late chicken embryos, the interactions among four nuclear hormone receptors (*NROB2*, *ESRRG*, *PPARA* and *PPARGC1A*) control energy balance and lipid metabolism. Ingenuity predicts PPARGC1A itself is inhibited (blue symbol) and blue arrows show inhibition of target genes in the E18 vs. E20 embryos (Fig. 7b). Fifteen direct targets of *PPARGC1A* (green symbols) are highly expressed in liver of E20 embryos, whereas red-colored gene symbols indicate up-regulated expression in liver of E18 embryos. These genes (i.e., *INSIG1, NR1H4* and *PPARA*) are involved in fat catabolism, while genes with green-colored symbols indicate higher expression of lipogenic genes in E20 embryos. In addition, Ingenuity predicts activation of the orphan receptor *NROB2* (nuclear receptor subfamily 0 group B member 2), which leads to inhibition (blunt blue lines) of seven lipogenic genes (*PPARGC1A, ANOX1, CPT1A, CTP8B1, EGR1, ESRRG* and *HMGCR*). 

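PPARA had a log2 ratio of 1.32 (standard error 0.18, adjusted p = 5.7e-05) in E18 vs. E20, and NR1H4, the receptor for bile acids, had 0.87 (standard error 0.22, adjusted p = 0.0154). INSIG1 was at 12.12 ± 0.21 (SD, n = 4) at E18, 10.07 ± 0.43 at E20 and 13.18 ± 0.20 at D9. PPARGC1A (-0.54) and the estrogen-related receptor ESRRG (-0.68) were not called. Probe sets of PPARA (0.47 to 1.32), NR1H4 (0.00 to 0.87), PPARGC1A (-0.84 to -0.54) and ESRRG (-0.77 to 0.21) disagree in E18 vs. E20. PPARA (0.47) was not called in E18 vs. E20 with its probe set of largest variance. NR1H4 (0.43) was not called in E18 vs. E20 with the mean of its probe sets. ESRRG (-0.77) was called in E18 vs. E20 with its probe set of largest variance. The call of NR1H4 in E18 vs. E20 was lost without E18 replicate 2 (0.78, adjusted p = 0.0534), E20 replicate 1 (0.68) or E20 replicate 4 (0.78, adjusted p = 0.064), in a fit of only the ages compared (0.87, adjusted p = 0.0706), or without both E18 replicate 2 and D9 replicate 1 (0.78, adjusted p = 0.0638). ESRRG was called in E18 vs. E20 without E20 replicate 2 (-0.79).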

Another direct target of *NROB2* (an inhibitor of estrogen, thyroid and retinoid nuclear hormone receptors) was the ligand-activated transcription factor *NR1H4*, which is activated by bile acids and thereby controls expression of genes involved in bile acid synthesis and transport. NR1H4 is also a direct target of PPARGC1A.

**Fig. 7:**
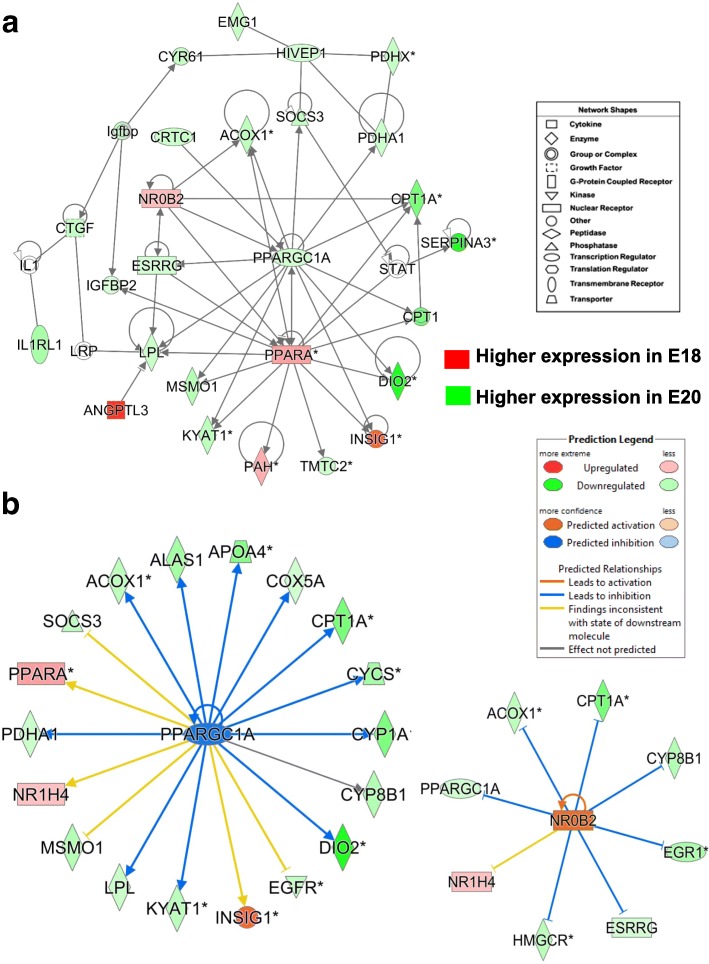
This gene network (Panel **a**) from the E18 vs. E20 contrast was functionally annotated by IPA as “Lipid Metabolism”. It shows interactions among four nuclear hormone receptors [nuclear receptor subfamily 0 group B member 2 (*NROB2*), estrogen related receptor gamma (*ESSRG*), peroxisome proliferator-activated receptor-alpha (*PPARA*) and *PPARGC1A*] that regulate energy balance and lipid metabolism in liver of late embryos. In Panel **b**, Ingenuity® Upstream regulator Analysis predicts that *PPARGC1A* itself is inhibited (blue symbol) because 16 known target genes are down-regulated in the E18/E20 contrast. The blue arrows predict that 11 known target genes should be inhibited. Actually, red-colored gene symbols indicate higher expression in liver of E18 embryos, whereas the green-colored symbols show higher expression in E20 embryos. In addition, Ingenuity predicts that activated *NROB2* leads to inhibition (blunt blue lines) of seven lipogenic genes (*PPARGC1A, ANOX1, CPT1A, CTP8B1, EGR1, ESRRG* and *HMGCR*), whereas, the upregulation of *NR1H4* is inconsistent with its expected state (based on the Ingenuity Knowledge Base)

#### E18 vs. D1 contrast

The functional analysis of 1591 AR-DEGs found in the E18 vs. D1 contrast is presented in Table 4. The major canonical pathways identified by IPA in this contrast were “NRF2-mediated Oxidative Stress Response” and “Hereditary Breast Cancer Signaling”. The largest number of direct target genes was associated with two TFs, TP53 and ESR1. The top “Molecular and Cellular Functions” recognized by IPA of the E18 vs. D1 contrast were “Cell Cycle”, “Cellular Assembly and Organization”, “DNA Replication, Recombination, and Repair”, “Cell Death and Survival”, and “Lipid Metabolism”. Under the category “Physiological System Development and Function”, the largest number of DEGs was assigned to “Embryonic Development”. The top “Toxicity Functions” were related to the oxidative stress response, liver necrosis/proliferation and RXR activation. The highest DEGs in liver of E18 embryos were *DIO3* and *MOGAT1*, while in D1 hatchling chicks the most abundant transcripts were involved in lipid metabolism (*DIO2, ELOVL5, FABP1* and *HMGCS1*). Furthermore, four members of the Kruppel-like transcription factors (*KLF9, KLF11, KLF13* and *KLF15*) were abundant DEGs found in liver of fasted D1 hatchlings (Additional file 3).

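DIO3 (4.82, standard error 0.51, adjusted p = 5.0e-07) and MOGAT1 (4.44, standard error 0.36, adjusted p = 1.5e-08) were higher at E18 than at D1. DIO2 (-5.44, standard error 0.67, adjusted p = 3.7e-06), HMGCS1 (-4.46), ELOVL5 (-4.20, standard error 0.29, adjusted p = 2.1e-09) and FASN (-3.21) were higher at D1. PDK4 was higher at E18 (2.19), and CPT1A was not called (-0.67). Probe sets of MOGAT1 (0.39 to 4.44) and DIO2 (-5.44 to -1.27) disagree in E18 vs. D1. CPT1A was called in E18 vs. D1 without E18 replicate 4 (-0.82) or D1 replicate 4 (-0.84).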

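KLF9 (-3.86, standard error 0.25, adjusted p = 1.1e-09), KLF13 (-1.21), KLF15 (-1.19, standard error 0.19, adjusted p = 7.4e-05) and KLF11 (-1.16) were called higher at D1 than at E18. KLF15, which promotes gluconeogenesis in fasting, was at 9.82 ± 0.35 (SD, n = 4) at E18 and 11.00 ± 0.21 at D1. Probe sets of KLF11 (-1.16 to -0.47) disagree in E18 vs. D1.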

**Table 4:** IPA summary of the liver transcriptome in the E18 vs. D1 contrast

Top Canonical Pathways	*p*-value	Overlap	Ratio
Cell Cycle Control of Chromosomal Replication	9.58E-07	41.3%	19/46
Mitotic Roles of Polo-Like Kinase	5.36E-05	34.7%	17/49
NRF2-mediated Oxidative Stress Response	5.68E-05	24.3%	36/148
Role of BRCA1 in DNA Damage Response	6.89E-05	30.4%	21/69
Hereditary Breast Cancer Signaling	2.05E-04	24.8%	29/117
Top Upstream Regulators	*p*-value of overlap		# Target genes
TP53	3.51E-20		228
E2F4	1.61E-17		63
E2F1	5.07E-17		96
ESR1	2.04E-14		193
TCF3	1.50E-12		67
Top Molecular and Cellular Functions	*p*-value		# Genes
Cell Cycle	1.11E-03 - 8.65E-14		366
Cellular Assembly and Organization	1.11E-03 - 8.65E-14		276
DNA Replication, Recombination, and Repair	1.11E-03 - 8.65E-14		265
Cell Death and Survival	1.07E-03 - 4.85E-13		626
Lipid Metabolism	1.11E-03 - 1.49E-07		252
Physiological System Development and Function	*p*-value		# Genes
Embryonic Development	1.11E-03 - 1.20E-05		140
Organismal Survival	1.20E-05 - 1.20E-05		36
Reproductive System Development and Function	5.21E-04 - 1.87E-05		27
Hematological System Development and Function	1.09E-03 - 5.24E-05		27
Hematopoiesis	1.09E-03 - 5.24E-05		21
Top Toxicity Functions	*p*-value	Overlap	Ratio
NRF2-mediated Oxidative Stress Response	7.48E-06	25.2%	41/163
Liver Necrosis/Cell Death	2.94E-04	20.9%	46/220
Liver Proliferation	7.86E-04	21.1%	38/180
FXR/RXR Activation	1.43E-03	24.3%	20/79
LXR/RXR Activation	3.31E-03	24.7%	18/73
Top Up-regulated Genes	log2 Ratio	Top Down-regulated Genes	log2 Ratio
DIO3	4.82	SLCO1A2	−6.69
SLC13A3	4.67	DIO2	−5.44
MOGAT1	4.44	ELOVL5	−4.96
RET	4.37	COCH	−4.96
TTLL2	4.25	FABP1	−4.63
ASCL1	3.94	HIGD1A	−4.63
PPM1K	3.93	HPS5	−4.63
ALKAL2	3.76	SLC51A	−4.60
TFPI	3.47	CYP7A1	−4.54
ATP2B2	3.35	HMGCS1	−4.46

Ingenuity Pathway Analysis (IPA) was used for functional analysis of 1591 AR-DEGs identified in the E18 vs. D1 contrast (E18/D1). AR-DEGs with positive log2 ratios are expressed higher in liver of E18 embryos, whereas negative log2 ratios indicate higher expression in D1 hatchlings

#### E18 vs. D3 contrast

The largest number of AR-DEGs was found in the E18 vs. D3 contrast (2440 AR-DEGs), which overpopulated the cholesterol and triacylglycerol biosynthetic pathways, and the “Intrinsic Prothrombin Activation Pathway” where all 12 AR-DEGs were up-regulated in liver of E18 embryos (Table 5). 

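Between E18 and D3, 14 of 19 genes of cholesterol biosynthesis rose and none fell (14 and 0 when adjusted over the list alone), with NSDHL at -6.24 and LSS at -4.47. Both correlations gave a call for the list (adjusted p = 4.9e-17, and adjusted p = 0.00139 with an estimated correlation). Of 20 genes of fatty acid synthesis, 16 rose and 1 fell (16 and 1 when adjusted over the list alone), with ACLY, which makes cytosolic acetyl-CoA, at -3.90 and ME1 at -4.11. By camera the group was called with either correlation (adjusted p = 4.9e-17, and adjusted p = 3.1e-05 with an estimated correlation). Of the 215 genes on the paper's lipid sheet, 205 have a named probe set, 62 called higher at E18 and 117 at D3, and of its 10 cholesterol genes 8 of 8 measured were called higher at D3. Both sheets were picked on these arrays and are not independent evidence.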

The top “Up-stream Regulators” in the E18 vs. D3 contrast included TP53, PPARA, and FOXO3. Among the top “Molecular and Cellular Functions” identified by IPA were the “Cell Cycle”, “DNA Replication, Recombination, and Repair”, “Small Molecule Biochemistry” (535 AR-DEGs; including 215 AR-DEGs that belong to the “Lipid Synthesis” subcategory; see Additional file 6), and “Cellular Assembly and Organization”. “Organismal Survival” was the most populated physiological function found with this contrast. The top “Toxicity Functions” assigned to AR-DEGs from the E18 vs. D3 include “Cholesterol Biosynthesis”, NRF2-Mediated Oxidative Stress Response, “LXR/RXR Activation”, and “TR/RXR Activation”. 

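DIO3 (6.62, standard error 0.51, adjusted p = 1.8e-09) and PDK4 (5.35, standard error 0.22, adjusted p = 4.5e-14) were among the genes with the highest E18 to D3 ratios. On the D3 side lay SCD (-5.71, standard error 0.15, adjusted p = 3.5e-17), ELOVL5 (-5.55), SQLE (-4.79) and DIO2 (-6.64). CPT1A, which takes fatty acids into mitochondria, was higher at E18 (2.15), as were IGFBP2 (2.94) and PTGDS (2.87). Probe sets of CPT1A (0.30 to 2.15) disagree in E18 vs. D3.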

The top 10 “Up-regulated Genes” in E18 embryos were *DIO3, MOGAT1* and *PDK4*, whereas lipogenic genes (*THRSPA, SQLE, ELOVL5, DIO2*, *FASN* and *SCD*) were highly expressed in liver of fully-fed D3 hatchlings. 

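Of 12 measured Kruppel-like factors, 2 were higher at E18 and 5 at D3 (2 and 5 when adjusted over the list alone). KLF2, which is made in endothelium under flow (0.95), and KLF3 (0.88) were higher at E18, and KLF9 (-3.28), KLF11 (-1.14), KLF10 (-0.87), KLF13 (-0.83) and KLF6 (-0.81) at D3. As a group it was not called (adjusted p = 0.665 by camera). Probe sets of KLF11 (-1.14 to -0.48), KLF13 (-0.83 to -0.52) and KLF6 (-0.81 to -0.61) disagree in E18 vs. D3. KLF13 (-0.62) and KLF6 (-0.69) were not called in E18 vs. D3 with the mean of their probe sets. The call of KLF10 in E18 vs. D3 was lost without E18 replicate 4 (-0.75), or after cyclic loess normalization (-0.71). The call of KLF13 in E18 vs. D3 was lost without E18 replicate 1 (-0.81, adjusted p = 0.0843), E18 replicate 3 (-0.89, adjusted p = 0.0513), E18 replicate 4 (-0.64), D3 replicate 1 (-0.90, adjusted p = 0.052), D3 replicate 2 (-0.81, adjusted p = 0.0847) or D3 replicate 4 (-0.72), or after cyclic loess normalization (-0.70). The call of KLF6 in E18 vs. D3 was lost without E18 replicate 1 (-0.73) or D3 replicate 1 (-0.59), or after cyclic loess normalization (-0.73).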

The E18 vs. D3 contrast revealed seven members of the Kruppel-like transcription factor family as AR-DEGs (Additional files 3 and 6).

**Table 5:** IPA summary of the liver transcriptome in the E18 vs. D3 contrast

Top Canonical Pathways	*p*-value	Overlap	Ratio
Superpathway of Cholesterol Biosynthesis	2.07E-08	73.9%	17/23
Cholesterol Biosynthesis I-III	3.03E-06	90.0%	9/10
Cell Cycle Control of Chromosomal Replication	4.22E-05	45.7%	21/46
Intrinsic Prothrombin Activation Pathway	6.93E-05	60%	12/20
Triacylglycerol Biosynthesis	8.97E-05	50%	16/32
Top Upstream Regulators	*p*-value of overlap		# Target genes
TP53	1.00E-21		318
PPARA	5.67E-18		115
E2F1	9.13E-17		125
E2F4	5.54E-15		75
FOXO3	3.82E-13		87
Top Molecular and Cellular Functions	*p*-value		# Genes
Cell Cycle	1.57E-03 - 2.09E-10		499
DNA Replication, Recombination, and Repair	1.38E-03 - 2.09E-10		345
Amino Acid Metabolism	1.57E-03 - 2.48E-10		79
Small Molecule Biochemistry	1.57E-03 - 2.48E-10		535
Cellular Assembly and Organization	1.38E-03 - 6.63E-10		326
Physiological System Development and Function	*p*-value		# Genes
Organismal Survival	9.34E-04 - 8.88E-06		682
Embryonic Development	1.23E-03 - 3.36E-05		90
Tissue Morphology	1.57E-03 - 3.36E-05		207
Hematological System Development and Function	1.38E-03 - 1.83E-04		114
Organismal Development	1.30E-03 - 1.83E-04		191
Top Toxicity Functions	*p*-value	Overlap	Ratio
Cholesterol Biosynthesis	8.13E-05	66.7%	10/15
NRF2-mediated Oxidative Stress Response	1.60E-04	31.3%	51/163
Liver Necrosis/Cell Death	2.67E-04	29.1%	64/220
LXR/RXR Activation	3.06E-04	37.0%	27/73
TR/RXR Activation	1.01E-03	34.6%	27/78
Top Up-regulated Genes	log2 Ratio	Top Down-regulated Genes	log2 Ratio
DIO3	6.62	THRSPA	−8.86
MOGAT1	6.38	SLCO1A2	−6.78
PDK4	5.35	SQLE	−6.71
PPM1K	5.32	CDO1	−6.64
RET	4.59	ELOVL5	−6.64
ITGBL1	4.43	DIO2	−6.64
ALKAL2	4.37	FASN	−6.48
TTLL2	4.14	NSDHL	−6.24
SLC13A3	4.05	SCD	−5.71
DNAJC12	3.89	CYP7A1	−5.65

Ingenuity Pathway Analysis (IPA) was used for functional analysis of 2440 AR-DEGs identified in the E18 vs. D3 contrast (E18/D3 ratio). AR-DEGs with positive log2 ratios are expressed higher in liver of E18 embryos, while negative log 2 ratios indicate higher expression in D3 hatchlings

Two gene interaction networks depicted in Fig. 8 were derived from IPA of a subset of 1004 commonly-shared genes identified by the Venn diagram shown in Fig. 3b, which compared contrasts of E16, E18 or E20 embryos vs. D3 hatchlings. This subset of commonly-shared AR-DEGs, enriched with multiple TFs and their direct target genes, was functionally annotated by IPA as ‘Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry’ (see Additional file 3; last worksheet). The top panel (Fig. 8a) shows the interaction of three TFs (*PPARA, PPARG* and *PPARD*) with several common target genes (*SIRT5, GPAM, PDK4, ALDH9A, ACSL, SLC27A4, ELOVL6, ACOT8, CPT1A* and *PER3*). The ligand-activated TF *PPARA* and its five direct targets (*CPT1A, SIRT5, CFI* and *LECT*) were expressed at higher levels in liver of E18 embryos. In contrast, *PPARG* and *PPARD* and 11 target genes are expressed higher in liver of D3 hatchlings, to support lipogenesis and energy production of these fully-fed hatchlings. 

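PPARG was higher at D3 than at E18, at -1.25 (standard error 0.16, adjusted p = 3.0e-06), as was PPARD, which raises oxidation of fatty acids, at -0.86 (standard error 0.12, adjusted p = 6.3e-06). PPARA was higher at E18 (1.95, standard error 0.18, adjusted p = 3.0e-08). Of 24 genes of fatty acid oxidation, 10 were higher at E18 and none at D3 (10 and 0 when adjusted over the list alone), with EHHADH of the peroxisomal pathway at 0.99 and HADHB at 1.25. Camera called the group with the preset correlation alone (adjusted p = 1.6e-05, and adjusted p = 0.0755 with an estimated correlation). Probe sets of PPARG (-1.25 to -0.58) disagree in E18 vs. D3.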

*PPARG* has four unique direct target genes (*ADIPOR2*, *MANBA, GARNL3* and the collagen alpha 1 complex), whereas *PPARD* has only four unique targets (*MFSD2A, LPIN2* and *ST3GAL5*) in this gene network. The second gene network (Fig. 8b) shows the interaction of two major lipogenic TFs (*THRSPA* and *SREBF2*; both expressed higher in D3 hatchlings) with the transcriptional coactivator *PPARGC1A,* which was expressed higher in liver of E18 embryos. 

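SREBF2, which drives cholesterol synthesis, was higher at D3 than at E18, at -2.51 (standard error 0.27, adjusted p = 2.5e-07). LPIN1 (-2.22) and PNPLA3, a lipid droplet acyltransferase (-3.64), were also higher at D3. The coactivator PPARGC1A had a log2 ratio of 2.36 (standard error 0.22, adjusted p = 3.6e-08).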

Only five genes, directly or indirectly responsive to PPARGC1A were expressed at higher in liver of E18 embryos, whereas *SREBF2* and its 11 target genes, including *THRSPA*, were more abundant in liver of D3 hatchlings. Most of the target genes of *SREBF2* are involved in metabolism of cholesterol, sterol and ketones.

**Fig. 8:**
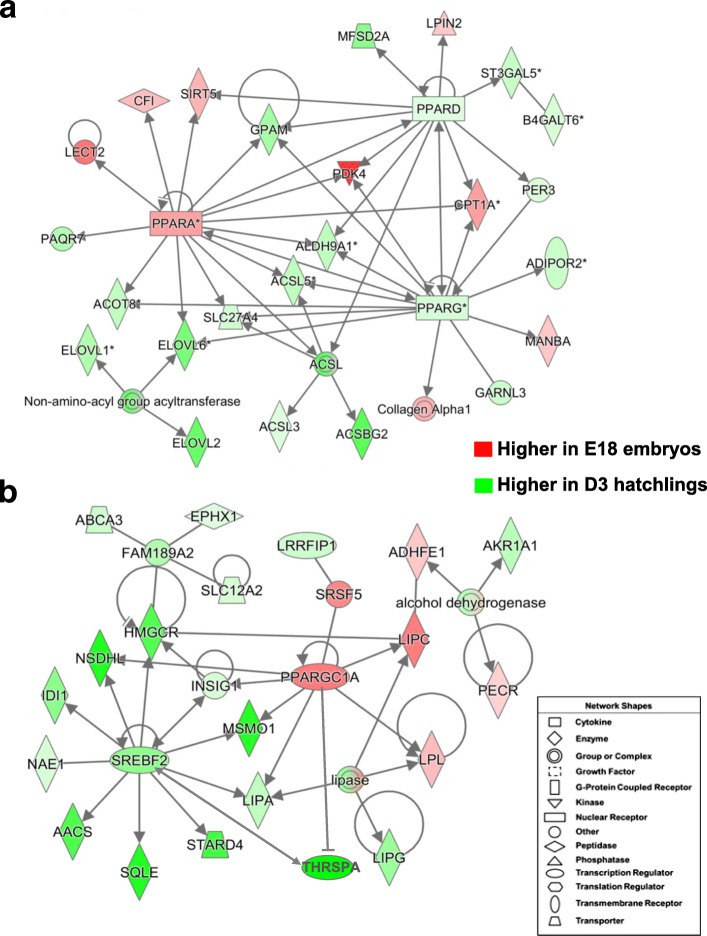
These two gene interaction networks were derived from a subset of 1004 commonly-shared genes found by comparing three contrasts (E16, E18 or E20 embryos vs. D3 hatchlings (see Venn diagram in Fig. 3b). Both networks were overlaid with expression values from the E18 vs. D3 contrast as indicated by the legend. This subset of commonly-shared AR-DEGs was enriched with multiple TFs and their direct target genes and functionally annotated by IPA as ‘Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry’. The top panel (**a**) shows the interaction of three major TFs (*PPARA, PPARG* and *PPARD*) with several common target genes. The second gene network (Panel **b**) shows the interaction of three TFs (*SREBF2, PPARGC1A* and *THRSPA*). *SREBF2* and its direct target genes, including *THRSPA*, were expressed higher in liver of D3 hatchlings. *PPARGC1A* and *THRSPA* appear to have opposing actions on lipid metabolism as indicated by the blunt edge

The contrast of E18 embryos vs. D3 hatchlings revealed another gene network of six transcription factors (*RORA, SMARCD3, ESRRG, NR1H4, PPARGC1A* and S*REBF2*) and their interactions with direct gene targets that control “Lipid Metabolism” (Fig. 9a). Only *SREBF2* was expressed higher in D3 hatchlings, where most of its target genes are involved in lipid metabolism. 

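Regulators higher at E18 in this contrast include NR1H4 (2.08, standard error 0.22, adjusted p = 1.7e-07), and GHR, the growth hormone receptor (1.55). Of the genes on the paper's sheet for thyroid hormone receptor and RXR activation, 26 have a named probe set, with 9 called higher at E18 and 14 at D3. On its sheet for oxidative stress, 6 and 32 of 50 were so called. Neither sheet is independent evidence, since both come from these arrays. Probe sets of NR1H4 (0.36 to 2.08) and GHR (0.40 to 1.55) disagree in E18 vs. D3.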

The RAR-related orphan receptor A (*RORA;* Fig. 9b) was predicted by IPA to be inhibited (blue symbol) and three target genes with blue arrows would be inhibited (down-regulated; green symbols) when compared to E18 embryos, which possessed only five up-regulated target genes (*IGFBP1, LPIN2, NTRK2, PPARGC1A* and *AKR1D1*). Ingenuity predicts that NR1H4 would be slightly activated mainly due to presence of seven DEGs (*CETP, FABP5, LCAT, LIPC, NOS2, PPARA* and *PPARGC1A*) that were highly expressed in liver of the E18 embryos. Ingenuity also predicts that upregulated *NR1H4* would inhibit lipid synthesis (i.e., *ACACA, CYP7A1* and *FASN*).

**Fig. 9:**
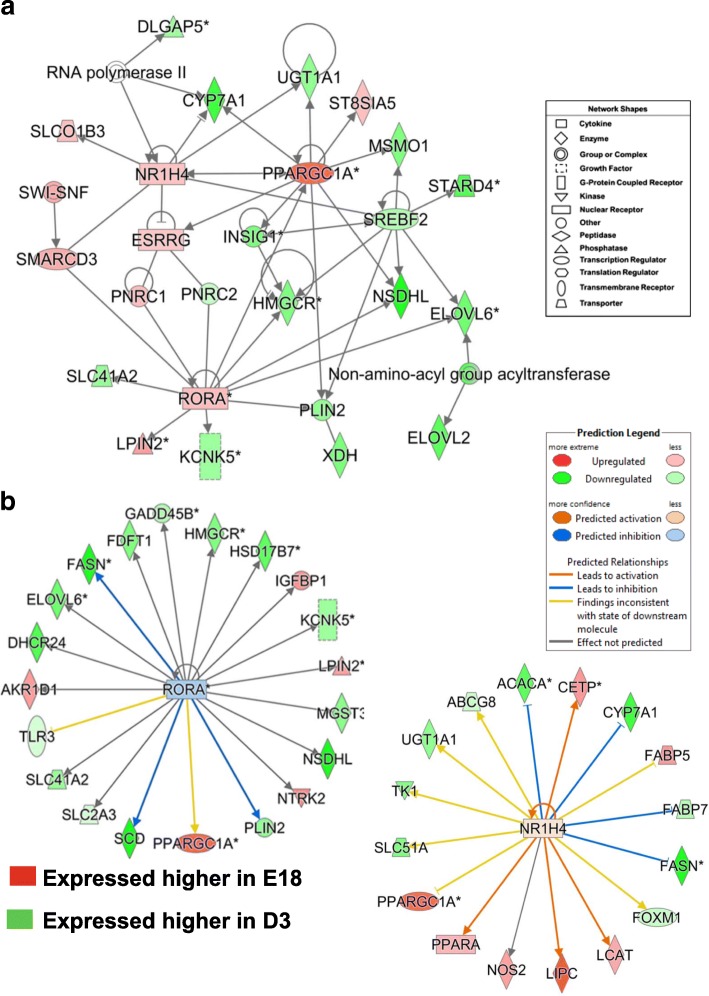
Another gene network, functionally annotated by IPA as “Lipid Metabolism”, was identified in E18 vs. D3 contrast (**a**). This network shows interactions among six up-stream regulators [RAR related orphan receptor A (*RORA*), SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 3 (*SMARCD3*), *ESRRG*, *NR1H4* (or farnesoid X receptor, *FXR*), *PPARGC1A* and *SREBF2*]. Ingenuity Upstream Regulator Analysis predicts inhibition of *RORA* (Panel **b**), since the majority of its target genes are down-regulated (green symbols) in the E18 vs. D3 contrast. The blue arrows directed at three lipogenic genes (*FASN PLIN2* and *SCD*) predict inhibition by RORA. However, *RORA* and five direct targets (*IGFBP1, LPIN2, PPARGC1A* and *AKR1D1*) are up-regulated in the E18 vs. D3 contrast as indicated by red gene symbols. Further, Ingenuity predicts that *NR1H4* would be slightly activated, which would lead to activation (orange arrows) of four target genes (*CETP, LCAT, LIPC* and *PPARA*), although seven target genes are actually expressed at higher levels in liver of E18 embryos

Another gene interaction network from the E18 vs, D3 contrast (Fig. 10a) was functionally annotated by IPA as involved in “Cell Signaling” and under control of eight interacting transcription factors (*THRSP, NFYC, KAT2B, KLF13, EAF1, EAF2, SOX7* and *SOX8*). The lipogenic transcription factor *THRSPA* has direct interactions with two other transcription regulators (*NFYC* and *KAT2B*). In all, 12 genes in this network were expressed higher in E18 embryos, whereas 18 AR-DEGs were over-expressed in liver of D3 hatchlings. The second gene network (Fig. 10b) involves interactions among six clotting factors (*F5, F8, F9, F11, PROS1* and *VWF*), the growth factor gene *MST1*, collagen genes (*COL1A1, COL3A1*and *COL18A1*) and components of the extracellular matrix (*FBLN1–2*, *LAMB1, LAMB3*, *LOX, SPARC* and *SOX17*). This connection of the extracellular matrix with F9 and other coagulation factors is mediated by the direct interaction between two enzymes (*HELLS* and *HSPD1*). Interestingly, most of the AR-DEGs in this network were also expressed higher in liver of E18 embryos than D3 hatchlings. Furthermore, 12 coagulation factors (AR-DEGs) belonging to the canonical “Intrinsic Prothrombin Activation Pathway” were up-regulated in liver of E18 embryos (see Additional file 6).

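Of 29 genes of stellate cells and extracellular matrix, 12 were higher at E18, 1 was higher at D3 and 16 were not called (12 and 1 when adjusted over the list alone). POSTN (2.17) and the collagens COL1A1 (1.71, standard error 0.28, adjusted p = 6.8e-05), COL1A2 (1.62) and COL5A2 (1.41) were higher at E18. Camera called the group with the preset correlation alone (adjusted p = 5.7e-06, and adjusted p = 0.0755 with an estimated correlation). Endothelial markers were higher at E18 in 5 of 17 genes and lower in none (5 and 0 when adjusted over the list alone), with the tight junction protein CLDN5 at 1.89 and VWF at 1.19. With the preset correlation the group was called (adjusted p = 0.00111), and this was lost at adjusted p = 0.157 with an estimated correlation. Probe sets of COL1A2 (0.06 to 1.74), COL5A2 (-0.06 to 1.47) and VWF (0.05 to 1.19) disagree in E18 vs. D3. COL1A2 (0.71) and VWF (0.56) were not called in E18 vs. D3 with the mean of their probe sets.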

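Of 26 genes of coagulation and fibrinolysis, 13 were higher at E18, none was higher at D3 and 13 were not called (13 and 0 when adjusted over the list alone). TFPI (2.89, standard error 0.77, adjusted p = 0.00631), PROZ (1.90), KLKB1 (1.50), PROS1, a cofactor of protein C (1.47), and prothrombin F2 (1.34) were among them. By camera the group was called with either correlation (adjusted p = 2.0e-08, and adjusted p = 0.0312 with an estimated correlation). Of the 12 genes on the paper's sheet for prothrombin activation, 11 have a named probe set, 9 called higher at E18 and 0 at D3; the sheet was picked on these arrays and is not independent evidence. Probe sets of TFPI (0.70 to 2.89) and KLKB1 (0.21 to 1.50) disagree in E18 vs. D3.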

**Fig. 10:**
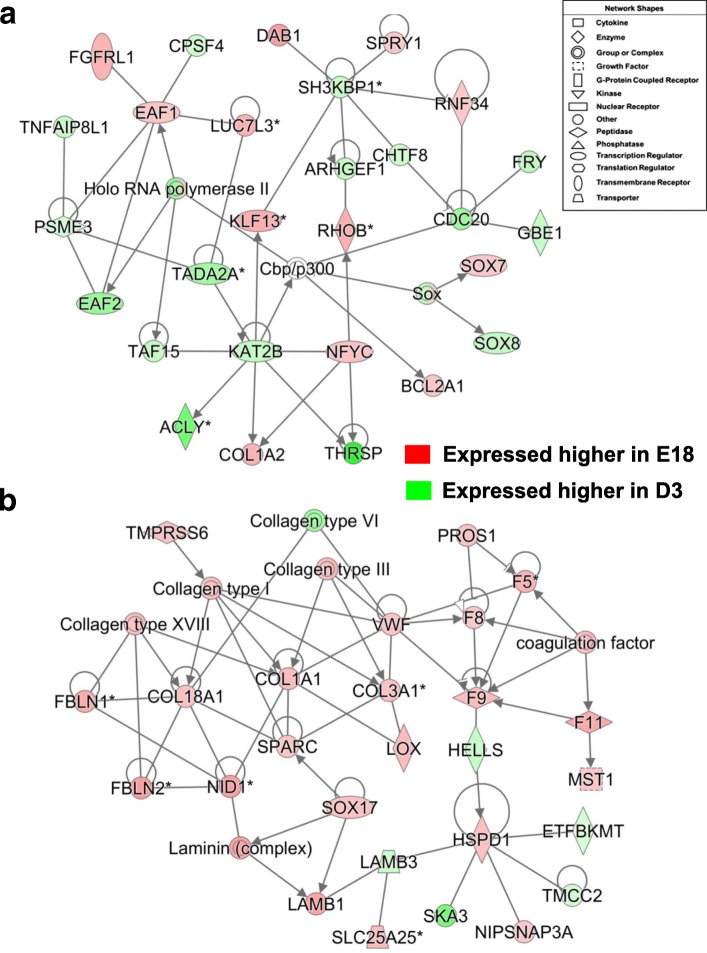
The top panel (**a**) depicts another gene interaction network identified by IPA in the E18 vs. D3 contrast. This gene network, functionally annotated by IPA as “Cell Signaling”, shows interactions of eight transcription factors (*NFYC, THRSP, KAT2B, KLF13, EAF1, EAF2, SOX7* and *SOX8*) and their direct target genes. The second gene network (**b**) was functionally annotated by IPA as “Hematological System Development and Function”. This network of genes, which are highly expressed in liver of E18 embryos, involves interactions among six blood clotting factors [*F5, F8, F9, F11, PROS1* and von Willebrand factor (*VWF*)] with macrophage stimulating 1 (*MST1*), the chromatin remodeling gene [helicase lymphoid specific (*HELLS*)], a mitochondrial chaperone [heat shock protein family D (Hsp60) member 1 (*HSPD1*)], SRY-box 7 (*SOX7*), several collagen genes (*COL1A1*, *COL3A1* and *COL18A1*), fibulin 1–2 (FBLN1, FIBLN2) and components of the extracellular matrix [secreted protein acidic and cysteine rich (*SPARC*), laminin subunit beta-1, − 3 (*LAMB1, LAMB3*) and lysyl oxidase (*LOX*)]

#### E20 vs. D3 contrast

The E20 vs. D3 contrast identified 1775 AR-DEGs, whose functional analysis is summarized in Table 6. The top canonical pathways occupied by these AR-DEGs were related to “Cholesterol Biosynthesis”, the “Complement System”, “LXR/RXR Activation” and “Intrinsic Prothrombin Activation Pathway”. The top transcription regulators in the E20 vs. D3 contrast were TP53, PPARA, E2F4, E2F1 and FOXO3. Within the “Molecular and Cellular Functions” category, IPA identified “Cell Cycle’, “Cellular Assembly and Organization”, DNA Replication, Recombination, and Repair”, “Lipid Metabolism”, and “Small Molecule Biochemistry” as over-represented sub-categories. Over-populated physiological functions subcategories included “Organismal Survival”, “Connective Tissue Development” and “Tissue Morphology”. The top “Toxicity Functions” identified by IPA included “LXR/RXR Activation, Cholesterol Biosynthesis, Fatty Acid Metabolism” and “FXR/RXR Activation”. Among the top 10 “Up-regulated Genes” in the E20 vs. D3 contrast were *MOGAT1, PDK4, CPT1A* (a major regulator of fatty acid β-oxidation) and *IGFBP2*. 

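MOGAT1 (5.27, standard error 0.36, adjusted p = 2.8e-10), PDK4 (5.04, standard error 0.22, adjusted p = 1.4e-13), CPT1A (4.27, standard error 0.26, adjusted p = 5.8e-11) and IGFBP2 (3.68, standard error 0.22, adjusted p = 3.4e-11) were higher at E20 than at D3. LPL (2.07), ADIPOQ (2.02) and DIO3 (2.82) were also higher at E20.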

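THRSP had a log2 ratio of -9.13 (standard error 0.36, adjusted p = 1.9e-14) in E20 vs. D3, SCD -5.80 (standard error 0.15, adjusted p = 2.5e-17) and FASN -5.26 (standard error 0.17, adjusted p = 1.1e-15). SQLE (-5.00), ELOVL5 (-4.48) and FADS2 (-5.45) were higher at D3 as well, as was PNPLA3 (-3.66). Probe sets of FADS2 (-5.45 to 0.23) disagree in E20 vs. D3.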

The highest DEGs found in the liver of D3 hatchlings are involved in lipogenesis [*THRSPA, SQLE, FASN, SCD, ELOVL5* and *FADS2*).

**Table 6:** IPA summary of the liver transcriptome in the E20 vs. D3 contrast

Top Canonical Pathways	*p*-value	Overlap	Ratio
Super-pathway of Cholesterol Biosynthesis	1.97E-09	69.6%	16/23
Cholesterol Biosynthesis I-III	1.82E-07	90.0%	9/10
Complement System	5.41E-07	58.3%	14/24
LXR/RXR Activation	7.87E-06	34.7%	25/72
Intrinsic Prothrombin Activation Pathway	2.00E-05	55%	12/20
Top Upstream Regulators	*p*-value of overlap		# Target genes
TP53	2.52E-23		257
PPARA	1.23E-20		100
E2F4	3.03E-20		71
E2F1	5.46E-18		105
FOXO3	6.20E-16		77
Top Molecular and Cellular Functions	*p*-value		# Genes
Cell Cycle	8.31E-04 - 5.90E-14		392
Cellular Assembly and Organization	8.35E-04 - 5.90E-14		188
DNA Replication, Recombination, and Repair	8.31E-04 - 5.90E-14		294
Lipid Metabolism	8.39E-04 - 1.88E-11		333
Small Molecule Biochemistry	8.39E-04 - 1.88E-11		382
Physiological System Development and Function	*p*-value		# Genes
Organismal Survival	2.88E-04 - 1.37E-05		470
Connective Tissue Development and Function	2.59E-04 - 1.65E-05		152
Tissue Morphology	2.88E-04 - 1.65E-05		219
Reproductive System Development and Function	8.08E-04 - 4.69E-05		10
Embryonic Development	5.07E-04 - 7.98E-05		35
Top Toxicity Functions	*p*-value	Overlap	Ratio
LXR/RXR Activation	1.04E-05	34.2%	25/73
Cholesterol Biosynthesis	4.67E-05	60.0%	9/15
Fatty Acid Metabolism	5.58E-05	33.3%	22/66
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	6.76E-05	39.0%	16/41
FXR/RXR Activation	1.38E-04	30.4%	24/79
Top Up-regulated Genes	log2 Ratio	Top Down-regulated Genes	log2 Ratio
MOGAT1	5.27	THRSPA	−9.13
PDK4	5.04	CDO1	−6.73
ITGBL1	4.50	SQLE	−6.70
CPT1A	4.27	NSDHL	−6.62
PPM1K	4.16	FASN	−5.84
DNAJC12	3.91	SCD	−5.80
IGFBP2	3.68	ELOVL5	−5.51
CPED1	3.66	FADS2	−5.46
ZBTB16	3.37	CDKN2B	−5.01
MT3	3.36	CYP7A1	−4.98

Ingenuity Pathway Analysis (IPA) was used for functional analysis of 1775 AR-DEGs identified in the E20 vs. D3 contrast (E20/D3 ratio). AR-DEGs with positive log2 ratios are expressed higher in liver of E20 embryos, while negative log2 ratios indicate higher expression in D3 embryos

#### D1 vs D9 contrast

Finally, the contrast of D1 vs. D9 hatchlings yielded 1036 AR-DEGs (Table 7; see Additional file 7). The top canonical pathways identified by IPA were related to cholesterol and stearate biosynthesis, the “Complement System” and “LXR/RXR Activation”. The top upstream regulators and their direct target genes found by IPA in the D1 vs. D9 contrast were PPARA, TP53, E2F4, sterol response element binding factor-2 (SREBF2) and TCF3. Under the “Molecular and Cellular Functions” category, the largest numbers of AR-DEGs were assigned to the “Cell Cycle”, “Lipid Metabolism” and “Small Molecule Biochemistry” subcategories. Under the “Physiological Systems” category, the largest number of AR-DEGs in the D1 vs. D9 contrast were found under “Connective Tissue Development and Function” and Tissue Morphology. The top five “Toxicity Functions” were “Fatty Acid Metabolism”, “Cholesterol Biosynthesis”, “LXR/RXR Activation”, “Cell Cycle: G2/M DNA Damage Checkpoint Regulation” and “Liver Necrosis/Cell Death”. The “Lipid Synthesis” subcategory contained 134 AR-DEGs, 53 were up-regulated in fasted D1 hatchlings and 81 genes were expressed higher in liver of fed D9 hatchlings (see Additional file 7). 

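From unfed D1 to fed D9 hatchlings, 14 of 20 genes of fatty acid synthesis rose and none fell (14 and 0 when adjusted over the list alone). Both correlations gave a call for the list (adjusted p = 1.0e-27, and adjusted p = 9.2e-07 with an estimated correlation). 15 of 19 genes of cholesterol biosynthesis rose and none fell (15 and 0 when adjusted over the list alone). By camera the group was called with either correlation (adjusted p = 2.6e-35, and adjusted p = 1.3e-05 with an estimated correlation). 5 of 11 genes of glycogen metabolism rose and none fell (5 and 0 when adjusted over the list alone), with adjusted p = 8.9e-06 by camera and adjusted p = 0.062 with an estimated correlation. Of 134 genes on the paper's lipid synthesis sheet, 124 have a named probe set, with 42 called higher at D1 and 69 at D9, and of its 15 cholesterol genes 11 do, with 1 and 10. These sheets were drawn from the same arrays and are not independent evidence. ME1 (-4.72), ELOVL6 (-3.70) and FASN (-3.04) were higher at D9.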

Three over-represented canonical pathways were related to AR-DEGs controlling “RXR Function”; these were “LPS/IL1 Mediated Inhibition of RXR Function”, “LXR-RXR Activation”, “FXR-RXR Activation”, and “TR-RXR Activation”. 

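IGFBP2 (3.05, standard error 0.22, adjusted p = 1.4e-09), PDK4 (2.94, standard error 0.22, adjusted p = 2.5e-09) and CPT1A (2.77, standard error 0.26, adjusted p = 1.4e-07) were higher in unfed D1 hatchlings than in fed D9 hatchlings. PTGDS (2.88), LPL (2.73) and DIO3 (2.73) were higher at D1 as well. Of 24 genes of fatty acid oxidation, 8 were higher at D1 and 1 at D9 (8 and 1 when adjusted over the list alone). With the preset correlation the group was called (adjusted p = 7.2e-04), and this was lost at adjusted p = 0.156 with an estimated correlation. Probe sets of CPT1A (0.34 to 2.77) disagree in D1 vs. D9.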

Among the highest AR-DEGs found in the liver of fasted D1 hatchlings were *IGFBP2, PDK4, PTGDS*, *PPARGC1A, CPT1A, LPL* and *DIO3* (Table 7). In contrast, the fully-fed D9 hatchling chicks showed higher expression of *CDKN2B* and several lipogenic genes including *SQLE, THRSPA, FADS2, SCD, LSS* and *PNPLA3*.

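CDKN2B was at 3.84 ± 0.13 (SD, n = 4) at D1, near background, and 12.30 ± 0.11 at D9 (adjusted p = 2.8e-15), so the size of its ratio has only a lower bound. Of lipid genes, THRSP (-6.39, standard error 0.36, adjusted p = 1.4e-11), FADS2 (-6.19, standard error 0.19, adjusted p = 1.6e-16), SQLE (-6.18) and SCD (-6.11, standard error 0.15, adjusted p = 8.0e-18) were higher at D9. BHLHE41, a clock repressor (-6.63), CDO1 (-6.10) and UCHL1, a deubiquitinase (-5.86), were also higher at D9. Probe sets of FADS2 (-6.19 to 0.05) and UCHL1 (-5.86 to 0.01) disagree in D1 vs. D9.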

**Table 7:** IPA summary of the liver transcriptome in the D1 vs. D9 contrast

Top Canonical Pathways	*p*-value	Overlap	Ratio
Superpathway of Cholesterol Biosynthesis	2.07E-08	73.9%	17/23
Cholesterol Biosynthesis I-III	3.03E-06	90.0%	9/10
Complement System	8.89E-06	41.7%	10/24
Stearate Biosynthesis	1.36E-05	36.7%	11/30
LXR/RXR Activation	1.42E-05	25%	18/72
Top Upstream Regulators	*p*-value of overlap		# Target genes
PPARA	4.31E-29		86
TP53	1.01E-24		179
E2F4	8.06E-18		51
SREBF2	8.28E-18		29
TCF3	9.21E-17		59
Top Molecular and Cellular Functions	*p*-value		# Genes
Cell Cycle	5.90E-04 - 5.96E-16		236
Cellular Assembly and Organization	6.09E-04 - 5.96E-16		103
DNA Replication, Recombination, and Repair	4.27E-04 - 5.96E-16		128
Lipid Metabolism	5.51E-04 - 1.94E-15		248
Small Molecule Biochemistry	5.51E-04 - 1.94E-15		281
Physiological System Development and Function	*p*-value		# Genes
Connective Tissue Development and Function	5.90E-04 - 2.82E-07		129
Tissue Morphology	5.90E-04 - 2.82E-07		172
Reproductive System Development and Function	5.51E-04 - 7.32E-07		16
Digestive System Development and Function	5.51E-04 - 1.50E-05		56
Hepatic System Development and Function	8.31E-05 - 1.50E-05		55
Top Toxicity Functions	*p*-value	Overlap	Ratio
Fatty Acid Metabolism	1.66E-07	30.3%	20/66
Cholesterol Biosynthesis	5.16E-07	60.0%	9/15
LXR/RXR Activation	1.74E-05	24.7%	18/73
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	7.32E-05	29.3%	12/41
Liver Necrosis/Cell Death	1.07E-04	15.9%	35/220
Top Up-regulated Genes	log2 Ratio	Top Down-regulated Genes	log2 Ratio
CHODL	3.79	CDKN2B	−8.46
SRL	3.78	SQLE	−7.71
IGFBP2	3.05	THRSPA	−6.39
PDK4	2.95	FADS2	−6.19
PTGDS	2.89	SCD	−6.11
ACBD7	2.88	CDO1	−6.10
PPARGC1A	2.80	UCHL1	−5.86
CPT1A	2.77	LSS	−5.40
LPL	2.73	ENPEP	−5.17
DIO3	2.73	PNPLA3	−5.14

Ingenuity Pathway Analysis (IPA) was used for functional analysis of 1036 AR-DEGs identified in the D1 vs. D9 contrast (D1/D9 ratio). AR-DEGs with positive log2 ratios are expressed higher in liver of D1 embryos, while negative log2 ratios indicate higher expression in D9 embryos

Two gene interaction networks from the D1 vs. D9 contrast were functionally annotated by IPA as involved in “Lipid Metabolism” (Fig. 11). As shown in Fig. 11a, several lipogenic transcription factors [*SREBF2, THRSPA, MID1IP1* (a THRSP paralog)*, PLAGL, JUN* and *CREM*] control expression of multiple metabolic enzymes (*ACACA, HMGCR, FDPS, SQLE, AACS, LSS, CYP8B1*, *IDI1, MVD, COMT, FBXL12* and *ACAT2*), kinases (*MASTL, SIK1*), a phosphatase (*LPIN1*), and transporters (*STARD4* and *SLC6A6*). The gene network in Fig. 11b shows interactions of five transcription factors (*PPARG, PPARGC1A, NR0B1, NCOR1*and *ZBTB20*) with key lipogenic metabolic enzymes (*FASN, ME1, CPT1A*), growth factors (*IGF1*), binding proteins (*IGFBP1, IGFBP2, IGFALS*) and the adiponectin receptor (*ADIPOR2*). Other direct targets of *PPARG* shown in this gene network were *NDRG1, PLIN2, PER3* and *VNN1*.

**Fig. 11:**
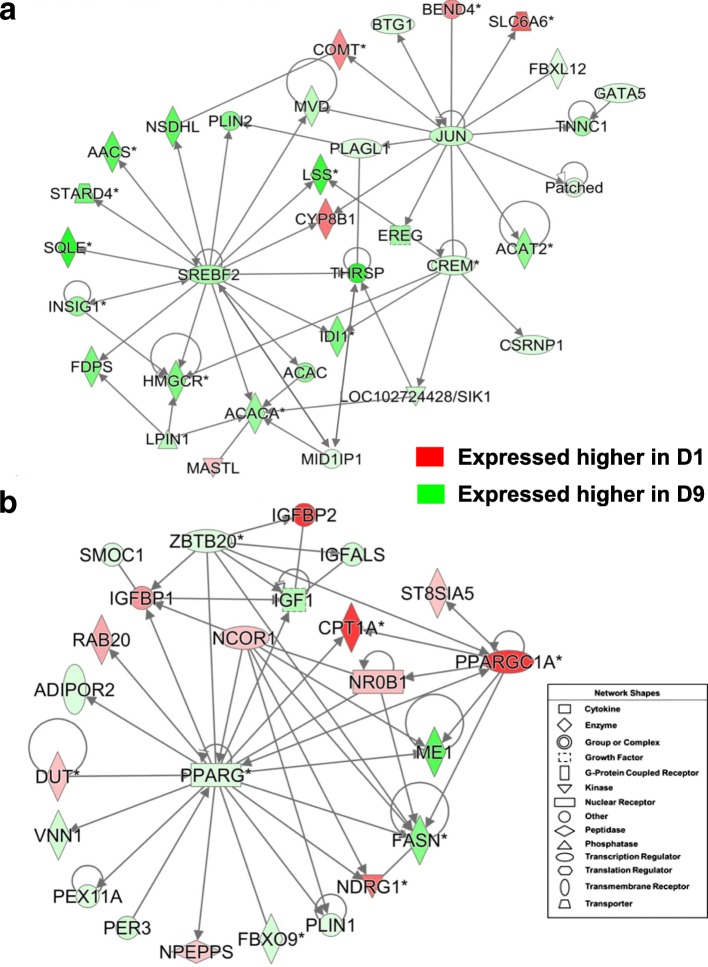
The D1 vs. D9 contrast revealed two distinct gene networks centered on interaction among multiple lipogenic transcription factors. The gene network shown in Panel **a** was functionally annotated as “Lipid Metabolism”. Seven upstream regulators [*THRSP,* MID1 interacting protein 1 (*MID1IP1* or *THRSPL*)*, SREBF2,* cAMP responsive element modulator (*CREM*)*,* Jun proto-oncogene, AP-1 transcription factor subunit (*JUN*)*,* BTG anti-proliferation factor 2 (*BTG2*) and PLAG1 like zinc finger 1 (*PLAGL1*] and their direct target genes were mainly expressed at higher levels in liver of fed D9 hatchlings. The gene network in Panel **b** focusses on interactions of *PPARG*, which was expressed higher in liver of fully-fed D9 hatchlings, with four other transcription factors, three of which (*NCOR1, NR0B1* and *PPARGC1A*) were more abundant in liver of fasted D1 hatchling chicks

The final gene interaction network (Fig. 12a) was also identified in the D1 vs. D9 contrast and functionally annotated by IPA as belonging to “Energy Production” and “Lipid Metabolism”. This network is centered on interactions among four lipogenic TFs (*THRSPA, PPARG, PPARD* and *KLF15*), where *PPARG* and *PPARD* share seven target genes (*PER3, DUT, CPT1A, THRSPA, LPIN1, ACOX2* and *PDK4*). 

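PPARG (-0.89, standard error 0.16, adjusted p = 5.1e-04), ADIPOR2 (adjusted p = 1.5e-07), the ubiquitin ligase parts FBXO9 (-1.13) and HECTD2 (-0.76), ELOVL2 (-3.10) and FDPS (-3.72) were higher at D9 than at D1. ELOVL1 (-0.73) and PEX11A, a protein of peroxisome division (-0.76), were not called. KLF15 (0.91, standard error 0.19, adjusted p = 0.00182), HADHB (1.09) and EHHADH (1.02) were higher at D1. PLAGL1 (-0.59) and the corepressor NCOR1 (0.65) were not called. Probe sets of ADIPOR2 (up to -0.42), FBXO9 (-1.13 to 0.05), HECTD2 (-0.83 to -0.61), ELOVL1 (-0.91 to -0.73) and NCOR1 (-0.01 to 0.84) disagree in D1 vs. D9. ADIPOR2 (-0.42) and HECTD2 (-0.83, adjusted p = 0.0679) were not called in D1 vs. D9 with their probe sets of largest variance. ADIPOR2 (-0.71), FBXO9 (-0.73) and HECTD2 (-0.74) were not called in D1 vs. D9 with the mean of their probe sets. ELOVL1 (-0.91) was called in D1 vs. D9 with its probe set of largest variance. ELOVL1 (-0.79) was called in D1 vs. D9 with the mean of its probe sets. The call of HECTD2 in D1 vs. D9 was lost without E16 replicate 1 (-0.76, adjusted p = 0.0506), D1 replicate 1 (-0.81, adjusted p = 0.0592), D1 replicate 2 (-0.72), D1 replicate 3 (-0.58), D9 replicate 1 (-0.81, adjusted p = 0.0621), D9 replicate 3 (-0.81, adjusted p = 0.0568) or D9 replicate 4 (-0.51), with the hybridization day as a block (-0.76, adjusted p = 0.0504), in a fit of only the ages compared (-0.76, adjusted p = 0.134), or without both E18 replicate 2 and D9 replicate 1 (-0.81, adjusted p = 0.0588). ELOVL1 was called in D1 vs. D9 without D1 replicate 3 (-0.82), D9 replicate 1 (-0.83) or D9 replicate 4 (-0.78), after cyclic loess normalization (-0.78), or without both E18 replicate 2 and D9 replicate 1 (-0.83). PEX11A was called in D1 vs. D9 without D9 replicate 1 (-0.97) or D9 replicate 4 (-0.97), or without both E18 replicate 2 and D9 replicate 1 (-0.97).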

The TF *PPARG* and several of its direct targets are expressed at higher levels in liver of D9 hatchlings, including *ADIPOR2, FBXO9, ELOVL6, ELOVL2, ELOVL1, HSD17B12, PEX11A, HECTD2, VNN1* and *FDPS.* The fasting-induced transcriptional factor *KLF15* and four direct gene targets (*HADHA, HADHB, EHHADH* and *PDK4*) are expressed higher in liver of fasted D1 hatchlings. The Ingenuity Upstream Regulator Analysis (Fig. 12b) identified 30 AR-DEGs in the D1 vs. D9 contrast as direct targets of *PPARG,* where only 9 genes were up-regulated in the fasted D1 hatchlings. Consequentially, IPA predicted that PPARG would be inhibited (blue gene symbol and blue arrows), since 21 of its target genes are down-regulated (green symbols) AR-DEGs in this contrast. Based on known relationships in the Ingenuity Knowledge Base, Ingenuity predicts that inhibited PPARG would block the expected activation (blunt orange lines) of *CDK1, CPT1A* and *LPL*. Ingenuity predicts that *KLF15* would be activated, which would lead to activation (up-regulation) of seven direct targets (*ACSL1, EHHADH, FABP5, HADHA, HADHB* and *PDK4*) as indicated by the orange arrows. Interestingly, *KLF15*, a key transcriptional regulator of gluconeogenesis, was highly expressed in liver of fasted D1 hatchling chicks, as revealed by three pairwise contrasts (E18 vs. D1; D1 vs. D3; and D1 vs. D9).

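KLF15 was higher at D1 than at D3, at 1.00 (standard error 0.19, adjusted p = 0.00125), and lay at 10.00 ± 0.46 (SD, n = 4) at D3 and 10.09 ± 0.07 at D9. From D1 to D3, 12 of 20 genes of fatty acid synthesis rose and none fell (13 and 0 when adjusted over the list alone), with SCD at -5.58. Both correlations gave a call for the list (adjusted p = 8.7e-31, and adjusted p = 4.0e-07 with an estimated correlation). 7 of 20 complement genes fell and none rose (7 and 0 when adjusted over the list alone), with MASP2 of the lectin pathway at 1.58. By camera the group was called with either correlation (adjusted p = 4.2e-10, and adjusted p = 0.021 with an estimated correlation). Probe sets of MASP2 (0.17 to 2.13) disagree in D1 vs. D3.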

**Fig. 12:**
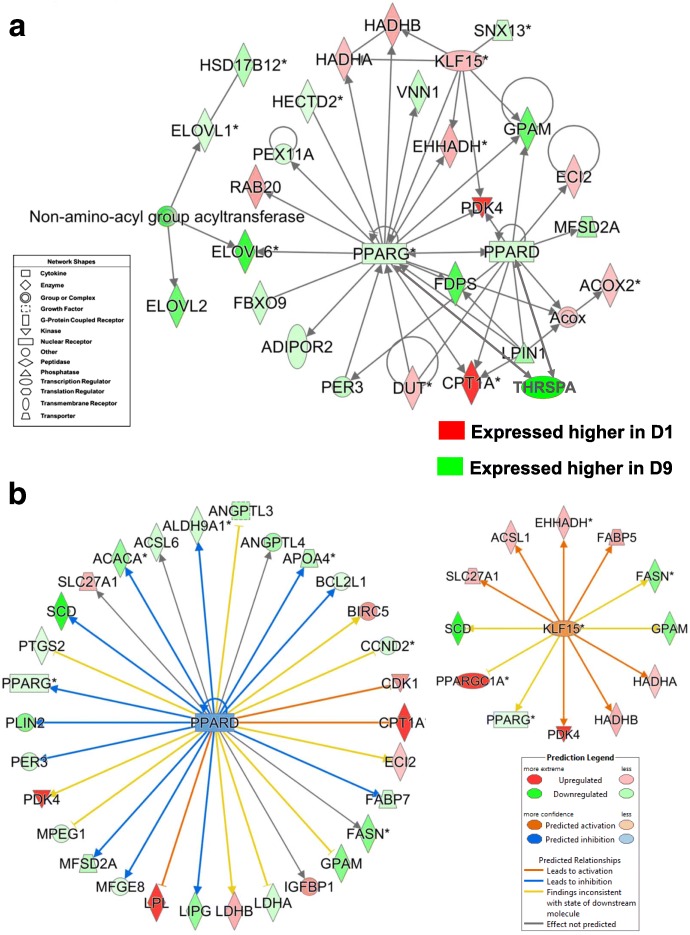
This gene network from the D1 vs. D9 contrast was functionally annotated by IPA as “Energy Production, Lipid Metabolism”. Panel **a** shows interactions among several lipogenic transcription factors [*THRSPA, PPARG, PPARD* and Kruppel like factor 15 (*KLF15*)] and their direct target genes, which are mainly expressed at greater levels in liver of D9 hatchlings. However, four target genes of *KLF15,* itself upregulated, were up-regulated in the liver of D1 hatchlings [i.e., hydroxyacyl-CoA dehydrogenase trifunctional multi-enzyme complex subunit alpha (*HADHA*), *HADHB*, enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase (*EHHADH*) and pyruvate dehydrogenase kinase 4 (*PDK4*)]. Panel **b** shows known direct targets of *PPARD* and *KLF15* and Ingenuity predictions of inhibition (blue arrows) or activation (dark orange arrows) of both the up-stream regulator and its respective gene targets. Ingenuity predicts inhibition of *PPARD*, due to the majority of downregulated target genes in the D1 vs. D contrast, which would lead to inhibition of 12 genes (blue arrows), whereas the blunt orange lines predict that PPARD actively inhibits cyclin dependent kinase 1 (*CDK1*), carnitine palmitoyltransferase 1A (*CPT1A*) and lipoprotein lipase (LPL), which are highly expressed in liver of fasted D1 hatchlings. Ingenuity predicts that activation of *KLF15* in fasted D1 hatchlings would lead to activation of seven known target genes [solute carrier family 27 member 1 (*SLC27A1*), acyl-CoA synthetase long chain family member 1 (*ACSL1*), *EHHADH, FABP5, HADHA, HADHB* and *PDK4*], although uncertainty exists about KLF15’s action on five other AR-DEGs as indicated by the blunt yellow edges

### qRT-PCR analysis and verification of differential expression of 15 candidate DEGs

Hepatic expression patterns of seven DEGs that were expressed higher in embryos and an invariant gene (*COX7A2L*) during the embryo-to-hatchling transition were examined by qRT-PCR analysis (Fig. 13). Six genes (*MOGAT1, PDK4, FZD2, LDHB, DIO3* and *ADIPOQ*) show higher log-based expression in embryos and a sharp decline after hatching. Surprisingly, hepatic expression of *DIO1* was relatively stable, except in E18 embryos where *DIO1* was slightly elevated. The invariant gene (*COX7A2L*) was used by geNorm software for normalization of the qRT-PCR expression levels. The expression patterns of eight lipogenic genes during the embryo-to-hatching transition are depicted in Fig. 14. The hepatic expression of *THRSPA* and *SCD* was log-scale and increased exponentially, reaching a plateau in liver of fed hatchlings between D3 and D9. Similar log-scale expression patterns were found for fiv other metabolic genes (*ME1, SCD, FASN, ATPCL* and *ELOVL6*), while *HMGCL* and *HMGCS2* only showed a slight increase in transcript abundance in D9 hatchlings.

**Fig. 13:**
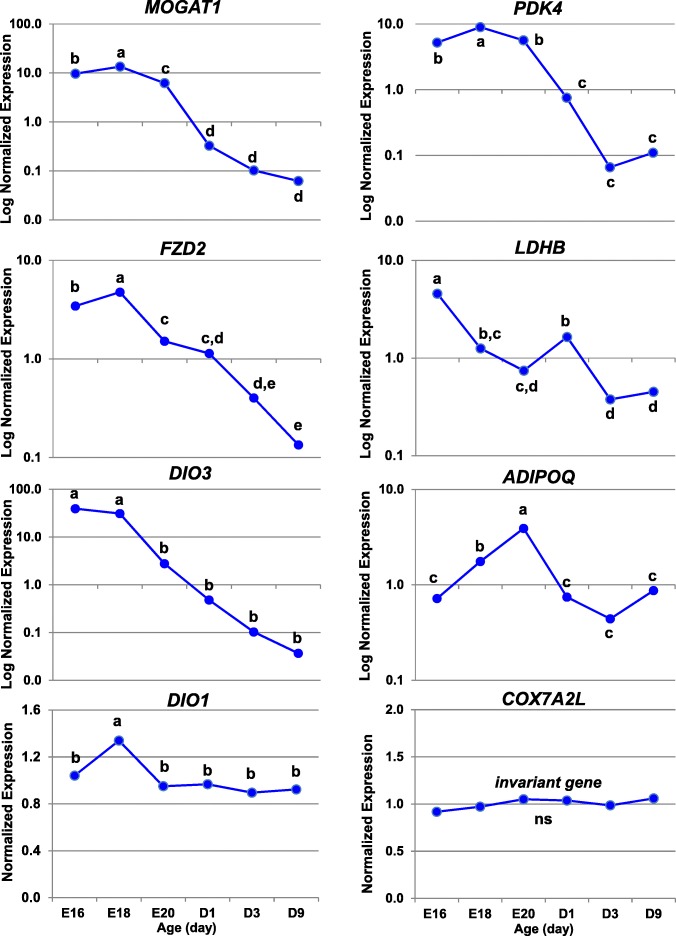
This figure depicts the qRT-PCR analysis of seven “lipogenic” DEGs identified by genome array analysis. Each value represents the mean ± SEM of four biological samples (individual embryo or hatchling liver) and their two technical replicates in the qRT-PCR analysis. Values possessing different superscripts are significantly different as determined by ANOVA and mean separation using Duncan’s Multiple Range Test in SAS. These genes are mainly involved in lipolysis and energy catabolism; and all are expressed at higher levels in embryos, with the exception of the invariant gene cytochrome c oxidase subunit 7A2 like *(COX7A2L)*. The invariant gene was one of three housekeeping genes used for normalization of transcript abundance in liver of embryos and hatchling chicks. *Gene symbols*: Monoacylglycerol O-acyltransferase 1(*MOGAT1*); pyruvate dehydrogenase kinase 4 (*PDK4)*; frizzled class receptor 2 (*FZD2*); lactate dehydrogenase B (*LDHB*); iodothyronine deiodinase 3 (*DIO3*); iodothyronine deiodinase 1 (*DIO*); and adiponectin, C1Q and collagen domain containing (*ADIPOQ*)

**Fig. 14:**
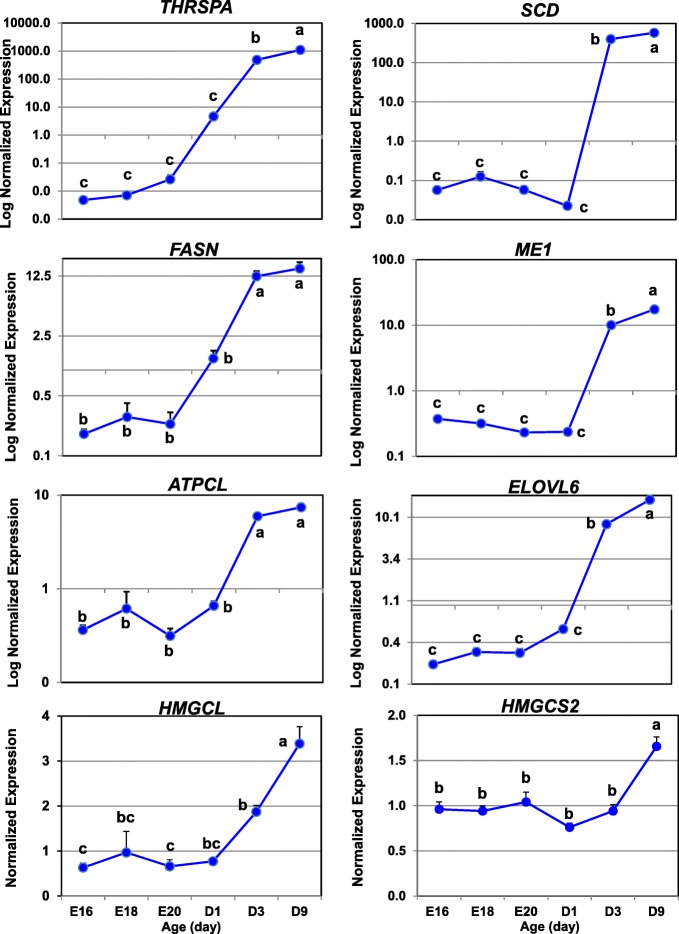
This figure shows the qRT-PCR analysis of eight “lipogenic” genes, which were originally identified as DEGs by genome array analysis. These genes were more abundant in liver of hatchlings. Each value represents the mean ± SEM of four biological samples (individual embryo or hatchling liver) and their two technical replicates. Values possessing different superscripts across ages were significantly different as determined by ANOVA and mean separation using Duncan’s Multiple Range Test in Statistical Analysis System (SAS)*Gene symbols*: Thyroid hormone-responsive Spot 14 protein, alpha (*THRSPA*); delta-9 desaturase (*SCD*); fatty acid synthase (*FASN*); malic enzyme 1, NADP(+)-dependent, cytosolic (*ME1*); ATP citrate lyase (*ATPCL*); ELOVL fatty acid elongase 6 (*ELOVL6*); 3-hydroxy-3-methylglutaryl-CoA lyase (*HMGCL*); and 3-hydroxy-3-methylglutaryl-CoA synthase (*HMGCS2*)

Figure 15 provides a side-by-side comparison of genome array analysis vs. qRT-PCR analysis for 13 “candidate” genes across 6 developmental ages (E16-D9). In general, transcript abundance determined by genome array analysis was of a lower magnitude than the dynamic log-scale range provided by qRT-PCR analysis, although patterns of gene expression were similar between thetwo analytical methods. Three lipolytic DEGs identified by genome array analysis (Fig. 15a, top) exhibited higher expression in liver of embryos than in hatchings [i.e., *DIO3, MOGAT1* and pyruvate dehydrogenase kinase 4 (*PDK4*)]. The deactivating deiodinase *DIO2* and the adipokine *ADIPOQ* showed a progressive increase in hepatic expression from E16 to a peak in E20 embryos. 

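ADIPOQ, an adipokine, was at 5.64 ± 0.60 (SD, n = 4) at E16, 6.70 ± 0.49 at E18, 7.62 ± 0.76 at E20, 5.77 ± 0.10 at D1, 5.60 ± 0.29 at D3 and 5.96 ± 0.24 at D9. Its log2 ratio was -1.98 (standard error 0.31, adjusted p = 1.2e-04) in E16 vs. E20 and 1.84 (standard error 0.31, adjusted p = 2.9e-04) in E20 vs. D1. The steps from E16 to E18 (-1.06) and from E18 to E20 (-0.91) were not called singly. In E16 vs. E18, DIO2 was not called either (-1.58, and -0.76 without E18 replicate 2, its highest E18 liver). ADIPOQ was called in E16 vs. E18 without E16 replicate 2 (-1.34) or E18 replicate 3 (-1.24). ADIPOQ was called in E18 vs. E20 without E16 replicate 2 (-0.91), E18 replicate 2 (-1.14), E20 replicate 1 (-1.11) or E20 replicate 4 (-1.15), or without both E18 replicate 2 and D9 replicate 1 (-1.14).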

Although *DIO2* levels were lower in D1 and D3 hatchlings, a peak in abundance was reached in D9 hatchlings. 

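DIO2 was at 10.91 ± 0.61 (SD, n = 4) at D1 and 11.96 ± 0.77 at D9. None of E20 vs. D1 (0.18), E20 vs. D3 (-1.03), D1 vs. D3 (-1.20) and D3 vs. D9 (0.16) called DIO2. The ratio of DIO2 in E20 vs. D1 changed sign without E20 replicate 3 (-0.42) or D1 replicate 4 (-0.06). The ratio of DIO2 in D3 vs. D9 changed sign without D3 replicate 4 (-0.12) or D9 replicate 3 (-0.22).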

The qRT-PCR analysis (Fig. 15a, bottom) revealed high magnitude (log2) expression of *DIO3, MOGAT1* and *PDK4,* which were highest in E16 and E18 embryos and lowest in liver of fully-fed D3 and D9 hatchlings. Likewise, the hepatic abundance of *ADIPOQ, FZD2* and *LDHB* transcripts were also elevated in embryos compared to hatchlings, albeit with lower amplitudes. 

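ACLY was at 9.75 ± 0.12 (SD, n = 4) at E18, 10.98 ± 0.05 at D1 and 13.65 ± 0.23 at D3, and ME1 was at 9.32 ± 0.33, 9.24 ± 0.13 and 13.43 ± 0.34. ELOVL6, which lengthens palmitate, was at 8.06 ± 0.26 at E16 and 13.27 ± 0.12 at D9. From D1 to D3 the log2 ratios were -2.67 for ACLY, -4.20 for ME1, -3.01 for ELOVL6, -2.77 for FASN and -6.03 for THRSP, with adjusted p between 1.5e-14 and 1.6e-10.

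**Figure D5:**
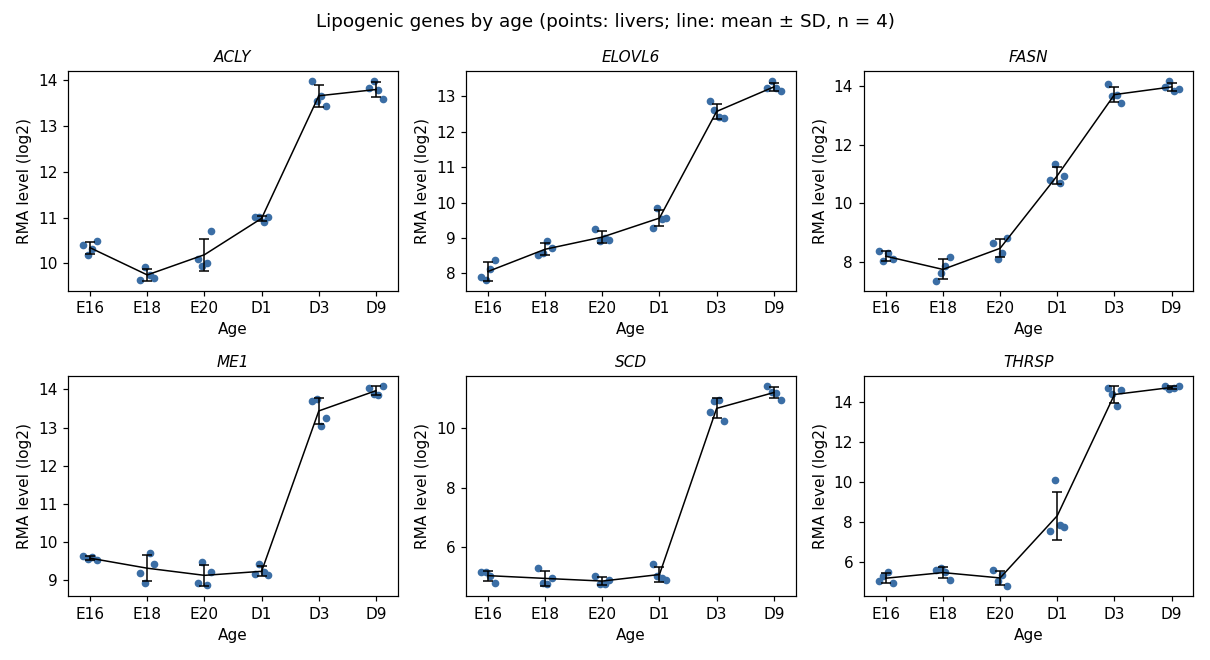
Log2 RMA levels of ACLY, ELOVL6, FASN, ME1, SCD and THRSP on each of the 24 arrays by age, with lines through the age means and bars for the SD (n = 4). Each gene is higher at D3 and D9 than at any earlier age.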

Seven DEGs identified by genome array analysis (Fig. 15b, top) displayed relatively low expression in liver of embryos with a sharp rise in expression in fully-fed D3 and D9 hatchlings. The developmental pattern and large-amplitude expression of *THRSPA*, *ME1* and *ELOVL6* transcripts were almost identical and reached a plateau in liver of fed D3 and D9 hatchlings. *HMGCL* levels were similar across embryonic ages and only slightly greater in D3 and D9 chicks. Also, the abundance of *SCD* was low in embryos and fasted D1 hatchlings, with a sharp increase in fed D3 and D9 hatchlings. In contrast, qRT-PCR analysis (Fig. 15b, bottom panel) shows an extremely high abundance of *THRSPA* and *SCD* in liver of D3 and D9 hatchlings that was several orders of magnitude greater than in liver of embryos (E16-E20). Five hepatic genes (*FASN, ME1, ATPCL, ELOVL6* and *HMGCL*) had higher expression levels, albeit with a lower amplitude, in D3 and D9 hatchlings. 

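DIO1, which makes and clears T3, had mean levels from 11.32 at D9 to 11.67 at D3 (n = 4 per age) and was called in none of the 14 contrasts. Between embryos and hatchlings its log2 ratio was 0.07 (standard error 0.06, adjusted p = 0.444).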

We were surprised to find that hepatic expression of *DIO1* was rather stable across embryonic (E16-E20) and hatchling (D1-D9) ages. Furthermore, *DIO1* was not detected as a DEG by genome array analysis or qRT-PCR analysis; therefore, *DIO1* was considered an invariant gene and not included in the Pearson’s Correlation Analysis.

**Fig. 15:**
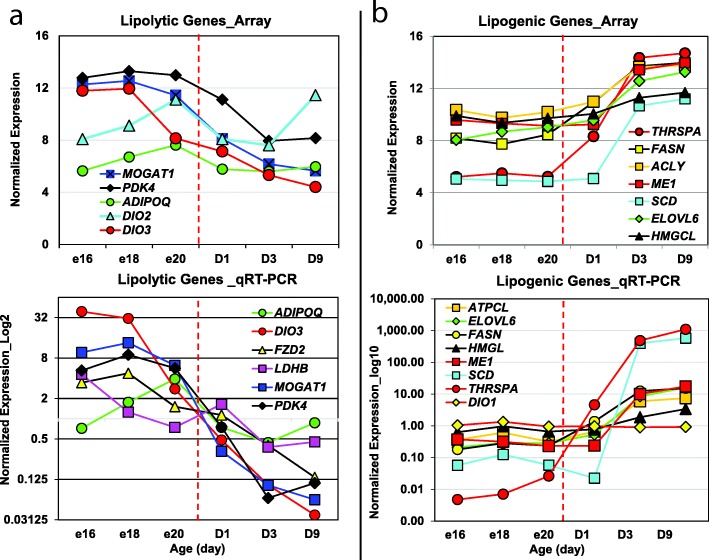
This figure provides the side-by-side comparison of gene expression levels determined by genome microarray analysis and their verification by qRT-PCR analyses for 15 candidate DEGs. This four panel figure provides visual contrasts of lipolytic (Panel **a**) and lipogenic (Panel **b**) genes and their differential expression determined by two independent analyses of 24 biological samples (12 embryos and 12 hatchlings). In Panel **a**, the normalized expression levels of five lipolytic DEGs from genome array analysis and time-course verification by qRT-PCR analysis are displayed in respective order, with genome array data in the top panel and its verification by qRT-PCR analysis in the bottom panel. Panel **b** shows hepatic expression patterns of seven lipogenic genes (*THRSPA, SCD, ME1, FASN, ELOVL6, ACLY* and *HMGCL*) as determined by genome array (top) and by qRT-PCR (bottom) analyses. Log scale expression levels were achieved by qRT-PCR analysis as shown in both bottom panels. Relative expression levels obtained by these two independent methods were used for Pearson’s correlation analysis and the determination of the Pearson’s correlation coefficient (see Additional file 8). *Note*: *DIO1* was considered an invariant gene; therefore, *DIO1* expression was not included in the Pearson’s Correlation Analysis

The Pearson’s correlation coefficient (*r* = 0.929; 11 degrees of freedom) indicates a highly significant (*P* ≤ 0.01) correlation between gene expression levels obtained from both microarray and qRT-PCR analyses (Additional file 8). As expected, there was close agreement in hepatic transcript abundance between expression platforms (microarray and qRT-PCR analyses); the major difference was the large-magnitude log-scale expression levels achieved by qRT-PCR analysis, albeit the developmental expression patterns were quite similar.

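Array and qRT-PCR levels over the 6 ages were compared for 12 genes, among them the deiodinase DIO3, the kinase PDK4 and the lipogenic genes FASN and ME1. On log2 scales Pearson's r across the 6 age means was between 0.958 and 0.999, with a mean of 0.984, and with qRT-PCR on its linear scale between 0.862 and 0.986, with a mean of 0.931. Spearman's rho had a mean of 0.905 and was lowest for SCD (0.486). In exact permutation tests over the 720 orders of the ages, each of the 12 genes had a p of 0.05 or less for r on log2 scales, before and after Benjamini-Hochberg adjustment over the 12, and the smallest p was 0.00139, the smallest they allow. Without the 2 ages farthest from the median, r was 0.8 or more for 9 of 12 genes, 0.786 for ADIPOQ, 0.208 for ACLY and -0.567 for SCD, and the relations of ACLY and SCD rest on those ages. The log2 range was wider by qRT-PCR for all 12 genes, with a median slope of 1.29.

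**Figure D6:**
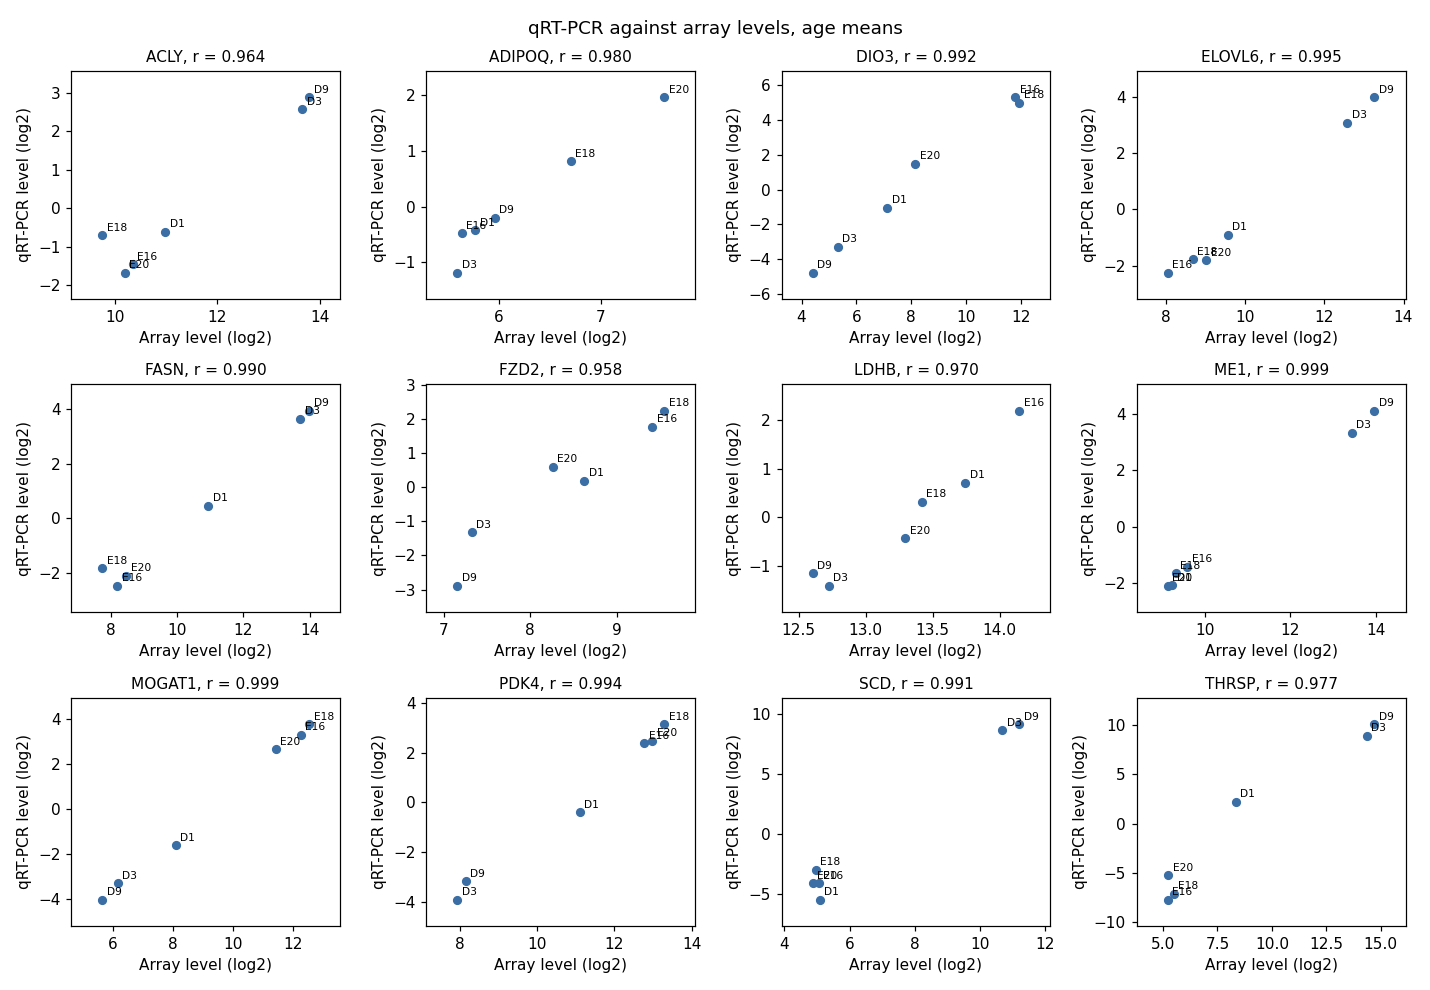
Log2 qRT-PCR levels against log2 array levels for 12 genes, each a panel with 6 points for the age means, labelled by age, and Pearson's r. The r values run from 0.958 to 0.999.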

## Discussion

The present study of liver during the embryo-to-hatchling transition (or peri-hatch period) provides a detailed view of the innate choreography of major transcriptional responses involved in the abrupt switch from a lipid-laden ectotherm (embryo) to a free-living endotherm (hatchling chick). We have identified several transcription factors (*PPARA*, *PPARGC1A, KLF15, SIRT1, SERTAD2* and *NR1H4*) which interact with each other and their respective target genes in late embryos as they utilize yolk lipids and prepare for hatching on E21. Upon feeding, hatchling chicks abruptly increase expression of several ligand-activated transcription factors (*THRSPA, SREBF2, PPARG, PPARD* and *KLF11*) which in turn control numerous down-stream metabolic enzymes, transporters and kinases/phosphatases to support greater rates of energy expenditure for lipogenesis, adipogenesis and somatic growth. Hierarchical clustering revealed two opposing patterns of gene expression in liver during the peri-hatch period, where Cluster A had higher expression in embryos, which sharply declined after hatching (see Fig. 1). In contrast, Cluster B genes exhibited lower expression in embryos, which was followed by an exponential increase in abundance of numerous lipogenic genes in fully-fed D3 and D9 hatchlings. These two distinct patterns represent clusters of functionally-related genes that are similar to those found in our original transcriptional profiling of liver in embryos and hatchlings during the peri-hatch period using a prototype 3.2 K chicken liver microarray [19, 30, 31]. Self-organizing maps (SOMs) analysis of the first transcriptional scans using our 3.2 K liver cDNA array (NCBI GEO Platform No. GPL1742) revealed similar distinct patterns of transcript abundance. Cluster 11 contained 46 genes with higher expression in embryos, whereas Cluster 3 (21 genes) had lower expression in embryos with a sharp elevation in hatchlings [19]. Higher resolution of functionally related gene clusters, unique to embryos and to hatchling chicks, was achieved with our spanning-tree clustering method (see Fig. 3 in [31]). Our original transcriptional profiling analysis with a low density 3.2 K microarray provided us with a coarse view of the topography of hepatic gene expression during the embryo-to-hatchling transition. The present transcriptional analysis using chicken genome arrays has greatly expanded the repertoire of responsive hepatic genes involved in the embryo-to-hatchling transition and considerable insight into the regulatory and metabolic pathways that control the abrupt switch from embryonic ectotherm to hatchling endotherm.

### Transcriptional regulation of metabolism during the peri-hatch period

The present study utilized multiple pairwise contrasts between embryos and hatchlings to gain even greater resolution by populating canonical pathways and biological processes with DEGs, which provide homeorhetic control over metabolism during the peri-hatch period. The primary contrast of all embryos against all hatchlings revealed a large number of hepatic DEGs (284 genes) that are involved in lipid metabolism (Table 1). And of these, 149 DEGs belong to the lipid synthesis pathway, where only one-third (54) of the DEGs are more abundant in liver of embryos. We discovered 14 up-stream regulators that control transcription of a large number of metabolic enzymes, transporters, phosphatases and kinases in liver of embryos and hatchlings (see Fig. 4). Membrane-bound and nuclear ligand-activated receptors and G-protein coupled receptors (GCPRs) fine tune and amplify the signals mediated by a few critical transcription factors. These enhanced metabolic activities are enabled by a robust thyroid axis and deiodinases with opposing actions. In the embryo liver, DIO3 converts the prohormone T_4_ into inactive rT_3_ until the moment the embryo pips through its shell and begins pulmonary respiration [16]. Furthermore, the abrupt rise in regulated body temperature (Tb = 42–44 °C) of precocial hatchling chicks is supported by increased hepatic DIO2 activity, which converts T_4_ into metabolic T_3_, the major hormone of thermoregulation and energy expenditure. *DIO3* was one of the highest DEGs in liver of embryos, whereas *DIO2* was the highly-expressed and opposing deiodinase found in liver of hatchlings by multiple contrasts. Initially, DIO1 was considered to be the major hepatic deiodinase providing active thyroid hormone (T_3_) for rapid growth and metabolism in hatchling chicks [15, 18]. The present study clearly shows that *DIO2* expression increases in E20 liver to provide metabolically-active thyroid hormone (T_3_) for hatching and reaches maximum expression in fully-fed rapidly-growing D9 chicks. The importance of DIO3 in deactivating T_4_ was demonstrated by the D1 vs. D9 contrast, where *DIO3* was highly expressed in liver of fasted D1 hatchlings and sharply depressed in fed D3 and D9 hatchings. The opposing actions of *DIO3* and *DIO2* on lipid catabolism or lipogenesis (respectively) were evident across multiple contrasts of embryo and hatchling liver (see Additional file 3).

As expected from our previous transcriptional scans [19, 30–35], major lipogenic transcriptional factors (*THRSPA, SREBP2, PPARG, PPARD* and *KLF11)* interact with each other to control numerous target genes encoding metabolic enzymes, transporters and kinases/phosphatases that support lipogenesis and the thermogenic drive, which sharply increases after hatching and consuming high-energy high-protein feed. Of particular interest, was the over-representation of AR-DEGs (27 genes) observed in the “THR-RXR Activation” pathway (see Additional file 4), where the most abundant DEGs expressed in embryo liver was *DIO3*, which deactivates both prohormone (T_4_) and metabolically-active (T_3_) thyroid hormone, whereas *DIO2* activates the thyroid axis by converting T_4_ to T_3_, the active thyroid hormone and major regulator of energy metabolism and lipogenesis. Furthermore, T_3_ bound to its ligand-activated receptor (THRB) sequentially activates triple T_3_-THRB binding sites on the *THRSP* promoter to provoke an exponential increase in transcription of the *THRSP* gene [36]. In the present study, *THRSPA* followed a distinct sigmoidal expression pattern during the embryo-to-hatchling transition (see Fig. 15b), as demonstrated by qRT-PCR analysis. The increased generation of T_3_ by *DIO2* in liver of hatchlings provides ligand for binding to and activating the THRB, an essential step in the progressive activation of *THRSPA*. Furthermore, activated nuclear receptor (T_3_-THRB) also serves as a binding partner (heterodimer) for several other nuclear receptors (FXR, LXR, RXR and VDR). For example, the THRSP promoter in the rat has three T_3_-THR response elements which act synergistically to provide maximal transcription of the *THRSP* gene [36]. Transcription of THRSP is regulated by several other ligand-activated nuclear receptors: SREBP1c via sterol response elements (SRE) [37], retinoic acid-RXR [38], NR1I3, pregnane X receptor (PXR), CAR-RXR complex [39], estrogen via estrogen response elements (ERE) [40], and several metabolites: [glucose bound to carbohydrate regulatory element binding protein (ChREBP) [41], polyunsaturated fatty acid [42] and prostaglandin [43]. In the present study, we identified a lipogenic gene network in the D1 vs. D9 contrast (see Fig. 11a) where *THRSP* and its paralog MID1 interacting protein 1 (*MID1IP1*) [also known as THRSPL/S14R] were up-regulated in liver of D9 hatchlings with direct interactions with *SREBF2* and *ACACA*, which encodes the rate limiting enzyme in fatty acid synthesis. Apparently, both *THRSP* and *MID1IP1* are glucose-responsive genes, which have overlapping roles in regulating expression of several lipogenic genes [44]. These observations strongly support activation of the thyroid axis in hatchlings to increase energy expenditure to meet demands of endothermy and rapid somatic growth. The present study affirms and extends our original idea that *THRSPA* controls transcription of several metabolic enzymes and transporters, which contribute to lipogenesis and the exponential growth exhibited by newly-hatched (meat-type) chicks. Previously, we have shown abundant expression of *THRSPA* in abdominal fat and liver of the chicken and demonstrated its involvement in adipogenesis and lipogenesis [19, 30, 31, 33, 34, 45, 46]. Furthermore, we discovered a 9 bp insertion/deletion polymorphism in the DNA binding domain, which is associated with the abdominal fatness trait in multiple populations of broiler chickens. Others have shown that mutations in the *THRSPA* gene are associated with fatness phenotypes in chickens [47, 48], ducks [49] and geese [50]. Taken together, *THRSPA* is obviously a major regulatory of lipogenic genes expressed in liver and visceral fat of the chicken and other poultry, like ducks and geese. A recent study in mice provides direct evidence that enhanced *THRSP* expression is controlled via a LXR-mediated, SREBP-dependent mechanism [51]. These extensive findings strongly support the full recognition of *THRSPA* as a principal transcriptional regulator of lipogenesis and adipogenesis in the chicken and other domestic birds.

The transcriptional choreography of the metabolic switch from embryo to hatchling includes interaction of several ligand-activated nuclear receptors [52] namely, farnesoid X receptor (*FXR* or *NR1H4*; activated by bile acids and cholesterol derivatives), liver X receptor (*LXR*; activated by oxysterols and other cholesterol derivatives), the orphan nuclear receptor small heterodimer partner (*SHP* or *NROB2*), which regulates metabolism of cholesterol, bile acids, fatty acids and glucose [53], and *PPARA*. The overlapping roles and interplay of the ligand-activated nuclear receptors LXR and RXR has been elegantly described as a “*ying* and *yang* relationship”, which precisely regulates bile acid, cholesterol and triglyceride metabolism [52]. Presently, most pairwise contrasts of embryo and hatchling liver transcriptomes have identified activation of LXR-RXR, and FXR-RXR heterodimers as over-represented metabolic pathways. Furthermore, we discovered other examples of opposing (or *ying-yang*) transcriptional regulators (i.e., *PPARA* vs. *PPARG*; *SIRT1* vs. *PPARG*; *SIRT1* vs. *SREBF2*; *PPARG* vs. *PPARGC1A*; *SREBF2* vs. *PPARA*; *NR0B2* vs. *NR1H4*; *THRSPA* vs. *PPARA,* and *THRSPA* vs. *PPARGC1A*) and metabolic enzymes (i.e., *DIO3* vs. *DIO2*). Furthermore, we identified 9 of the 15 known members of the Kruppel-like transcription factor (KLF) family [54] as DEGs (*KLF2, KLF3, KLF6, KLF9, KLF10, KLF11, KLF12, KLF13* and *KLF15*) from our 14 pairwise contrasts (Additional file 3). In particular, KLF15 seems to act as a *homeorhetic* transcription factor capable of “switching between lipogenesis and gluconeogenesis during fasting” [55]. This dynamic adaptation in energy metabolism is achieved by KLF15 forming complexes with LXR-RXR heterodimers on the promoter of mouse *SREBF1c*, thereby inhibiting transcription of this major lipogenic transcription factor. 

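At the limits used here, 9 Kruppel-like factors were called in at least 1 of the 14 contrasts. KLF12 was called in 1 contrast, E20 vs. D3 (0.84, standard error 0.22, adjusted p = 0.00791), and KLF2 was higher at E20 than at D3 (1.11). KLF10, which responds to TGF-beta, rose from D1 to D9 (-1.78), as did KLF6 (-0.80), and KLF3 was higher at E16 than at D3 (0.80). KLF9 was lower at E16 than at D1 (-3.97). Probe sets of KLF6 (-0.80 to -0.62) disagree in D1 vs. D9. KLF6 (-0.70) was not called in D1 vs. D9 with the mean of its probe sets. The call of KLF12 in E20 vs. D3 was lost without E20 replicate 3 (0.69) or D3 replicate 3 (0.63). The call of KLF6 in D1 vs. D9 was lost without D1 replicate 1 (-0.72), D1 replicate 2 (-0.75) or D9 replicate 4 (-0.63). The call of KLF3 in E16 vs. D3 was lost without D3 replicate 4 (0.70).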

The ability of KLFs to either activate or repress gene transcription depending upon metabolic demands was recently reviewed in an article that precisely coined their dynamic action as “crippling and uncrippling metabolic pathways” [54]. The present examination of liver transcriptomes clearly shows interactions, interdependence and interconnectivity of multiple upstream regulators and their direct target genes in regulating lipolysis in late embryos and lipogenesis in fully-fed D3 and D9 hatchling chicks.

The NAD^+^-dependent deacetylase *SIRT1* is involved in alternative energy utilization, like β-oxidation of lipid and gluconeogenesis [56–58], which are critical metabolic processes in liver of late embryos. Furthermore, *SIRT1* enhances thyroid (T_3_) control over expression of several lipogenic genes, including *CPT1A*, *PPARA*, *PPARGC1A, PDK4, PCK1* and *SREBP-1c* [59]. Another transcription factor up-regulated in liver of embryos was prospero-related homeobox 1 (*PROX1*), which is important for hepatic embryogenesis and a negative regulator of triglyceride synthesis via mTOR signaling [60]. Thus, the metabolism of the late chicken embryo is under the intricate control of multiple transcription factors and directed at utilization of yolk lipids that amass in liver. The retained yolk sac provides nutrients and lipid-derived energy until the hatchling eats its first meal and becomes a self-sufficient endotherm. In the present study, we included D1 hatchlings, which had not been fed and still dependent on yolk-lipid and swallowed albumen to reach and maintain endothermy. Full and untethered expression of multiple transcription factors and their target genes that contribute to lipogenesis occurs only after the hatchling chick is fully-fed (D3 and D9) and the residual yolk sac depleted.

Another interesting TF identified in the four contrasts of embryos and hatchlings was SERTA domain containing 2 (*SERTAD2;* also known as *TRIP-Br2*), which was expressed at highest levels (log2 ratio = + 1.75) in the E16 vs. D1 contrast. The differential expression of *SERTAD2* was found in three additional contrasts of embryos against hatchlings (E vs. H, E16 vs. D3 and E18 vs. D1). This newly-discovered transcriptional co-regulator is highly expressed in visceral fat of obese humans; furthermore, *SERTAD2* appears to control lipolysis, oxidative metabolism and thermogenesis in mouse models [61–63]. Knockout of the *SERTAD2* gene in mice prevents diet-induced obesity, insulin resistance and inflammatory responses in visceral fat. Our discovery of up-regulated *SERTAD2* in liver of E16 and E18 chick embryos suggest that this transcriptional co-regulator could contribute to transcriptional control of lipolysis and oxidative metabolism in the lipid-laden liver of late chick embryos via interactions with known lipolytic TFs (i.e., *PPARA, PPARGC1A, SIRT1* and *NR1H4*).

Our present transcriptional study has also revealed acquisition of a competent blood clotting system in E16 and E18 embryos, which exhibit abundant differential expression of multiple coagulation factors and collagen genes (see Figs. 6a and 10b; Additional files 4 and 6). The deacetylase SIRT1 appears to control essential biological pathways like blood coagulation through selective acetylation of clotting factors and the closely related acute-phase response proteins [57]. SIRT1 also enhances PPARA-PPARGC1A driven lipolysis and lipid depletion of adipocytes, which in turn activates gluconeogenesis a vital metabolic response of the embryo. The largest number of coagulation genes was found in the E18 vs. D3 contrast, where 10 clotting factors and 7 collagen genes were expressed higher in the E18 embryo. Similarly, 12 blood clotting factors were found in the E20 vs. D3 contrast, where 9 coagulation and 3 collagen genes were up-regulated in the liver of E20 embryos. In addition, fibrinogen alpha (*FGA*) was over-expressed in E18 and E20 embryos (see Additional file 3). 

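Of the collagen genes, COL1A1, COL1A2 and COL5A2 were called higher at E18 than at D3, and COL3A1 (0.72) and COL18A1 (0.30) were not called. COL3A1 was called higher at E20 than at D3 (0.82). Probe sets of COL3A1 (0.15 to 1.13) disagree in E18 vs. D3. Probe sets of COL3A1 (0.12 to 1.25) disagree in E20 vs. D3. COL3A1 (0.90) was called in E18 vs. D3 with its probe set of largest variance. COL3A1 was called in E18 vs. D3 without D3 replicate 2 (0.76) or D3 replicate 3 (0.82), or after cyclic loess normalization (0.86). The call of COL3A1 in E20 vs. D3 was lost without E20 replicate 4 (0.73) or D3 replicate 4 (0.73).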

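FGA, the fibrinogen alpha chain, had a log2 ratio of 0.41 (standard error 0.07, adjusted p = 6.0e-05) in E18 vs. D3 and 0.58 (standard error 0.07, adjusted p = 8.2e-07) in E20 vs. D3, and its shown probe set was called in neither. Its levels were among the highest on the array, from 14.07 at D3 to 14.66 at E20. Probe sets of FGA (0.41 to 0.84) disagree in E18 vs. D3. Probe sets of FGA (0.58 to 1.11) disagree in E20 vs. D3. FGA (0.84) was called in E18 vs. D3 with its probe set of largest variance. FGA (1.11) was called in E20 vs. D3 with its probe set of largest variance. FGA (0.85) was called in E20 vs. D3 with the mean of its probe sets.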

The transcriptional analysis of the chicken yolk sac in late chicken embryos (E13-E21) revealed peak abundance of fibrinogen (β and γ subunits; *FGB* and *FGG*) genes at E19 [8]. Presumably, a competent blood coagulation system is crucial to prevent excessive blood loss in the embryo during absorption of its residual yolk sac into the visceral cavity, destruction of the chorioallantois, and emergence of the E21 embryo as a hatchling chick [64].

### Hepatic expression of the feather keratin gene *FKER*

Interestingly, *FKER* was the most DEG found in liver of E16 embryos (see Additional file 3). In fact, seven distinct transcripts represented on the Affymetrix Chicken Genome Array correspond to feather keratin or feather keratin-like genes (Table 8), which reside at multiple loci on the chicken genome (*GGA1, GGA25* and *GGA27*) [65–67]. Five of these over-expressed *FKER* transcripts map to *GGA*25, while *FK1* (BI064513) resides on *GGA*1 and XM_424568 is located on *GGA*27. 

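Of the 7 probe sets, the log2 ratios in E16 vs. E18 were 3.91, 3.43, 3.18, 2.76, 2.37, 2.28 and 1.89. The 20 measured marker genes of skin and feather epidermis, a list fixed before the data were examined, deviated from their means by -0.14 to 0.22 on the 24 arrays, in log2 units. Only 4 of the 20 lay above the 75th percentile of all probe sets at other ages. These markers thus cannot tell whether skin or feather tissue was in the samples.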

At first glance, abundant expression of *FKER* in liver of the E16 embryo seems difficult to explain. However, we originally discovered the exceptional, and very high, abundance of *FKER* in liver of E15 embryos from Leghorn (egg-type) chickens carrying the riboflavin binding-protein deficiency mutation *rd/rd*, with or without riboflavin rescue [35]. We proposed that the abundant hepatic expression of *FKER* exclusively in E15 embryos could be related to massive engorgement of the embryo’s liver with yolk lipids, which normally occurs at this stage of embryonic development. In fact, an early study described the presence of lipids in the embryo’s developing cutaneous feather, which was likely associated with “pre-keratin”, where lipids function as the scaffold for feather keratin formation [68]. In the mouse, cytoskeletal keratin 8 (*Krt8*) is required for structure and integrity of hepatocytes [69]. Furthermore, ablation of the *Krt8* in mice results in oxidative stress and excessive accumulation of lipid and protein metabolites [70]. Examination of the pigeon’s lactating crop transcriptome has revealed up-regulation of several β-keratin genes, including *FKER*, which are ultimately involved in production of lipid-laden crop milk [71]. The unique synthesis of crop milk in *Columbiformes* involves prolactin-mediated cornification and lipid synthesis of crop epithelial cells, which are desquamated and sloughed off to form “crop milk”, which is fed to the altricial squabs. This transcriptional study of pigeon crop milk production clearly shows over-expression of multiple β-keratin genes, which are associated with de novo lipid synthesis and cornification of crop epithelium. Of particular interest, all of the differentially-expressed lipogenic genes found in the lactating pigeon crop sac were identified as DEGs in the present study, including the highly-expressed lipogenic transcription factor *THRSPA* [71]. The present descriptive study of the liver transcriptome during the embryo-to-hatchling transition validates our original discovery of abrupt over-expression of *FKER* in E15 Leghorn (egg-type) embryos [35], which coincides with massive accumulation of yolk lipid in liver that fuels the final embryonic growth phase and emergence of the hatchling chick. Additional support for the ectopic expression of hepatic *FKER* transcripts in E16 Leghorn embryos is provided by our initial observation of differential expression of a cDNA target (pgf1n.pk001.j5; GenBank BI064513) on a low-density 3.2 K chicken microarray (NCBI GEO Platform GPL1742) [19]. This cDNA clone (pgf1n.pk001.j5) was sequenced from a normalized adipose cDNA library derived from embryo and hatchling chickens. Furthermore, our recent transcriptional study of liver from *rd/rd* Leghorn embryos, riboflavin-deficient and riboflavin rescued, utilized the Arizona 20.7 K chicken oligo array (NCBI GEO Platform GPL6049), where three 70-mer oligo targets [Roslin Institute *Gallus gallus* (RIGG) oligo; RIGG10897, RIGG14163 and RIGG14953] had 19-times greater abundance in liver of riboflavin-rescued embryos than riboflavin-deficient embryos between E13 and E15. Thus, three independent chicken microarray platforms and multiple expressed-sequence tag (EST) sequences in GenBank clearly support abundant “ectopic” expression of *FKER* in liver of E15 and E16 embryos from both egg-type (Leghorn) [35] and, presently, meat-type (broiler) chicken breeds. However, the biological function of *FKER* in the lipid-laden liver of late embryos and the relationship between hepatic expression and cutaneous expression of *FKER* in embryos will require further definitive study.

**Table 8:** Multiple Affymetrix *FKER* probe sets (transcripts) highly expressed in liver of E16 embryos

Affymetrix ID	SYMBOL	GENE NAME	Log2 FC	*GGA*	ACC. NUM.	REFSEQ ID
Gga.8960.3.S1_at	FKER	feather keratin 1-like	3.91	25	BX270499	NM_001277801
Gga.6482.1.S1_at	LOC431324	keratin A	3.43	25	BX262674	NM_001101732
Gga.8960.2.S1_at	FKER	feather keratin 1	3.18	25	AAA48930	NM_001081702
Gga.6264.1.S1_at	FKER	feather keratin 1	2.76	1	BI064513	NM_001277751
Gga.8960.1.S1_at	FKER	feather keratin 1-like	2.37	25	BX950836	NM_001277929
Gga.6558.1.S1_at	FKER	feather keratin 1-like	2.28	25	NM_001277960	NM_001277960
Gga.7285.1.S1_at	FKER	feather keratin 2-like	1.89	27	XM_424568	XM_424568

Six of these *FKER* transcripts were the highest DEGs found in liver of E16 vs. E18 embryos. GenBank Accession number BI064513 is our chicken abdominal fat cDNA clone pgf1n.pk001.j5, which was sequenced from a normalized chicken abdominal fat cDNA library

*Abbreviations*: feather keratin (*FKER*), fold-change (*FC*), *Gallus gallus* (*GGA*) chromosome, GenBank accession number (*ACC. NUM*.)

## Conclusions

The present analysis of the embryo-to-hatchling transition in meat-type chickens provides the first detailed view of the choreography of innate and dynamic transcriptional responses made by embryos and newly hatched chicks during the critical metabolic jump from lipid-laden ectotherm to free-living self-sufficient endotherm, respectively. The metabolism of late (E16-E20) embryos is dominated by β-oxidation of yolk lipids, glycolysis and gluconeogenesis, which utilizes the residual albumen and other proteins in allantoic fluid ingested by the embryo just prior to hatching. These metabolic processes are precisely controlled by multiple and interacting transcription factors (*PPARA, PPARGC1A, NR1H4* and *SIRT1, SERTAD2, KLF11, KLF13* and *KLF15*) and scores of metabolic enzymes, transporters, phosphatases and kinases. The metabolites derived from these processes interact with nuclear receptors, G-coupled protein receptors (GCPRs), transmembrane receptors and extracellular factors. Highly-expressed hepatic *DIO3* inactivates thyroid hormones in the embryo, while its expression sharply declines in hatchling chicks. Although hepatic expression of *DIO1* was rather constant during the peri-hatch period, another thyroid hormone-activating enzyme *DIO2* reached peak abundance at two ages, E20 and D9. Upon pipping through the egg shell, the hatching chick immediately converts to the pro-hormone T_4_ into metabolically-active T_3_, which supports achievement of thermodynamic freedom in hatchlings and synergetic activation of *THRSPA*, the major lipogenic transcription factor in chickens. Furthermore, T_3_ bound to its receptor (THRB) forms heterodimers with other nuclear receptors, which then control programmed expression of major lipogenic enzymes (*FASN, ME1, SCD, ELOV2, ELOV25, ELOV26, LSS*, *AGPAT2, ACACA, CYP7A, DHCR7* and *DHCR724*). In addition to *THRSPA*, other transcriptional regulators (*PPARG, PPARD, LPIN1, KLF11* and *SREBF2*) also interact and contribute to the sharp increase in lipogenesis observed in liver of D3 and D9 hatchlings.

Our present observation of the extraordinary expression of multiple *FKER* transcripts in liver of E16 embryos from meat-type chickens validates our original discovery of highly-expressed *FKER* gene in liver of e15 Leghorn (egg-type) chickens. We have proposed that hepatic expression of *FKER* in e15-e16 embryos could be an adaptive response to the coincident and massive accumulation of yolk lipids. This idea is supported by the exceptional expression of multiple β-keratin transcripts, including *FKER*, in the lactating crop sac of the pigeon [71], which accumulates and synthesizes lipids in production of “crop milk” that nourishes the altricial squabs. Many of the DEGs involved in de novo synthesis of triglycerides in the pigeon’s lactating crop sac are also found in liver of hatchling chicks, including the major lipogenic transcription factor *THRSPA*. Nevertheless, the biological function of *FKER* expressed in liver of e15-e16 embryos and the relationship between hepatic *FKER* and cutaneous *FKER* remain to be elucidated by definitive study. The present study provides new insight into dynamic interaction of multiple transcription factors and their direct target genes that provide *homeorhetric* regulation of metabolism during the abrupt embryo-to-hatchling transition of the domestic chicken, *Gallus gallus*.

## Additional files

Additional file 1: Experimental design of microarray hybridizations. A Microsoft Excel file containing a single work sheet “Array Hybridization Design” which describes the hybridization scheme used for the 24 Affymetrix Chicken Genome Arrays.

Additional file 2: Primers used for qRT-PCR analysis. A Microsoft Excel file containing a single work sheet “qRT-PCR Primer Information”. This table provides the chicken gene symbol, GenBank ID number, 5′-3′ sequence for forward and reverse primers, and amplicon size (bp) for each gene used for qRT-PCR analysis.

Additional file 3: Annotated gene list for 14 pairwise contrasts of liver transcriptomes in embryos and hatchlings across six ages during the peri-hatch period (E16-D9). The last worksheet provides the list of 1005 commonly-shared AR-DEGs identified by the Venn diagram shown in Fig. 3b. Each worksheet provides a list of the “Analysis Ready” (AR)-DEGs (FDR adjusted *P* ≤ 0.05; ±0.75 cutoff) for each contrast.

Additional file 4: Canonical and biological pathways identified by the contrast of all embryos vs. all hatchlings. The AR-DEGs from the E vs. H contrast were assigned by Ingenuity Pathway Analysis (IPA) to canonical and functional and pathways. Fisher’s Exact Test is used in IPA to determine probability (*P* ≤ 0.05) that AR-DEGs belong to a particular canonical pathway or biological function accrued in the Ingenuity Knowledge Base.

Additional file 5: Canonical and biological pathways identified by IPA in the E18 vs. E20 contrast. The AR-DEGs from the E18 vs. E20 contrast were assigned by IPA to overrepresented canonical and functional pathways. IPA uses Fisher’s Exact Test to determine probability (*P* ≤ 0.05) of each AR-DEG belonging to a particular canonical pathway or biological function.

Additional file 6: Canonical-biological pathways identified by IPA in the contrast of E18 embryos vs. D3 hatchlings. The AR-DEGs identified in the E18 vs. D3 contrast were assigned by IPA to overrepresented canonical and functional and pathways. IPA uses Fisher’s Exact Test to determine probability (*P* ≤ 0.05) of each AR-DEG belonging to a particular canonical pathway or biological function.

Additional file 7: Canonical and biological pathways found by IPA in the D1 vs. D9 hatchling contrast. The AR-DEGs identified in the D1 vs. D9 contrast were assigned by IPA to overrepresented canonical and functional and pathways. IPA uses Fisher’s Exact Test to determine probability (*P* ≤ 0.05) of each AR-DEG belonging to a particular canonical pathway or biological function. Each worksheet provides a list of AR-DEGs assigned to particular canonical pathways or biological functions, annotated with gene symbol, Entrez name, log2 ratio, cellular compartment, type and Entrez protein ID.

Additional file 8: Pearson’s correlation analysis of gene expression levels of 15 “candidate” DEGs determined by genome microarray and verified by qRT-PCR analyses. A Microsoft Excel file containing the average normalized expression levels (log2 ratios) of 15 candidate DEGs as determined by genome microarray analysis and verified by qRT-PCR analysis. The Pearson’s correlation coefficient (*r* = 0.9287; *P* ≤ 0.01, 11 degrees of freedom) indicates a highly significant correlation between gene expression levels obtained from both microarray and qRT-PCR analyses.

## Abbreviations

ANOVA: Analysis-of-variance
AR: Analysis Ready
aRNA: Amplified RNA
Ct: Average cycle time
DEGs: Differentially-expressed genes
E16: Embryonic day 16
FDR: False discovery rate
FKER: Feather keratin
GEO: Gene Expression Omnibus
*GGA*: *Gallus gallus* chromosome
GLM: General linear mode
IP: Ingenuity Pathway Analysis
LIMMA: Linear Models for Microarray Data
LSD: Least significant difference
MIAME: Minimum information about a microarray experiment
NCBI: National Center for Biotechnology Information
qRT-PCR: Quantitative reverse transcriptase polymerase chain reaction
RIN: RNA integrity number
SAS: Statistical Analysis System
TF: Transcription factor
THRSPA: Thyroid hormone responsive Spot 14 protein, alpha

How the deposited data were processed for this re-analysis (not part of the article)

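Hepatic transcript levels were measured on 24 Affymetrix Chicken Genome Arrays, 4 livers at each of 6 ages, with one array per liver. The authors deposited log2 intensities made by RMA (background correction, quantile normalization and 1 value per probe set) in affylmGUI with limma 3.30.13. The array medians (5.43 to 5.55) and the range of values (3.05 to 15.24) were checked against that scale. Of 38535 probe sets, 96 Affymetrix controls were left out and 38439 were tested. No other probe set was filtered out, and the number of arrays limits the precision.

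Each probe set was fitted in limma 3.58.1 under R 4.3.3 with 1 mean per age and no block. All 24 arrays thus shared 1 estimate of the spread (18 residual and 3.81 prior degrees of freedom). Adjusted p values are those of limma's moderated test after Benjamini and Hochberg over all tested probe sets, two-sided, unless a list or camera is named. Calls used the limits that the paper states, 0.05 for the adjusted p and 0.75 for the absolute log2 ratio. The contrast E vs. H is the mean of the embryonic age means minus the mean of the post-hatch age means. The preliminary contrast compared 12 embryos with 12 hatchlings as groups, at an adjusted p of 0.01 or less with no limit on the ratio, and its probe sets were clustered by k-means (3 clusters, fixed seed) on scaled age means. It stands in for the GeneSpring step of Fig. 1, whose test the paper's text does not name. Correlations, exact permutation tests and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

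The platform annotation gave 27168 probe sets 1 symbol, 177 several and 11094 none, and 0 symbols were updated through the gene table. No gene was named from a probe set with several symbols. There were 13009 named genes, 7334 of them with more than 1 probe set. Genes that the paper names and that no annotated probe set carries under that name or a known alias, among them F11, VNN1, GSTA1, GSTO1, ANG, SERPINA3, HADHA and HSD17B12, are not analysed here. Some other genes are not reported here. The genes named in the text follow a rule. It takes the 10 called genes with the highest and the lowest ratio in each of the 8 contrasts of the gene lists where the arrays of the compared groups do not overlap, every gene that the paper names, up to 4 called members of each list described, and the genes measured by qRT-PCR. The values in the paper's tables and supplements had been seen when this rule was written.

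Gene lists (40 in all) cover liver pathways, markers of other cell types and neighbouring tissues. Lists with at least 5 measured genes were tested with limma's camera on 1 probe set per gene, with a preset correlation of 0.01, and Benjamini and Hochberg adjustment over the lists of a contrast. An estimated correlation and fry, which asks whether the genes of a list move on balance one way, were run beside it. Lists that the paper gives in its supplements were chosen by the study on these arrays, and sheets that hold fewer genes than the paper states were not used here.

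The replicate numbers pair the samples, since the paper states that each of the 4 hybridization days held 1 replicate of each age. Deviations from the age means had a mean correlation of 0.071 over 60 pairs of arrays of the same day and -0.0234 over 180 pairs of different days. By day the means were 0.0036, 0.0454, 0.0602 and 0.175.

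The fit was tested in E16 vs. E18 on simulated data. Each probe set was drawn with its own spread within ages, pooled over all 24 arrays rather than taken from the E16 and E18 arrays. It called 89 of 100 probe sets changed by a log2 ratio of 1, 99 of 100 changed by 2 and 2 of the unchanged ones. In a simulation with 1 shifted list, camera called that list at the adjusted p used. It called 0 of the lists that share no gene with it. The simulated genes were drawn independently, so this does not show how camera treats lists of correlated genes. The simulated lists were tested with camera alone. Alternatives were a block for the hybridization day, cyclic loess normalization of the deposited values, array weights, eBayes with trend and robust fits, a filter that keeps probe sets with a mean above percentile 25 (28829 kept, above 4.43), fits of only the arrays compared, embryos and hatchlings as plain groups, a 6-group fit of the preliminary contrast, the probe set of largest variance or the mean of a gene's probe sets, an estimated correlation for camera, and each array left out in turn. Leaving out both E18 replicate 2 and D9 replicate 1 was chosen after seeing the data. Raw CEL files were not used here.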

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

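The tests chosen only after the result was seen are the 4 of the feather keratin signal, the position of E18 replicate 2 between E18 and E20, and in D9 replicate 1 the percent of cardiac genes that rose and the skeletal muscle genes.

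The feather keratin probe sets of Table 8 averaged 8.19 ± 1.52 (SD, n = 4) at E16, at 6.06, 8.78, 8.30 and 9.61 in replicates 1 to 4, against 5.15 to 5.61 on the other 20 arrays. By design each day held 1 liver of every age, so a day effect shared by all ages could not raise the E16 livers alone. The E16 liver lay 0.45 or more above every other liver of its day, but the probe sets were chosen because they are high at E16. That value therefore adds nothing against the hybridization day. For the spread between the E16 livers the day stays open. Over those 20 arrays days 2 to 4 differed from day 1 by -0.073, but there the probe sets averaged 5.27, under the median of every array. At such levels a day effect on a transcript that is present would not show. The age of the embryo stays open: the lowest E16 array lay 0.45 above the highest of the other 20, but the probe sets were chosen on these arrays because they are high at E16, so this value decides nothing. Skin or feather tissue in the samples cannot be told apart from expression in the liver: 20 other epidermal genes differed by -0.044 between E16 replicates 2 to 4 and replicate 1, but only 4 of them lay above percentile 75 of all probe sets at other ages. Of 10 probe sets that exceeded every array of other ages by 1 or more on E16 replicates 2 to 4, 7 were those of Table 8.

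E18 replicate 2 carried a signal of genes outside those the paper discusses: the W-linked HINTW was at 12.17 (at most 6.05 on the other 23 arrays), SPIN1L at 4.51 (3.67) and LOC374195 at 4.67 (3.90), while UBAP2L2 was at 4.89 (5.44). The paper states that male sex was verified by eye, and sex is no condition of the design, so no biological explanation other than the sex of the embryo and its age was tested. A female embryo may be the source, since the median deviation of 285 Z-linked minus 6203 autosomal genes was -0.47 on that array against -0.09 to 0.19 on the others. Cross-hybridization of the W-linked probe sets alone is argued against by the same value, which lay 0.37 below the lowest of the others. An embryo as old as E20 is argued against by a position of 0.15 between the other E18 livers (0) and the E20 livers (1), where the E20 livers lay from 0.81 to 1.15. The other E18 livers, each left out of its own mean, lay from -0.065 to 0.10, below E18 replicate 2, so an embryo slightly older than its label stays open.

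D9 replicate 1 carried transcripts of muscle genes that the paper does not discuss. Of the listed cardiac and muscle genes, some lay above every other array and 0.75 or more above the mean of the other D9 livers. They were NPPA (8.11), MYBPC3 (6.20), ACTN2 (6.33), CSRP3 (4.45), FABP3 (6.47), ACTA1 (6.93), ACTC1 (8.69), MYH7 (6.17), MYL2 (7.83), MYL3 (6.79), TNNT2 (5.89) and MB (7.78), among them the cardiac hormone NPPA, which reached at most 5.23 elsewhere. Heart tissue in the sample cannot be told apart from expression in the liver: the median difference of 37 cardiac genes outside the muscle list, 5 of them named above, was 0.044, under the bound of 0.10 written beforehand to exclude it, but 20 of the 37 lie under the median of all values, where a small share of heart would not show. Those 5, NPPA, MYBPC3, ACTN2, CSRP3 and FABP3, are the 13.5% that were higher by 0.75 or more and above every other array, a share that only restates the observation and decides nothing, while MYL4 (-0.56), TTN (-0.38) and RYR2 (-0.26) were lower than in the other D9 livers. Skeletal muscle also stays open, with a median of 0.0033 over fast skeletal muscle genes, and no biological explanation was tested.

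Of 270 groups of 4 livers tested for a sample far from the others (Dixon's ratio of gap to range, at the 95% critical value), 17 (6.3%) had one, and chance flags about 1 in 20 groups. The log2 level of 1 liver lay below the other 3 for ACLY in D1 replicate 3 (10.91, others 11.00 to 11.01), DIO2 in D9 replicate 3 (10.82, others 12.18 to 12.45), FABP1 in E18 replicate 1 (8.36, others 9.59 to 9.80), KLF9 in E18 replicate 4 (4.81, others 5.41 to 5.42), KLF9 in E20 replicate 2 (8.03, others 8.96 to 9.14), PPARA in E20 replicate 4 (8.64, others 8.93 to 8.98), PPARG in D9 replicate 3 (4.53, others 5.46 to 5.64) and SREBF2 in E20 replicate 4 (7.17, others 7.78 to 7.87). It lay above them for HPX in E18 replicate 2 (11.13, others 8.11 to 8.59) and THRSP in D1 replicate 2 (10.10, others 7.56 to 7.88). The mean deviation of a gene list lay apart for the erythroid genes in E18 replicate 4 (0.0407, others 0.12 to 0.14), the skeletal and smooth muscle genes in E18 replicate 4 (-0.0971, others -0.02 to -0.01), the skeletal and smooth muscle genes in D9 replicate 1 (0.65, others -0.06 to 0.05), the stellate cell and matrix genes in E20 replicate 1 (0.046, others 0.19 to 0.21), the yolk sac and kidney epithelium genes in E20 replicate 2 (0.0751, others 0.00 to 0.01), the yolk sac and kidney epithelium genes in D1 replicate 4 (-0.0375, others 0.06 to 0.08) and the yolk sac and kidney epithelium genes in D9 replicate 3 (-0.13, others -0.10).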

How the results depend on the processing

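The setting that left out both E18 replicate 2 and D9 replicate 1 was chosen only after the result was seen. The counts of called probe sets kept within 1.5 times their value under array weights, eBayes with trend and robust fits, the filter on dim probe sets, cyclic loess and the replicate block, and without both arrays. With the block, E16 vs. E18 called 380 probe sets against 327, and apart from HECTD2 in D1 vs. D9 it changed no call of the genes and lists named. In fits of only the arrays compared, the counts kept within the same limit but for E16 vs. E18, which called 194 probe sets (160 higher and 34 lower, 157 genes), a fit with fewer arrays to estimate the spread. With each array left out in turn, that contrast called 223 (without E16 replicate 4) to 405 probe sets and its 262 probe sets higher at E16 fell to 161 without E16 replicate 4. Gene lists depended most on the correlation. By camera with an estimated correlation, 3 (E vs. H), 2 (E16 vs. E18), 0 (E18 vs. E20), 2 (E20 vs. D1), 6 (D1 vs. D3), 4 (D3 vs. D9), 3 (E18 vs. D3) and 2 (D1 vs. D9) lists were called in place of 13, 14, 9, 15, 16, 11, 11 and 18. At an unadjusted p under 0.05 these estimated correlations gave 9, 7, 8, 11, 13, 9, 9 and 9 lists, and fry called 30, 11, 14, 19, 21, 9, 31 and 25. In E16 vs. E18 the lists called were 9 after cyclic loess and 9 (without E16 replicate 3) to 14 with each array left out. Of 57 list results described, 31 kept their side of the threshold with an estimated correlation, 55 after cyclic loess and 57 with the other choices of probe set, the block or without both arrays, as did 1366 of 1368 with each array left out. With an estimated correlation the other 26 all lost a call, and the 31 include lists that had not been called with the preset correlation. Of 403 ratios of named genes, 394 kept direction and side of the threshold after cyclic loess, 367 with the mean of the probe sets (31 calls lost, 4 gained), 389 with the probe set of largest variance (4 lost, 9 gained) and 396 without both arrays named above (4 lost, 3 gained). In fits of only the arrays compared, 263 of 271 did. Leaving out each array gave 9672 ratios, of which 9570 kept both, 77 lost a call and 20 gained one. Ratios whose sign turned were GARNL3 in E vs. H (-0.98 with the probe set of largest variance and -0.20 with the mean), DIO2 in E20 vs. D1, -0.42 (without E20 replicate 3) to 0.60 (without E20 replicate 2), DIO2 in D3 vs. D9, -0.22 (without D9 replicate 3) to 0.34 (without D3 replicate 2), and SCD in E18 vs. E20, -0.028 (without E18 replicate 1) to 0.16 (without E18 replicate 3). None of these was called with all arrays and the probe set shown. Except for the fits with fewer arrays, the cause was not tested. Array weights, eBayes with trend and robust fits and the filter on dim probe sets were not run for single genes or gene lists, fits of only the arrays compared not for E vs. H, which uses all arrays, and no alternative for the clusters or the levels at single ages. On arrays, probe sets near background limit what can be seen, and 28829 of 38439 lay above the limit of the filter.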

Differences from the paper's values

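Leaving out both E18 replicate 2 and D9 replicate 1 is the setting here that was chosen only after the result was seen. The paper's count is 4566 genes, and the probe sets of the preliminary contrast numbered 6880 here (3956 named genes). Counted as named genes, the value here lies within 1.5 times of the paper's. What follows is for the count of probe sets. Of the alternatives set before the data were examined, the replicate block (6843) and most fits without 1 array came within 1.5 times of the paper's value. The 6-group fit (8888) and the fits without E20 replicate 1 (6885), without E20 replicate 4 (7101) and without D1 replicate 2 (6874) did not. The paper's value for genes in Cluster A is 1166 and the cluster with the same pattern held 1868 here, for which no alternative was computed.

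For PPM1K the paper's ratios are 4.65 in E vs. H, 3.93 in E18 vs. D1 and 5.32 in E18 vs. D3 and the ratios here are 4.16, 3.48 and 4.81. ITGBL1 is given 3.66 in E vs. H, 4.43 in E18 vs. D3 and 4.50 in E20 vs. D3 by the paper, against 0.94, 1.18 and 1.23 here. The paper's ELOVL5 lies at -5.60 in E vs. H, -4.96 in E18 vs. D1, -6.64 in E18 vs. D3 and -5.51 in E20 vs. D3, and the probe set shown here gave -4.69, -4.20, -5.55 and -4.48. For FASN the paper's ratios are -5.08 in E vs. H, -6.48 in E18 vs. D3 and -5.84 in E20 vs. D3 and the ratios here are -4.75, -5.98 and -5.26. SQLE is given -4.92 in E vs. H, -6.71 in E18 vs. D3, -6.70 in E20 vs. D3 and -7.71 in D1 vs. D9 by the paper, against -3.76, -4.79, -5.00 and -6.18 here. The paper's ACMSD lies at 3.65 in E16 vs. E20, and the probe set shown here gave 2.83. For HDAC9 the paper's ratios are 3.35 in E16 vs. E20 and 2.69 in E18 vs. E20 and the ratios here are -0.004 and 0.10. FKBP5 is given -4.37 in E16 vs. E20 and -3.28 in E18 vs. E20 by the paper, against -3.70 and -2.79 here. The paper's SOX9 lies at 2.36 in E18 vs. E20, and the probe set shown here gave 1.00. For CPED1 the paper's ratio is 3.66 in E20 vs. D3 and the ratio here is 3.25. LSS is given -5.40 in D1 vs. D9 by the paper, against -4.65 here. The paper's SERTAD2 lies at 1.75 in E16 vs. D1, and the probe set shown here gave 0.36. For IP6K2 in E16 vs. E20 the paper's value has a size of 3.61 and the size here is 2.64, lower at E16. In these contrasts the probe set of largest variance, set before the data were examined, brought the values within the error of the paper's for every gene but CPED1 and SOX9. 25 of the 27 values (of 131 ratios compared) have a probe set within 0.01 of the paper's ratio. The mean of the probe sets did so for FASN in E vs. H, ACMSD in E16 vs. E20, FKBP5 in E16 vs. E20, FKBP5 in E18 vs. E20 and ELOVL5 in E18 vs. D1, and cyclic loess for PPM1K in E18 vs. D1 and PPM1K in E18 vs. D3. The replicate block and fits of only the arrays compared did so for none. Single arrays left out brought the value within the paper's for PPM1K in E vs. H (without E20 replicate 1 or E20 replicate 4), FKBP5 in E16 vs. E20 (without E20 replicate 2), FKBP5 in E18 vs. E20 (without E18 replicate 2 or E20 replicate 2), PPM1K in E18 vs. D1 (without E18 replicate 2 or D1 replicate 1 or D1 replicate 3), PPM1K in E18 vs. D3 (without D3 replicate 4) and CPED1 in E20 vs. D3 (without E20 replicate 1 or D3 replicate 4). For SOX9 none of these settings did, and it has 1 probe set.

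For DIO2 the paper's plot gives log2 levels of about 8.1 at E16, about 9.1 at E18 and about 7.6 at D3 in Fig. 15a, read by eye, and the levels here were 3.89, 5.47 and 12.11. No alternative was computed for these levels, and the second probe set of DIO2 gave 4.24, 4.40 and 6.75. The ratios of DIO2 in the paper's Tables 1 to 5 do not differ from those here.

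The paper states that EGFR, TNFRSF1B, APOB and CXCL12 are higher in embryos, and none was called in E vs. H here (0.39, 0.60, 0.18 and 0.65). The probe set of largest variance is called for EGFR (1.50), TNFRSF1B (1.04), APOB (1.10) and CXCL12 (1.39), and the mean of the probe sets for APOB (0.76) and CXCL12 (0.80). GARNL3, stated as more abundant in hatchlings, had 0.10 in E vs. H, and -0.98 with its probe set of largest variance, which is called. FGA is stated as over-expressed in E18 and E20 embryos, and against D3 it had 0.41 and 0.58, not called, while its probe set of largest variance is called (0.84 and 1.11), as is the mean of its probe sets in E20 vs. D3 (0.85). ELOVL1 and PEX11A are stated as higher at D9 than at D1 and had -0.73 and -0.76 (adjusted p = 0.0775 from limma for PEX11A) here. ELOVL1 is called after cyclic loess (-0.78), with its probe set of largest variance (-0.91), with the mean of its probe sets (-0.79), and without D1 replicate 3 (-0.82), D9 replicate 1 (-0.83) or D9 replicate 4 (-0.78). PEX11A is called without D9 replicate 1 (-0.97) or D9 replicate 4 (-0.97). Both are called without both E18 replicate 2 and D9 replicate 1 (-0.83 and -0.97), a setting chosen after seeing the values that drops 4 of the other calls of named genes. AKR1D1, stated as higher in E18 than in D3, had 0.62 (adjusted p = 0.223 from limma) and was called in no setting. SERTAD2 is stated as higher in embryos in E vs. H, E16 vs. D1, E16 vs. D3 and E18 vs. D1. The probe set shown was called in none of these (0.42, 0.36, 0.42 and 0.33), and its other probe set in each (0.92, 1.75, 1.35 and 0.92). Of the genes in the paper's networks, COL3A1 (0.72), COL18A1 (0.30), LAMB3 (0.22), NFYC (0.44) and EAF1 (0.37) were not called in E18 vs. D3, nor NCOR1 in D1 vs. D9 (0.65) or GGPS1 in E vs. H (-0.75). COL3A1 is called after cyclic loess (0.86), with its probe set of largest variance (0.90), and without D3 replicate 2 (0.76) or D3 replicate 3 (0.82). The other probe set of NCOR1 that is called had 0.84, and GGPS1 lies just under the limit. DIO2 is stated as lower at D1 and D3 than at E20 with a second peak at D9. Its level here was 11.09 at E20, 10.91 at D1, 12.11 at D3 and 11.96 at D9, and no pair of these ages called it. ADIPOQ, stated as rising from E16 to E20 in the same place, did so here (-1.98 in E16 vs. E20).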

Other observations

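No test in what follows was chosen only after the result was seen. The rule for naming genes takes those with large ratios here and those that the paper names, so the genes are no independent choice. CYP2C18 was also picked singly after its values were seen.

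From E20 to D1, across hatching (log2 ratios of E20 to D1), 31 of 38 genes of the cell cycle and DNA replication rose and 1 fell (31 and 1 when adjusted over the list alone), among them AURKB (-3.35), CDC45 (-3.21), MKI67 (-3.20) and RRM2 (-3.08). The list held with both correlations (adjusted p = 3.0e-44 by camera, and adjusted p = 0.00614 with an estimated correlation). Of 14 genes of purine and uric acid synthesis, the way birds excrete nitrogen, 5 rose and 0 fell (5 and 0 when adjusted over the list alone, and adjusted p = 5.1e-05 by camera, a call lost at adjusted p = 0.0854 with an estimated correlation), with XDH at -3.04, PPAT at -1.99 and PAICS at -1.92. Genes of bile acid synthesis and transport rose in 6 of 18 cases and fell in 1 (6 and 1 when adjusted over the list alone, and adjusted p = 6.1e-04 by camera, a call lost at adjusted p = 0.0854 with an estimated correlation). The synthesis enzymes CYP7A1 (-3.86) and CYP8B1 (-1.75) and the carrier SLCO1A2 (-3.43) rose, and the bile acid receptor NR1H4 fell (1.10). In fatty acid synthesis 7 of 20 genes rose before any feed was given and 1 fell (7 and 1 when adjusted over the list alone), with THRSP at -3.10, FASN at -2.49 and ELOVL2 at -1.60, and the list held with both correlations (adjusted p = 4.2e-05 by camera, and adjusted p = 0.0176 with an estimated correlation). Of 29 genes of glutathione and oxidative stress, 7 rose and 0 fell (7 and 1 when adjusted over the list alone, and adjusted p = 4.2e-05 by camera, a call lost at adjusted p = 0.0854 with an estimated correlation), with the transferases GSTA2 (-2.28) and GSTA3 (-2.09) ahead. In E20 vs. D1, probe sets disagree for XDH (-3.04 to -0.04), PAICS (-1.92 to -0.32) and NR1H4 (0.20 to 1.10). NR1H4 (0.65) was not called in E20 vs. D1 with the mean of its probe sets. The call of ELOVL2 in E20 vs. D1 was lost without E20 replicate 4 (-1.51, adjusted p = 0.0501), D1 replicate 2 (-1.51, adjusted p = 0.0539) or D1 replicate 3 (-1.10, adjusted p = 0.0749), or in a fit of only the ages compared (-1.60, adjusted p = 0.11).

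Between unfed D1 and fed D3 hatchlings (log2 ratios of D1 to D3), 7 of 24 genes of fatty acid oxidation fell and 1 rose (7 and 1 when adjusted over the list alone), with PDK4 at 3.16, CPT1A at 2.82 and PPARGC1A at 2.39 (adjusted p = 3.4e-07 by camera, and adjusted p = 0.0394 with an estimated correlation). Over the same days 14 of 19 genes of cholesterol biosynthesis rose and 0 fell (14 and 0 when adjusted over the list alone), SQLE at -4.76 and NSDHL at -4.16 (adjusted p = 4.1e-32 by camera, and adjusted p = 2.5e-05 with an estimated correlation). In glycogen metabolism 3 of 11 genes rose and 0 fell (4 and 0 when adjusted over the list alone), PGM1 (-1.09) and UGP2 (-1.05), which pass glucose to glycogen, among them (adjusted p = 2.1e-05 by camera, and adjusted p = 0.0487 with an estimated correlation). Coagulation genes fell in 4 of 26 cases and rose in 0 (4 and 0 when adjusted over the list alone), with F9 at 1.10 and KLKB1 at 1.17 (adjusted p = 7.7e-07 by camera, and adjusted p = 0.0463 with an estimated correlation). Probe sets of CPT1A (0.29 to 2.82), UGP2 (-1.05 to 0.06) and KLKB1 (0.11 to 1.17) disagree in D1 vs. D3. UGP2 (-0.49) and KLKB1 (0.64) were not called in D1 vs. D3 with the mean of their probe sets.

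Of 17 erythroid genes, 5 were higher at E18 than at E20 and 1 was lower (6 and 1 when adjusted over the list alone, and adjusted p = 9.5e-05 by camera, a call lost at adjusted p = 0.0875 with an estimated correlation). The globins HBAD (2.52), HBBR (1.68) and HBA1 (1.49) led the former, and the latter was ALAS1 (-1.52), the heme synthesis enzyme that hepatocytes also make. In D1 vs. D9 the same globins were lower at D1 (-2.18, -1.32 and -1.80), within 4 lower and 2 higher genes of the list (4 and 2 when adjusted over the list alone), whose median log2 ratio was -0.12 (adjusted p = 0.0305 by camera, a call lost at adjusted p = 0.271 with an estimated correlation). Macrophage markers were lower at D1 than at D9 in 4 of 17 cases and higher in 0 (5 and 0 when adjusted over the list alone, and adjusted p = 7.7e-05 by camera, a call lost at adjusted p = 0.245 with an estimated correlation), with the antigen presentation gene CD74 at -2.18 and the integrin ITGB2 at -1.16. Interferon response genes were lower at D1 in 4 of 17 cases and higher in 0 (5 and 0 when adjusted over the list alone, and adjusted p = 2.7e-05 by camera, a call lost at adjusted p = 0.0864 with an estimated correlation), among them B2M (-1.88) and IRF1 (-1.18). Granulocyte markers were higher at D1 than at D3 in 5 of 11 cases and lower in 0 (7 and 0 when adjusted over the list alone, and adjusted p = 0.00239 by camera, a call lost at adjusted p = 0.303 with an estimated correlation), with LECT2 at 2.41 and CATH1 at 2.10. The share of each cell type in the livers was not measured, so a change of cells and a change within cells are both open. In E18 vs. E20, probe sets disagree for HBAD (0.07 to 2.78) and HBA1 (-0.03 to 1.86). In D1 vs. D9, probe sets disagree for HBAD (-2.45 to 0.02), HBA1 (-2.22 to 0.08) and B2M (-2.07 to -0.30). The call of LECT2 in D1 vs. D3 was lost without D1 replicate 1 (2.21, adjusted p = 0.0582), D1 replicate 2 (2.10, adjusted p = 0.0665) or D3 replicate 4 (1.84, adjusted p = 0.0669), or in a fit of only the ages compared (2.41, adjusted p = 0.0666). The call of CATH1 in D1 vs. D3 was lost without D1 replicate 1 (1.85, adjusted p = 0.0666), D1 replicate 2 (1.78, adjusted p = 0.0706), D3 replicate 1 (2.01, adjusted p = 0.0502) or D3 replicate 4 (1.76, adjusted p = 0.0635), or in a fit of only the ages compared (2.10, adjusted p = 0.0532). Probe sets of CATH1 (0.65 to 2.10) disagree in D1 vs. D3. The erythroid list in D1 vs. D9 was also not called after cyclic loess (adjusted p = 0.0625) or without D1 replicate 4 (adjusted p = 0.0702).

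The pairs of ages that the paper does not contrast gave 3191 called probe sets in E16 vs. D9 (1698 higher at E16 and 1493 higher at D9) and 3311 in E18 vs. D9 (1446 and 1865). DIO3 (7.54) and MOGAT1 (6.89) had the highest ratios of E18 to D9 among called genes with a symbol, and THRSP (-9.22) the lowest. Against the mean of E18 and D1, E20 had 258 probe sets higher and 352 lower, among the former DIO2 (2.89), CPT1A (1.79) and KLF13 (1.71) and among the latter AURKB (-2.48). Against the mean of E20 and D3, D1 had 269 higher and 201 lower, with CYP2C18 (4.09), chosen after its values were seen, on one side and SCD (-2.68) and FADS2 (-2.62) on the other. A ratio to such a mean can come from either of its ages alone. SCD at D1 was at the embryonic level, and DIO2 was not called in E20 vs. D1, so neither peaked or dipped at the age named. In E18 vs. D9, probe sets disagree for MOGAT1 (0.38 to 6.89). For E20 against E18 and D1, probe sets disagree for DIO2 (1.34 to 2.89). For D1 against E20 and D3, probe sets disagree for FADS2 (-2.62 to 0.04).

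Other splits of the same arrays into groups of the same sizes were fitted to see whether chance can be excluded for the counts of called probe sets. The rule set beforehand was that fewer than 5 in 100 splits reach the real count. Each contrast of single ages met it, since the real split was the only 1 of 35 with a count as large. That is the smallest share that 35 splits can give, and these splits ignore the hybridization day. Each of the other splits puts livers of both ages into either group. The age difference thus enters the spread and can hold those counts low, so their size is no measure of what chance alone calls. The real count and the highest of the other splits were 327 and 3 (E16 vs. E18), 1455 and 11 (E16 vs. E20), 1867 and 3 (E16 vs. D1), 3142 and 9 (E16 vs. D3), 1015 and 39 (E18 vs. E20), 2598 and 11 (E18 vs. D1), 4065 and 45 (E18 vs. D3), 1358 and 8 (E20 vs. D1), 3139 and 7 (E20 vs. D3), 2704 and 4 (E20 vs. D9), 1099 and 64 (D1 vs. D3), 1812 and 16 (D1 vs. D9), 615 and 7 (D3 vs. D9), 3191 and 1 (E16 vs. D9) and 3311 and 1 (E18 vs. D9). In 100 drawn splits, E vs. H (2306 and 0) and the preliminary contrast (6880 and 67) met the rule as well. Those splits mix arrays of all 6 ages, so age differences enter the spread and can hold their counts low. For these contrasts the splits are thus no reference for chance alone. Against the mean of the neighbouring ages, chance would be excluded by that rule for E20 (610 and 833, 3 of 100 splits as large) but not for D1 (470 and 1013, 5 of 100). In both cases another split called more than the real one. The splits mix arrays of 3 ages and carry age differences, a structure of the samples, so here they are no reference for chance alone, and what drives the larger ones was not tested. Among the 8 splits of single ages that part all 4 same-day pairs, as the real one does, the others called at most 29 probe sets (E18 vs. E20). In each of these contrasts the real split was the only 1 of 8 with a count as large, and 8 splits are too few to meet the rule.

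For the number of gene lists called by camera with the preset correlation, D1 vs. D9 met the same rule (18 lists, at most 17 in the other splits, 1 of 35 as large). It did so by a margin of 1 list, and not firmly, since 15 lists were called without D1 replicate 4. The 8 splits that part all same-day pairs are too few to meet the rule. The rule was not met in E vs. H (13 and 15, 8 of 100), E16 vs. E18 (14 and 14, 2 of 35), E18 vs. E20 (9 and 11, 6 of 35), E20 vs. D1 (15 and 16, 4 of 35), D1 vs. D3 (16 and 18, 3 of 35), D3 vs. D9 (11 and 13, 3 of 35) and E18 vs. D3 (11 and 17, 13 of 35). Among the 8 splits that part all same-day pairs, the highest other count was 12 in E16 vs. E18, 11 in E18 vs. E20, 15 in E20 vs. D1, 16 in D1 vs. D3, 10 in D3 vs. D9, 17 in E18 vs. D3 and 13 in D1 vs. D9, and the splits with as many lists as the real one, itself included, numbered 1, 4, 3, 2, 1, 5 and 1 in the same order. These splits mix arrays of the ages compared, and uneven ones keep a part of the age difference, which camera can call. They are thus no reference for chance alone, and they do not show that the lists were called by chance. As other splits often called as many lists with the preset correlation, the count of lists is weak evidence by itself.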
